# Endogenous single-strand DNA breaks at RNA polymerase II promoters in *Saccharomyces cerevisiae*

**DOI:** 10.1093/nar/gky743

**Published:** 2018-08-24

**Authors:** Éva Hegedüs, Endre Kókai, Péter Nánási, László Imre, László Halász, Rozenn Jossé, Zsuzsa Antunovics, Martin R Webb, Aziz El Hage, Yves Pommier, Lóránt Székvölgyi, Viktor Dombrádi, Gábor Szabó

## Abstract

Molecular combing and gel electrophoretic studies revealed endogenous nicks with free 3′OH ends at ∼100 kb intervals in the genomic DNA (gDNA) of unperturbed and G1-synchronized *Saccharomyces cerevisiae* cells. Analysis of the distribution of endogenous nicks by Nick ChIP-chip indicated that these breaks accumulated at active RNA polymerase II (RNAP II) promoters, reminiscent of the promoter-proximal transient DNA breaks of higher eukaryotes. Similar periodicity of endogenous nicks was found within the ribosomal rDNA cluster, involving every ∼10th of the tandemly repeated 9.1 kb units of identical sequence. Nicks were mapped by Southern blotting to a few narrow regions within the affected units. Three of them were overlapping the RNAP II promoters, while the ARS-containing IGS2 region was spared of nicks. By using a highly sensitive reverse-Southwestern blot method to map free DNA ends with 3′OH, nicks were shown to be distinct from other known rDNA breaks and linked to the regulation of rDNA silencing. Nicks in rDNA and the rest of the genome were typically found at the ends of combed DNA molecules, occasionally together with R-loops, comprising a major pool of vulnerable sites that are connected with transcriptional regulation.

## INTRODUCTION

Recent observations in several mammalian experimental models suggest that transcriptional activation of RNA polymerase II (RNAP II) dependent genes frequently involves formation of DNA strand breaks, supposedly elicited by topoisomerase 2β (Top 2β) (1–7). Indeed, this enzyme has been mapped to the 5′ end of transcriptionally active genes in several experimental systems (8–10). These breakages are generally interpreted in the context of the requirement for topological relaxation during transcription, although elongation by RNAP rather than initiation is readily explained in terms of the twin supercoil domain model (11–13), while strand opening at initiation is facilitated by negative supercoiling (14,15). Transient discontinuities have been detected at the promoters of several genes by 3′OH end-labeling; these are generally perceived as double strand (ds) breaks even though the two subunits of Top2 are known to work independently of each other and the DNA discontinuities generated by this enzyme are partly single-strand (ss) breaks/nicks (9,16). Furthermore, DNA is sensitive to mechanical damage at ss breaks (data in (17)), so ds breaks may be indirectly generated at the site of Top2 activity. Mechanical breakages may include those that arise due to an abrupt release of torsional stress upon deproteinization. On the other hand, non-random ss breaks may also arise when topoisomerases, and perhaps some other nucleases present in a cell lysate, might cleave one strand at accessible sites so that the relaxed DNA becomes resistant to further cleavages (similarly to the observations in (18)), that would result in a single nick in each supercoiled loop. In addition, many restriction enzymes generate ss incisions at imperfect recognition motifs (19,20), that are easily mistaken for endogenous breaks. Furthermore, the 3′ end-labeling procedures may also be misleading since the 3′end of the RNA moiety in R-loops (three-stranded structures composed of an RNA:DNA hybrid and a displaced ss DNA strand (21,22)) could also serve as starting points for either terminal transferase (23) or DNA polymerase activity (24) that may be mistakenly interpreted as nicks. In the light of these experimental challenges, the findings on endogenous breaks are often regarded as controversial and clarification of the questions concerning their origin and function calls for alternative, independent approaches. To overcome these caveats, one possibility would be to have a global view on all of the endogenous nicks in the genome rather than focusing on particular loci, in better known model organisms, using novel methods.

It has been reported in our earlier published studies that conventional procedures involving extensive proteolytic digestion of lysed cells followed by phenol–chloroform extraction or purification based on silica-adsorption, yield ∼50 kb ds DNA fragments (25,26). Remarkably, this average fragment size overlaps that of the DNA loops (27) and coincides with the estimated size of the functional (transcriptional, replicative) units of chromatin (28–32). According to the common view, such loop-size ds fragmentation could be a direct consequence of random mechanical breakage, since it can be avoided when the cells are embedded into agarose plugs before lysis. Importantly however, a similar fragmentation was observed even when the DNA in agarose plugs was treated with S1 nuclease (33), an enzyme that preferentially cleaves at nicks and ss DNA regions (34). Moreover, loop-size fragmentation occurs upon rapid alkaline lysis of cells (26,35), upon urea/heat-denaturation of intact chromatin embedded in agarose (36,37), and also when DNA is isolated from fixed cells (38). Using *in situ* nick-translation and single-cell gel electophoresis we have previously shown that preformed ss discontinuities, i.e. nicks are scattered over eukaryotic chromatin, including that of *Saccharomyces cerevisiae*, delimiting loop-size domains (37). All these observations could be collectively interpreted in terms of persistent, endogenous ss breaks that may yield ds breaks depending on the experimental conditions. We hypothesize that the promoter-proximal, transcriptional activity-related DNA breaks that have been reported in mammalian cells (reviewed in (39)) represent a major subpopulation of the endogenous nicks detected by us at loop-size intervals in various eukaryotic systems (26,33,36–38).

Based on this hypothesis, we exploited the advantages offered by assessing endogenous DNA breaks in a global manner over the genomic DNA (gDNA) of *S. cerevisiae*. To investigate the possible sequence-related and sequence-unrelated determinants of the breaks, the rDNA cluster containing naturally amplified units of identical sequence was also included in our study. The ∼1–2 Mb rDNA cluster is located at the *RDN1* locus in the right arm of chromosome XII (chr XII) in budding yeast and consists of a tandem array of 100–200 repeated transcription units. The rDNA organizes the nucleolus wherein transcription of ribosomal RNA (rRNA) and the early steps of ribosome biogenesis take place (40,41). A perinucleolar protein network including the replication fork barrier (RFB)-associated protein Fob1 and the topoisomerase 1 enzyme (Top1) tethers the rDNA repeats to the nuclear membrane, thus separating the locus from the bulk DNA inside the nucleus, and also ensures repeat stability (42). Top1mediates ss nicking and re-ligation in a process involving stabilized Top1 covalent cleavage complexes (Top1cc) formed *via* the 3′OH of the nicked DNA (17).

The 9.1 kb rDNA units (see Figure 4A) harbour the genes for 5.8S, 25S and 18S rRNAs which are transcribed by RNAP I as a single precursor (i.e. 35S pre-rRNA). Each unit contains also a 5S rRNA gene transcribed by RNAP III from the opposite strand. A replication origin (rARS element) is positioned outside the transcribed regions within IGS2. Although DNA replication begins bidirectionally, the rightward-moving fork is arrested at the RFB within IGS1, while the other fork proceeds through about five repeats until it terminates at a stalled rightward-moving fork of the closest replication unit. These RFBs prevent the replisome from head-on collison with the RNAP I transcription apparatus, so that rRNA transcription can proceed even during S-phase (43). About half of the units are transcriptionally active at the same time (44–46) and are transcribed at high efficiency by ∼50 RNAP I complexes per 35S pre-rRNA (47). About 20% of all available rARSs are used as replication origins during a single S phase (48). There are also a few genes that are transcribed by RNAP II within the rDNA units. Accordingly, RNAP II can be detected by chromatin immunoprecipitation (ChIP) in the corresponding promoter regions (49). A preferential association of DNA breaks with the rARS regions or with the regulatory regions of any of the transcribed genes would indicate that the mechanism that generates the DNA breaks is associated with rDNA replication or transcription, respectively.

Here, we made use of enzymatic labeling of endogenous free 3′OH ends in conjunction with molecular combing, microarray analyses, and a novel reverse Southwestern (rSW) blotting procedure in order to characterize the endogenous nicks. The nicks were mapped genome wide, including the repetitive rDNA locus. The specific localization of the nicks together with the comparison of mutant yeast strains suggest that their biological function is associated with transcription. Importantly also, the picture that emerges from our observations implicates these DNA breaks in genomic instability.

## MATERIALS AND METHODS

For *cultivation and* s*ynchronization of S. cerevisiae and S. pombe and description of the common gel electrophoretic techniques* see Supplementary Materials and Methods. The budding yeast strains used in the present study are listed in Table 1.

**Table 1.** List of *S. cerevisiae* strains used in this study

Strain	Genomic background	Genotype	Source
WDHY199	W303	Mat a, leu2-3,112, trp1-283, ura3-52, his7-2, lys1-1	Wolf-Dietrich Heyer lab
BY4741	WT	Mat a, his3Δ1, leu2Δ0, met15Δ0, ura3Δ0	EUROFAN
*top1Δ*	BY4741	Mat a, his3Δ1, leu2Δ0, met15Δ0, ura3Δ0, top1Δ::KanMX	EUROFAN
*bar1Δ*	BY4741	Mat a; his3D1; leu2D0; met15D0; ura3D0; YIL015wΔ::KanMX4	EUROFAN
*fob1Δ*	BY4741	Mat a, his3Δ1, leu2Δ0, met15Δ0, ura3Δ0, fob1:: KanMX4	EUROFAN
*sir2 Δ*	BY4741	Mat a, his3Δ1, leu2Δ0, met15Δ0, ura3Δ0, sir2:: KanMX4	EUROFAN

### Preparation of agarose plugs containing yeast chromosomes

Preparation of *S. cerevisiae* agarose-plugs was carried out as previously described (33). Briefly, *S. cerevisiae* cells were harvested and washed twice in 50 mM EDTA (pH 8.0), then resuspended in digestion solution (0.9 M sorbitol, 0.125 M EDTA,100 mM dithiothreitol (DTT)) containing 2 mg/ml lyticase enzyme (Sigma-Aldrich). Samples were mixed with an equal volume of 1.5% low melting point (LMP) agarose (Sigma-Aldrich) dissolved in 0.9 M sorbitol/0.125 M EDTA. Aliquots were allowed to harden in sample molds at 4°C for 5 min, and then placed into 0.9 M sorbitol/0.125 M EDTA at 37°C for 6 h. Each plug contained ∼3 × 10^8^ cells. The plugs containing yeast spheroplasts were digested with 0.5 mg/ml Proteinase K (Thermo Fisher Scientific) in lysing solution (0.5 M EDTA, 10 mM Tris–HCl, 1% SDS, pH 8.0) at 55°C for 2 days, then washed with TE (10 mM Tris–HCl, 2 mM EDTA, pH 8.0) and treated by 0.75 μM phenyl-methyl-sulfonyl-fluoride (PMSF, Sigma-Aldrich) at 37°C for 10 min in order to inactivate residual proteinase activity. Finally, the plugs were washed with TE and stored in the same buffer at 4°C.

### In-gel enzyme digestion and labeling of yeast gDNA in agarose plugs

#### S1 nuclease digestion

Plugs were washed in S1 buffer (0.2 M NaCl, 50 mM Na-acetate, 1 mM ZnSO_4_, 0.5% glycerol, pH 4.5) three times for 30 min, then incubated with 500 U/ml S1 nuclease (Promega Biosciences Inc.) in S1 buffer for 1.5 h at 37°C (33).

#### Restriction endonuclease digestion

Plugs were washed in the appropriate 1× restriction buffer three times for 1 h and then further incubated with 150 U/ml restriction enzyme (Sfi I, Sma I, Mlu I, Pvu II or Stu I; Thermo Fisher Scientific) in 1× restriction buffer for 16 h at 30, 37 or 55°C according to the manufacturers’ recommendations.

#### In situ nick-translation using DNA polymerase I and biotinylated nucleotides

Plugs were used to incorporate biotin-dUTP by nick-translation performed under limiting conditions (‘limiting nick-translation’) that restricted incorporation to <200 bp regions (see Supplementary Figure S6). After washing in 1× DNA polymerase I buffer (50 mM Tris–HCl (pH7.5), 10 mM MgCl_2_, 1 mM DTT) three times for 20 min, the plugs were incubated with 150 U/ml DNA polymerase I (Thermo Fisher Scientific) in DNA polymerase I buffer containing 1 μM dNTP mix (1 μM biotin–dUTP, 1 μM dATP, 1 μM dCTP and 1 μM dGTP) and 5 μM ddNTP mix (5 μM ddATP, 5 μM ddTTP, 5 μM ddCTP and 5 μM ddGTP) for 30 min on ice to allow equilibration, then for 20 min at 37°C. The optimal dNTP/ddNTP ratio was determined by using a PCR product nicked at a specific site (Supplementary Figure S6). In the case of standard, ‘non-limiting nick-translation’, the ddNTP mix was omitted from the reaction.

#### Terminal deoxynucleotidyl transferase labeling

The reaction was performed using 260 U/ ml Terminal deoxynucleotidyl Transferase (TdT; Thermo Fisher Scientific) in its own buffer and 1 μM biotin-dUTP. The other conditions of the reaction were similar to those of the nick-translation.

#### Combined RNase treatment (RNase HI, A, H2)

Agarose plugs were digested with 12.5 U/plug RNase HI (Thermo Fisher Scientific) in 1× RNase HI buffer (20 mM Tris–HCl (pH 7.8), 40 mM KCl, 8 mM MgCl_2_, 1 mM DTT) at 37°C overnight, subsequently with 5 μl/plug of 10 mg/ml RNase A (Thermo Fisher Scientific) in TE for 1 h at room temperature then with 5 μl/plug of human RNase H2 enzyme (gift from Martin Reijns, University of Edinburgh) in RNase H2 buffer (60 mM KCl, 50 mM Tris–HCl pH 8, 10 mM MgCl_2_, 0.01% BSA, 0.01% Triton X-100) at 37°C overnight. Before each digestion, the plugs were equilibrated with the appropriate enzyme buffer three times for 50 min. All digestions were performed in 150 μl reaction volumes.

### Molecular combing

Molecular combing was performed on whole gDNA or on isolated chr XII, as described in (50). Genomic DNA, or chr XII isolated by CHEF, were embedded in agarose plugs and nick-labeled by biotinylated nucleotides (in limiting or non-limiting conditions, described above). chr XII was isolated from the plugs containing the whole genome by running this chromosome into a block of 0.5% LMP agarose inserted into a 1% standard agarose gel, then this block was cut out without EBr staining. To solubilize the whole genomic or chr XII DNA, 1.6 ml 0.1 M MES (pH 6.5) was added to each plug, incubated at 70°C for 20 min, then at 42°C for 10 min. The blocks were dissolved by 8 U Agarase (Thermo Fisher Scientific) treatment at 42°C overnight. In the case of combing of λ phage DNA, site-specific nicks were introduced by Nt.BbvCI nickase cutting 7 times in the phage genome (delimiting 306, 318, 614, 3977, 8013 and 12 451 bp fragments): 1.5 μg λ DNA was incubated with 50 U/ml Nt.BbvCI nickase (New England Biolabs) in 20 μl CutSmart buffer for 30 min at 37°C.

The DNA solutions were placed at room temperature and transferred to disposable reservoirs without pipetting. DNA combing was performed by the combing apparatus of Genomic Vision (France) according to the manufacturer's instructions using 22 × 22 mm vinylsilane coated coverslips (from the same source). After combing, the coverslips were glued to glass slides with cyanoacrylate glue. Nonspecific binding of the antibodies was blocked by incubation with 30 μl of 5% BSA/1× PBS/0.1% Triton X-100 (temporarily covering the combed sample with a clean coverslip) for 20 min in a humid chamber. The biotin molecules incorporated into the DNA were visualized by indirect immunofluorescent labeling with 1:60 diluted mouse anti-biotin as a primary antibody (Sigma-Aldrich). For R-loop detection, 33 μg/ml RNA:DNA hybrid specific S9.6 primary antibody (used as in (37); hybridoma from ATCC) was applied in 1% BSA/1× PBS/0.1% Triton X-100 for 45 min at room temperature in a humid chamber. After washing 3 times with 3 ml 1× PBS, twice with 30 μl PBS/0.1% Triton X-100 and then once with 30 μl PBS for 5 min, Alexa Fluor 647 conjugated goat anti-mouse antibody (Life Technologies) was used as a secondary antibody at a final concentration of 17 μg/ml in 1% BSA/1× PBS/0.1% Triton X-100, at room temperature in a humid chamber, for 45 min. In some experiments the enzymatically incorporated biotin and the RNA:DNA-hybrids were detected simultaneously on the same sample, using goat anti-mouse Abberior STAR 580 and streptavidin Abberior STAR RED as secondary reagents, respectively. After immunofluorescence labeling the coverslips were washed as before. DNA staining was performed by 30 μl YOYO-1 dye (Thermo Fisher Scientific) diluted 1:5000 in 0.1 M MES (pH 6.5) in a humid chamber, in the dark, for 20 min. The coverslips were covered by ProLong^®^ Gold Antifade using a clean coverslip and placed at 4°C overnight. Imaging was carried out in an Olympus FluoView 1000 confocal laser scanning microscope equipped with 488 and 633 nm lasers, using a 60× oil immersion oil objective.

### Genome-wide mapping of nicks (Nick ChIP-chip)

*Saccharomyces cerevisiae* (BY4741) cells were fixed in 1% formaldehyde (10 min, RT) and excess formaldehyde was quenched with 0.7 M glycine. Fixed cells were embedded into agarose plugs prepared according to standard protocols. Spheroplasts were obtained by lyticase digestion (Sigma-Aldrich) performed at 37°C for 3 h, followed by cell lysis in 0.43 M EDTA, 1% (v/v) Sarcosyl, 0.01 M Tris (pH 8) and 15 U/ml Proteinase K (55°C, 72 hours). At this point, one half of the sample was treated with nicking enzyme Nb.Bpu10I which recognizes CCTNA∧GC sites. Nickase plus and nickase minus samples were processed in parallel in the subsequent steps. Tagging of nicks was performed by incorporating biotin-dCTP/dUTP in the presence of chain terminator ddNTPs by the *E. coli* DNA polymerase I holoenzyme. Plugs were equilibrated in 2 ml of DNA polymerase I buffer for 3 × 50 min and then transferred to ice for 30 min in the nick-translating mix (consisting of 1× DNA polymerase I buffer, 5 μM of each ddNTPs, 1 μM of dATP, dGTP, biotin-dCTP, biotin-dUTP and 150 U/ml of DNA polymerase I). The reaction was initiated by transferring the tubes to 37°C for 30 min with gentle shaking, then stopped by washing the plugs in excessive amounts of 0.5 M EDTA. Agarose plugs were digested/solubilized with 2 U of β-agarase and sonicated (Bioruptor, Diagenode). Nucleic acids were purified by a PCR cleanup kit (Macherey-Nagel). RNA was digested with 10 μg/ml of RNase A in low-salt conditions (10 mM NaCl) at 37°C for 60 min. Immunoprecipitation of nicked DNA was performed according to the standard ChIP protocol for yeast using a monoclonal anti-biotin antibody (Sigma-Aldrich) coupled to Protein G coated Dynabeads (Thermo Fisher). Two-thirds of the immunoprecipitated DNA (IP) and an equal amount of input DNA were amplified by random primer extension followed by PCR, incorporating amino-allyl dUTP for subsequent dye coupling. Input and IP DNAs were labeled with Cy3 and Cy5, respectively, mixed in equal amounts, and hybridized to Agilent 4 × 44K whole genomic microarrays in 1× hybridization buffer for 16 h at 65°C. Microarray slides were scanned with an Axon 4000B scanner (using the GenePix5.1 software). 

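The headers of the 3 scanner files name an Agilent G2505B scanner and Feature Extraction 9.5.1.1, whereas the methods name an Axon scanner and GenePix. The median raw intensity of the input channel was 19870 for replicate 1 of the endogenous nicks, 8922 for replicate 2 and 8242 for the nickase-treated sample. In the IP channel the medians were 14728, 3840 and 9200, in the same order. Saturated input spots were most frequent in replicate 1, where 1390 nuclear probes were affected, against 32 in replicate 2 and 61 in the nickase-treated sample. The nickase-treated sample had the most saturated IP spots (2061 probes, against 235 and 334 in replicates 1 and 2). Probes saturated or non-uniform in either channel, or with an input signal not well above background, were left out, and 40020, 41098 and 39286 of the 41480 nuclear probes remained on the 3 arrays. Input and IP intensities correlated across probes with r = 0.8797 in replicate 1, 0.3295 in replicate 2 and 0.4958 in the nickase-treated sample.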

In Figure 2, representative data of two (together with the nickase-digested sample of Supplementary Figure S8: three) biological replicates are shown.

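The log2 (IP/input) values of the 3 arrays were compared probe by probe. Across the 39776 probes kept in both endogenous arrays, replicates 1 and 2 had a Pearson r of -0.02974 and a Spearman rho of -0.04152. Replicate 1 and the nickase-treated sample had r = 0.00396 over 38136 probes. Between replicate 2 and the nickase-treated sample r was 0.7738 (rho 0.7651, 39276 probes). These correlations are across probes of single arrays, and neighbouring probes are not independent replicates. The input channels correlated in all 3 pairs, with r = 0.4988 between replicates 1 and 2, 0.338 between replicate 1 and the nickase-treated sample, and 0.6647 between replicate 2 and the nickase-treated sample. The SD of the log2 ratios was 0.5384 in replicate 1, 1.317 in replicate 2 and 1.379 in the nickase-treated sample. Loess in place of median centring moved r furthest between replicate 2 and the nickase-treated sample (0.7738 to 0.623) and between replicates 1 and 2 (-0.02974 to -0.1755). Between replicate 1 and the nickase-treated sample, normexp background correction moved it furthest, from 0.00396 to 0.0289.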

Data were analyzed and nick peaks were called by the COCAS ChIP On Chip Analysis Suite (51). 

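The thresholds used in COCAS are not given in the text, so peaks were called from the deposited arrays with a rule fixed beforehand. A peak was a run of at least 2 neighbouring probes with a robust z-score of 1.5 or more, holding at least 1 probe with a z-score of 3 or more. On the mean of the endogenous arrays, z = 3 corresponds to a log2 (IP/input) of 2.079, and 65 peaks were called. Replicate 1 alone gave 111 peaks (z = 3 at a log2 ratio of 1.568), replicate 2 gave 57 (at 3.903) and the nickase-treated sample gave 5 (at 4.589). Depleted regions called with the mirror image of the rule, as a background count, numbered 33 in replicate 1 and 0 on the other arrays. Of the 65 peaks of the mean, 10 overlapped a peak of replicate 1, 33 a peak of replicate 2 and 4 a peak of both. The median peak width was 299 bp for the mean of the endogenous arrays. Allowing peaks of a single probe moved the count of the mean upwards most, to 268, and a z-score of 4 moved it downwards most, to 13.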

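The genes named on the array were compared with the R64 reference assembly, whose coordinates are those of sacCer3. For each probe that the array lists as lying inside a gene, its position was looked up in the gene of the same name. On chromosome 10, 83.6% of 1907 such probes fell inside the named gene, and moving all probes by 300 bp raised this to 96.7%. On chromosome 11 the share was 83.8% of 1640 probes (92.7% after a shift of 360 bp), and on chromosome 2 it was 96.5% of 2042 probes (99.1% after a shift of 40 bp). On each of the other chromosomes at least 99.2% of the probes lay in the named gene without a shift. The array coordinates are therefore those of another assembly, which the headers do not name. No coordinate was converted, and the position of a probe relative to genes was taken from the class that the array gives it (promoter, divergent promoter, inside or downstream).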

Genomic positions of annotated transcription units were obtained from the sacCer3 genomic assembly. 

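In the R64 reference, the Nb.Bpu10I recognition sequence CCTNAGC occurs 2805 times on the 16 nuclear chromosomes when both strands are read, 1420 of them on the forward strand. At least 1 site lies in the ORF of 1642 of the genes with probes inside them, and 3801 such genes have none. Of the 5 peaks called in the nickase-treated sample, 2 contained a probe inside a gene with a site. The largest differences from the mean of the endogenous arrays at probes in genes with a site were at URA3, POP5, EXO84 and SNF11. The URA3 probe on chromosome 5 from 116579 to 116634, in array coordinates, differed from the mean by 4.539 on the log2 scale (no replicates). Its log2 (IP/input) was 6.06 in the nickase-treated sample, 6.082 in replicate 2 and -3.039 in replicate 1, so that the difference comes from replicate 1 alone. The POP5 probe on chromosome 1 from 82907 to 82966 differed from the mean by 3.625, with values of 3.994 in the nickase-treated sample, 1.465 in replicate 2 and -0.7279 in replicate 1. URA3 is deleted in BY4741, and its raw input intensity in the nickase-treated sample was 0.7716% of the array median. The share of individual sites detected was not computed, because sites and probes of different assemblies were not joined by coordinates.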

The efficiency of cleavage/labeling was such that about 7% of the Nb.Bpu10I recognition sites were detected (Supplementary Figure S8A). Specificity of labeling was documented by the statistically highly significant coincidence of labeling with the nickase sites (Supplementary Figure S8B and C). 

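The array coordinates differ from the reference mainly on chromosomes 2, 10 and 11, and probes and recognition sites were not joined by coordinates on any chromosome. Signals were instead compared between genes with and without a site in their ORF, matched by gene name. Of the probes inside genes, 99.54% were matched to a gene of the reference. The log2 (IP/input) of the nickase-treated sample minus the mean of the endogenous arrays was higher by 0.665 on the probes of the 1642 genes with a site than on those of the 3801 genes without (permutation by circular shift along the genome, p = 0.0001, the smallest that 10000 shifts can give). The SD of this difference over the shifts was 0.01859. In each array taken alone, genes with a site differed from genes without by 0.6489 in the nickase-treated sample (permutation p = 0.0001), by -0.003388 in replicate 1 (p = 0.708) and by -0.03059 in replicate 2 (p = 0.0821). Averaged over genes, the nickase-treated minus endogenous signal was -0.1468 (SE 0.01021) in genes without a site, 0.6098 (SE 0.01758) in the 1299 genes with 1 site and 0.7376 (SE 0.0299) in the 343 genes with 2 or more. Only 1 nickase-treated array was available, so the difference has no replicate check on that side. Loess normalization lowered the difference most, to 0.5654. The paper concludes from the coincidence of labeling with nickase sites that the labeling was specific.

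**Figure D1:**
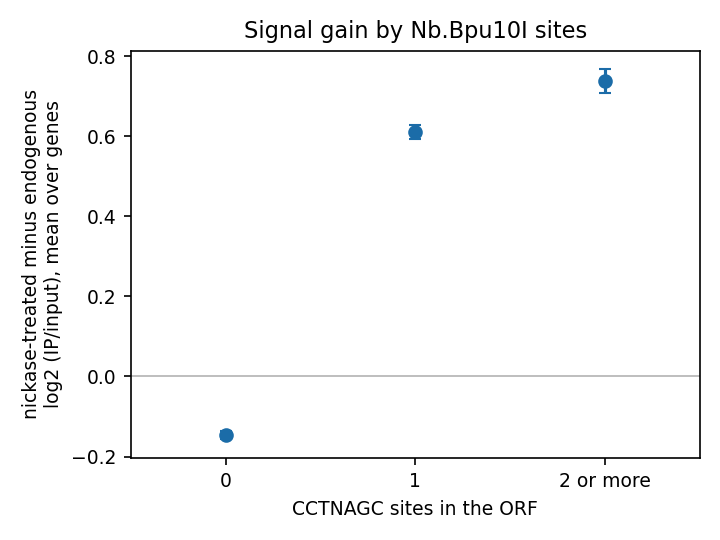
Nickase-treated minus endogenous log2 (IP/input), averaged over the genes with 0, 1, and 2 or more CCTNAGC sites in the ORF (horizontal axis). Points are means over genes and bars are standard errors over genes, and the mean rises from -0.1468 without a site to 0.7376 with 2 or more.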

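As few peaks passed the threshold in the nickase-treated sample, the 380 highest peaks of that array were taken, the number of peaks shown in Supplementary Figure S8A, and single probes were allowed. Of these 380 peaks, 139 contained a probe in a gene with a Nb.Bpu10I site, 121 lay in genes without a site and 120 had no probe inside a gene matched to the reference. Among the 121 peaks in genes without a site, 108 did not overlap any of the 220 highest peaks of replicate 1, of replicate 2 or of their mean. Sites outside ORFs were not considered in this count. The paper proposes unrevealed endogenous nicks as the source of such labeled sites, and regards off-target labeling as less likely.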

The labeled sites in the nickase treated sample that coincide neither with the nickase recognition sites, nor with the endogenous nicks revealed in the sample without nickase treatment may be due to unrevealed endogenous nicks, or, less likely, off-target labeling.

### Enrichment analysis

To estimate the enrichment or depletion of nick peaks within annotation categories we chose to follow a previously described permutation test (52). Briefly, fold-change values were calculated by dividing the observed intercepting nucleotide occupancies of each annotation category with the mean occupancy of 1000 computer randomized (simulated) peaks. Random regions were generated with *shuffleBed* (53) with respect to the original peak sizes and chromosomal distribution. Significant difference was assigned with a two-tailed proportion test (http://www.socscistatistics.com/tests/ztest/).

### Signal density analysis

Mean RNAPII (54) around nicks (±1000 bp) or Nick ChIP-chip signal intensities around TSSs (±1500 bp) were calculated for 100/300 bp bins using Deeptools (55). The generated profiles were further processed and plotted in R. Random regions were generated with *shuffleBed* (53) with respect to the original peak sizes and chromosomal distributions. Significant difference was assigned with K–S tests or t-tests after checking the normality of distributions using the Shapiro-Wilk test.

### Gene expression correlation

For each nick (peak) position (*n* = 215) we assigned the closest protein coding gene with *closestBed* (53) and their expression values were plotted as a boxplot. We randomly sampled 215 genes from the total gene pool 1,000 times and compared their expression levels with that of the nick-associated genes. Overlapping genes were considered based on their average expression level. Significant difference was assigned with the Mann-Whitney test; *P*-values were corrected with the Benjamini & Hochberg method. Expression values for wild-type *S. cerevisiae* genes were obtained from GEO (GSE98435) (56). Correlation with RNAP II chromosomal binding was analyzed using publicly available ChIP-Chip datasets downloaded from GEO (GSE6293) (54).

### Mapping of S1-sensitive sites by Southern-blot analyses

Log-phase *S. cerevisiae* cells were fixed in 1% HCHO as described above and used to prepare agarose embedded spheroplasts. The plugs were digested with S1 nuclease and rare cutting restriction enzymes (Sfi I, Sma I, Mlu I or Hind III, single-cutter restriction enzymes in the rDNA units), applied in a sequence indicated in Figures 3–5, S12 and S14, and the restriction fragments were separated by conventional or urea/heat-agarose gel electrophoresis. The gels were blotted to Hybond N^+^ membrane (Amersham GE Healthcare Life Science) by a vacuum blotter (Bio-Rad Model 785).

A 1405 bp ds fragment covering the rDNA region shown in Figure 4A, amplified using the primers (pRDs (5′-GGG GAT CGA AGA TGA TCA GA-3′; Integrated DNA Technologies (IDT)) and pRDas (5′-GAA AAG GCC AGC AAT TTC AA-3′; IDT), served as the template for the preparation of single-stranded probes. First, linear amplification was performed using 2.5 U Taq polymerase (Thermo Fisher Scientific), in 50 μl of 1× reaction buffer (10 mM Tris–HCl, 50 mM KCl, 0.08% Nonidet P-40, pH 8.8) containing 3 mM MgCl_2_, 200 ng template DNA, 20 pmol of either pRDs (sense) or pRDas (antisense) primer, dATP, dTTP, dGTP and dCTP at 0.25 mM concentration (from Promega Life Science, Madison, USA). The probes were purified on Sephadex G-25 spun columns for random primer labeling using [α^32^P]-dCTP (6000 Ci/mmol, 10 mCi/ml; Institute of Isotopes LTD, Budapest), as described earlier (57). The probes were denatured for 10 min at 100°C and kept on ice for 5 min before hybridization. Note that a small amount of complementary strand (derived from the co-purified original template DNA) was also present in the single stranded probes. The radioactive signal was captured by Phospho-screen (Kodak) and was visualized by a BIO-RAD Phospho-Imager.

For the estimation of ds or ss fragment sizes in Southern blot experiments calibration curves were constructed for ds and ss DNA molecules, based on ds DNA ladders and mixtures of denatured rDNA PCR products, respectively.

### Reverse Southwestern blot

rSW blot (58) was carried out following a protocol developed by us, that is described below and is explained in Supplementary Figure S15. Plugs containing *S. cerevisiae* gDNA after limiting *in situ* nick-translation with DNA polymerase I (see above) were digested in lysing solution (0.5 mg/ml Proteinase K, 1% SDS, 0.5 M EDTA, 10 mM Tris; pH 8.0) at 54°C for 30 min, then washed with TE and treated with 0.25 mM PMSF at 37°C for 10 min to inactivate residual proteinase activity. Finally, the plugs were digested with the rare cutting restriction endonucleases Sfi I or Sma I. The DNA fragments were separated on 1% agarose gel, and the 9.1 kb rDNA units were carefully cut out from the gel and were further digested for 16 h at 37°C with the mixture of two different restriction endonucleases (Pvu II *+* Stu I). The restriction fragments of rDNA units were separated on 1.2% agarose gels and vacuum-blotted on Immobilion-P Transfer Membrane (PVDF, 0.45 μm, Millipore). These were prehybridized for 1 hour at room temperature in 5 ml prehybridization solution (1% BSA, 0.2% Tween-20/1× PBS), then incubated with mouse anti-biotin primary antibody at a dilution of 1:1000 in 5 ml hybridization solution for 16 hours at 4°C. After washing with 0.2% Tween-20/1× PBS for 5 × 5 min, the membranes were incubated with goat anti-mouse IgG antibody conjugated with horseradish peroxidase (dilution 1:2500) at room temperature, for 1.5 h. We found that the choice of the membrane and of the blocking agent were crucial. The use of milk powder as a blocking agent is not satisfactory in the case of biotinylated targets, because its biotin content gives a strong background, therefore BSA is recommended as a blocking agent. The signal was detected by chemiluminescence (KODAK Medical X-ray Processor). The dynamic detection range of the method was calibrated with biotinylated PCR products (Supplementary Figure S16). When the membranes were stripped and re-probed for the detection of R-loops in rDNA units with the RNA:DNA hybrid specific S9.6 antibody (used at 1 μg/ml concentration), the membranes were washed four times for 5 min each in 0.2% Tween-20/1× PBS, then incubated in stripping buffer (62.5 mM Tris base, 2% SDS, 0.7% 2-mercaptoethanol, pH 6.8) for 30 min at 50°C, then washed six times for 5 min in 0.2% Tween-20/1× PBS. Blots were evaluated by the ImageJ software. For quantification, the biotin signal intensities of the fragments relative to their EBr signal intensities were calculated. To compare the intensities in different yeast cells, the calculated biotin/EBr ratios were normalized to the band having the highest ratio on the gel (taken as 1.0 on the Y-axis of the histogram). Since the ratios are proportional to the incidence of nicks in a given amount of DNA (EBr signal) the observed changes are independent of differential loading and/or the copy number of rDNA units.

## RESULTS

### Endogenous ss breaks in *S. cerevisiae* gDNA are revealed by molecular combing and gel electrophoretic analyses

The purpose of the experiments described below was to detect endogenous DNA breaks via their free 3′OH groups and to determine whether they belong to ss or ds termini. DNA strand breaks with free 3′OH could be visualized in molecular combing experiments when biotinylated nucleotides were incorporated into agarose embedded deproteinized gDNA by limited nick-translation (mixing terminator nucleotides with dNTPs; see Materials and Methods). As shown in Figure 1, the combed DNA molecules were similar to or larger than the combed λ phage DNA (Figure 1A, B versus F), and often carried the 3′-label at the fragment ends, sometimes on both sides (Figure 1A). Similar labeling was detected in α-factor-synchronized G1 cells (Figure 1B), suggesting that endogenous nicks can occur independently of DNA replication. The free 3′OHs revealed by labeling could be either (i) part of preexisiting ds fragment ends, or (ii) belong to preexisiting single-strand (ss) discontinuities, likely nicks, which could serve as predilection points for mechanical breakage of the intact strand during solubilization of the plugs and/or combing. In a model experiment, the average size of combed λ phage DNA nicked at specific sites by a nickase enzyme (see Materials and Methods) was reduced relative to the length of the phage DNA molecules without nickase treatment (Figure 1E–G). Therefore, it is likely that the preferential end-labeling of the ds fragments obtained upon combing was the consequence of mechanical breakage upon solubilization or combing, at pre-existing, labeled nicks, even though no pipetting or mechanical shearing were applied in the whole protocol. The presence of nicks in the agarose-embedded DNA was demonstrated by standard nick-translation experiments (in the absence of terminator nucleotides) where labeled DNA stretches encompassing a few kb were visualized (Figure 1C). Such long stretches could become labeled by the 5′-3′ polymerase activity of the DNA polymerase I (involving either nick-translation or strand-displacement). Incorporation of the biotinylated nucleotide in the case of ds breaks with overhanging 5′ end would result in spot-like end-labeling due to the limited length of the overhang at a ds break (in contrast with two, non-apposed ss breaks). (See Supplementary Tables S1-S5 for statistical analysis of the combing experiments.) In order to exclude the possibility that the labeling originated from free 3′OH of RNA (see (59)) rather than DNA molecules, terminal transferase (TdT) treatment was followed by combined RNase digestion applying subsequently RNase A, RNase HI and human RNase H2 treatments (based on (60–62)). Note that this schedule should preclude labeling of RNase-induced nicks at misincorporated ribonucleotides. RNase H enzymes specifically degrade the RNA portion of the RNA:DNA hybrids, so the RNA-primed fragments should diffuse away from the sites of labeling. Importantly, biotinylated nucleotides incorporated by TdT were not removed by RNase treatment (Supplementary Figure S1A and B). The efficiency of RNase treatment was indicated by the fragmentation of the DNA likely due to unrepaired, misincorporated ribonucleotides in the genome (63–65) and by the disappearance of S9.6 staining (21,37) of the R-loops (Supplementary Figure S1C and D) that also appeared frequently at the ends of the combed fragments (Supplementary Table S2). Remarkably, coinciding R-loop and nick signals were also detected upon co-labeling (Figure 1D), suggesting that these two features are occasionally positioned within ∼1 kb from each-other (in view of the resolution of the microscope). In summary, the DNA breaks giving rise to loop-size fragments in combing experiments may represent endogenous nicks with free 3′OH ends.

**Figure 1.**
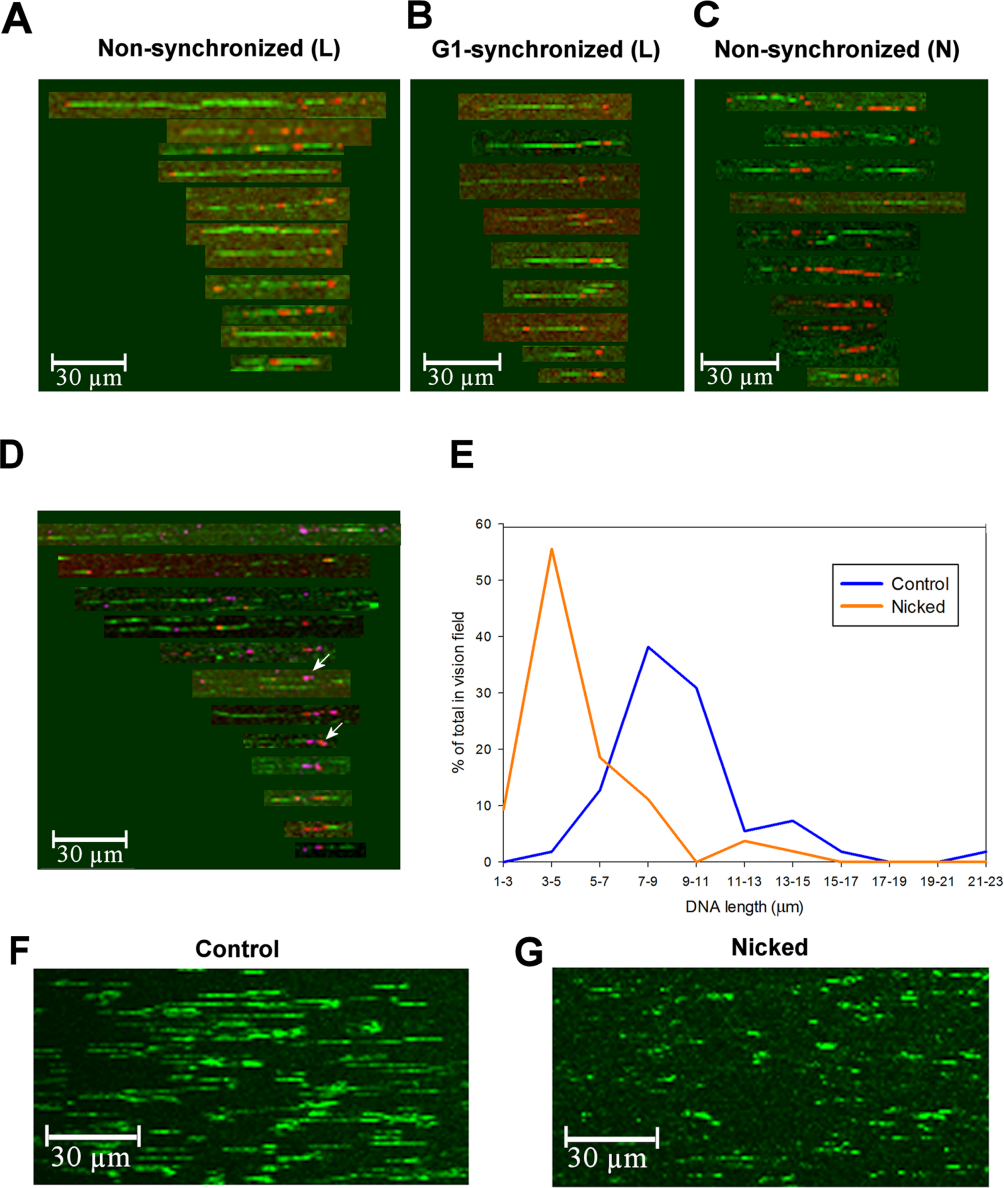
Breakage of *S. cerevisiae* gDNA and λ DNA at preformed ss nicks upon molecular combing. (**A-C**) Molecular combing of nick-translated gDNA from *S. cerevisiae*. Biotinylated nucleotides were incorporated by nick-translation conducted either in limiting (L), or non-limiting/standard conditions (N), into agarose-embedded gDNA of unperturbed, non-synchronized (A and C), or G1-synchronized (B) BY4741 cells. Biotin was detected by AlexaFluor 647-conjugated anti-biotin antibody (red) and DNA molecules were stained with YOYO-1 (green). Panel **D** shows examples of co-localization of nicks labeled with TdT (magenta) and R-loops labeled with the RNA:DNA hybrid specific S9.6 antibody (red), when both entities were visualized in the same sample. The percentage of co-labeled spots was estimated ∼10% of all nick-related DNA associated spots. Arrows indicate examples of co-localization. (**E–G**) Molecular combing of λ DNA. Representative images of YOYO-1 stained (green) control (F) and Nt.BbvCI nickase-treated (G) λ DNA. The size distribution histograms of combed DNA molecules before (blue) and after (orange) nickase treatment are shown in panel E. The full length intact ds λ DNA (48.5 kb) corresponds to 16.2 μm (calculated with 3 bp/nm helical repeat length), i.e. the majority of λ DNA molecules were fragmented after combing alone. Images of DNA fibers were assembled from the fields-of-view analyzed, except for panels F and G which show the original fields-of-view. For statistics see Supplementary Tables S1–S5.

In order to determine the overall incidence of nicks along the genome and assess their relative localization on the two strands, we performed gel electrophoretic analyses by FIGE (Supplementary Figures S2 and S3, for *S. cerevisiae* and *S. pombe*, respectively). Treatment of the DNA with S1 nuclease revealed S1-sensitive regions delimiting ∼100 kb intervals on the ds DNA (Supplementary Figure S2A). These may include both endogenous nicks and alternative DNA structures containing ss regions (like hairpins, R-loops, G-quadruplexes, etc.). However, the ss fragments observed after urea/heat (and also alkaline) denaturation offer a *bona fide* indication of DNA breaks (see Supplementary Figure S2B). Note that urea/heat-denaturation ((57); explained in Supplementary Figure S4) is a method which avoids the hydrolysis at misincorporated ribonucleotides that may happen in alkaline gels (64,66). The ss size of the DNA denatured and analyzed after S1 digestion was smaller than without digestion, suggesting that mainly nicks arranged on the two strands in a non-apposed manner are the sites of S1 digestion (compare Supplementary Figure S2B lanes 4–7 with the schemes of Supplementary Figure S2C and D). The size of the urea/heat-denatured ss fragments was very similar to that of denatured T4 phage DNA (∼169 kb; data not shown).

Supplementary Figure S5 shows that the average ss fragment size assessed by S1 digestion or urea/heat-denaturation was not affected by the addition of ethidium bromide (EBr) that relaxes or overwinds DNA depending on its concentration (37,67,68). If nicks on the opposite strands were separated by short (< 25 bp) stretches of DNA, disassembly into loop-size ss fragments upon denaturation would readily occur at ≤80°C (see the Supplementary Figure S5 legend for the calculation), in sharp contrast to what was observed. In line with the conclusion that nicks far away from each other on the complementary strands are responsible for the appearance of the ∼150 kb ss fragments upon denaturation, the 2 μ plasmid that carried no nicks (Supplementary Figure S2B, lanes 2–3) was denatured at a very similar EBr concentration as gDNA (Supplementary Figure S5B).

Collectively, the above data confirm that the nicks on the complementary strands are arranged in a non-apposed manner, i.e. they represent nicks rather than ds breaks, in agreement with the results of the combing experiments. They also suggest that the emergence of the breaks is not related to an abrupt redistribution of twist and writhe along the loops, which is likely to occur upon lysis/deproteinization (69).

Since shearing-related mechanistic origins of a post-lysis generation of the breakages were excluded in our earlier reports (33,36), the discontinuities observed here appear to be pre-exisisting, endogenous breaks, generated *in vivo*. The incidence of labeled sites in the combing experiments was around one in 70–100 kb DNA, so it is plausible to conclude that most of the breaks detected in the gel electrophoretic experiments (i.e. ∼1 in 100 kb) possess free 3′OH ends.

### Genome-wide distribution of endogenous nicks: microarray analyses suggest RNAP II promoter-proximal enrichment

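Nick ChIP-chip was performed on S. cerevisiae BY4741, a haploid laboratory strain with deletions in HIS3, LEU2, MET15 and URA3. Data of 3 Agilent whole genome arrays were analysed. Endogenous nicks were measured on 2 arrays, replicates 1 and 2, and 1 further array was hybridized with DNA digested by the nickase Nb.Bpu10I, which cuts a single strand at its recognition sequence CCTNAGC. Free 3′OH ends were labeled with biotinylated nucleotides, the DNA was sonicated, and the fragments carrying biotin were immunoprecipitated. According to the methods, the nickase-treated and an untreated sample were parts of the same preparation, and the labels do not say which endogenous array, if any, holds that untreated part. Each array compares this IP fraction (Cy5) with the input DNA (Cy3), without a dye swap. The authors deposited the output of the scanner software for each array, with the raw and background-corrected intensities of both channels and a log10 ratio of each spot. No peak list was among the files analysed here. The arrays hold 41775 different probes, 41480 nuclear and 295 mitochondrial, at a median spacing of 257 bp along the nuclear chromosomes. The median raw input intensity was 19870 and 8922 in replicates 1 and 2, and 8242 in the nickase-treated sample. The nickase-treated array was scanned first, replicate 2 followed after 42 days and replicate 1 after a further 470 days, so that the scanning date of an array cannot be separated from its sample. From the background-corrected intensities, log2 (IP/input) was computed for each probe and centred on the median of the nuclear probes of the array. Saturated, non-uniform and dim spots were left out, and replicates 1 and 2 were averaged probe by probe over the 39776 probes kept in both. Enrichment was tested with 1000 random placements of the peaks and signal differences with 10000 circular shifts of the signal along the genome, which keep the correlation between neighbouring probes, both as 2-sided permutation tests. Overlap between the peaks of different arrays was tested with 1000 random placements for more overlaps than at random. The peak thresholds, the background correction and the choice of endogenous replicate change the numbers most.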

To find out if the nicks are scattered randomly or accumulate at particular sites over the *S. cerevisiae* genome, we performed microarray experiments (Figure 2), using normally cycling, non-synchronized cells. As most of the nicks carry free 3′OH ends (see above), nick-translation could be used to label these breaks. After deproteinization of the agarose-embedded and formaldehyde-fixed spheroplasts, these sites were nick-labeled with biotinylated nucleotides under limiting conditions (see Supplementary Figure S6 for optimization of these conditions). 

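Of the 41480 nuclear probes, the array lists 30194 as inside a gene, 5869 as promoter, 3378 as divergent promoter and 1913 as downstream of a gene, and 126 have no class. The probes extend over 11906.9 kb of the 16 chromosomes. Signals of neighbouring probes correlated with r = 0.4711 in replicate 1, 0.06454 in replicate 2 and 0.2054 in the nickase-treated sample.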

Subsequently, the sonicated DNA samples were immunoprecipitated, amplified and hybridized onto tiling microarrays covering the non-repetitive regions (i.e. excluding rDNA, telomeric regions, tRNA genes and retrotransposons) of the *S. cerevisiae* genome. 

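Peaks of the mean of the endogenous arrays were counted on each of the 16 chromosomes. The count ranged from 0 on chromosome 6 (268.4 kb covered by probes) to 8 on chromosome 7 (1084.2 kb), and the longest chromosome, 4, had 6 peaks on 1523.7 kb. Chromosome 12, which carries the rDNA cluster, had 4 peaks on 1065.9 kb. The number of peaks correlated with the covered length across chromosomes, with a Pearson r of 0.6388 (permutation p = 0.00752) and a Spearman rho of 0.7381 (permutation p = 0.00159). Without chromosomes 1 and 4, the farthest from the median length, r was 0.6369 (permutation p = 0.01315). Each replicate alone gave a positive correlation, with r = 0.6698 (permutation p = 0.00454) for replicate 1 and 0.7424 (permutation p = 0.00103) for replicate 2. The correlation changed most when a z-score of 4 was required, which left 13 peaks and an r of 0.2957 (permutation p = 0.265). Longer chromosomes also hold more probes, from 791 on chromosome 1 to 5265 on chromosome 4. Calls spread at random over the probes would thus give a positive correlation too, so it cannot tell nicks from noise. From the correlation in Figure 2A, the paper concludes that the frequency of nicks is proportional to chromosome length.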

As Figure 2A shows, the overall frequency of nick overlapping sequences detected by the array was proportional to the length of the chromosomes. 

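The 65 peaks of the mean of the endogenous arrays on 11906.9 kb covered by probes correspond to 1 peak per 183.2 kb. With the same rule, replicate 1 alone had 1 peak per 107.3 kb (111 peaks) and replicate 2 had 1 per 208.9 kb (57 peaks). The threshold had the largest effect on this incidence, as a z-score of 4 gave 1 peak per 915.9 kb and allowing single-probe peaks gave 1 per 44.43 kb.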

The incidence of the endogenous nicks was ∼1/70 kb (calculation based on Figure 2A). Remarkably, the nicks accumulate at the RNAP II transcription start sites (TSSs; Figure 2B, C and Supplementary Figure S7A) as opposed to the transcription termination sites (TTSs; Supplementary Figure S7B), the autonomously replicating sequences (ARSs), and other genetic regions (Figure 2B). 

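Peaks of the mean of the endogenous arrays overlapped 11153 nucleotides of promoter probe territories, against 5594 ± 1248 (SD, 1000 random placements) expected at random, a ratio of 1.994 (permutation p = 0.002, the smallest that these placements can give). A probe territory here reaches midway to the neighbouring probes, and promoter probes stand for TSSs, downstream probes for TTSs. The array has 1913 downstream probes, whereas 5005 ORF ends were estimated from it. Many ORF ends therefore have no downstream probe, and the classes separate TSSs from TTSs only in part. For downstream territories the ratio was 1.968 (2540 nucleotides against 1290.9 ± 674, permutation p = 0.0919). The ratio was 0.6776 for territories inside genes (permutation p = 0.002), 1.989 for promoter and downstream territories together as the intergenic category (permutation p = 0.002), and 0 for ribosomal protein genes, where 176.1 nucleotides were expected (permutation p = 0.961). After Benjamini-Hochberg adjustment over the 5 categories, p was 0.00333 for TSSs and 0.115 for TTSs. This contrast depended on the classes. Windows of 150 bp around the estimated ORF starts and ends gave ratios of 1.485 at TSSs (permutation p = 0.0719) and 1.861 at TTSs (permutation p = 0.002). Taken alone, the peaks of replicate 1 gave ratios of 2.734 at promoters (permutation p = 0.002) and 2.42 downstream (permutation p = 0.002). Those of replicate 2 gave 1.471 (permutation p = 0.0619) and 0.9346 (permutation p = 0.959). Averaged over all probes, the log2 (IP/input) of promoter probes exceeded that of probes inside genes by 0.177 in the mean of the endogenous arrays (permutation p = 0.0001, the smallest that the shifts can give), by 0.3406 in replicate 1 (p = 0.0001) and by 0.009241 in replicate 2 (p = 0.572). Leaving out a replicate changed the TSS ratio most. ARSs were not analysed here, because coordinates of the reference were not joined to those of the array. The paper concludes from Figure 2B, C and Supplementary Figure S7A that nicks accumulate at TSSs. It contrasts TSSs with TTSs (Supplementary Figure S7B) and with ARSs and other genetic regions (Figure 2B).

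**Figure D2:**
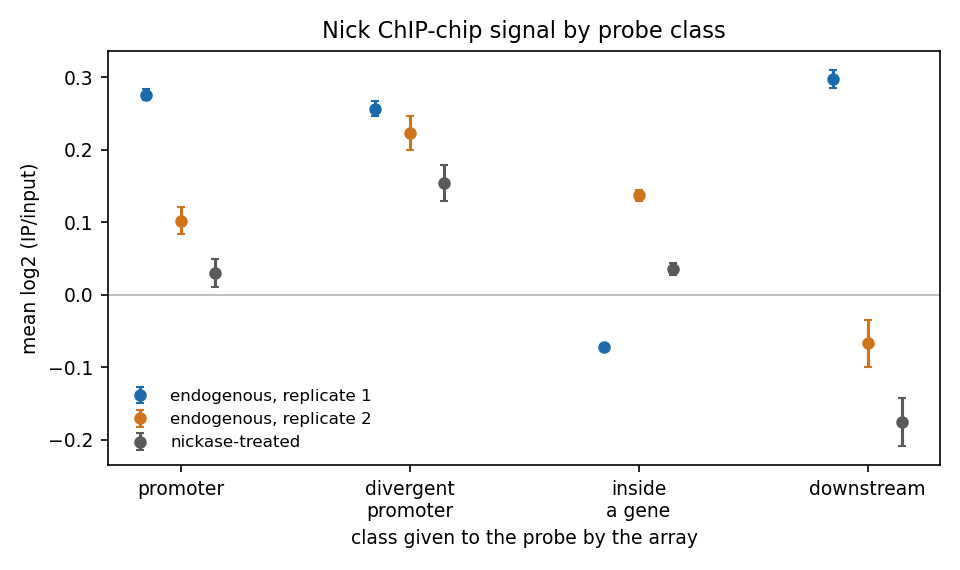
Mean log2 (IP/input) of the probes in each class that the array gives (horizontal axis), for both endogenous replicates and the nickase-treated sample. Points are means over probes with standard errors over probes as bars, and downstream probes average 0.2978 in replicate 1 but -0.06669 in replicate 2 and -0.1756 in the nickase-treated sample.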

RNAP II distribution (data from (54)) peaks around nicks (Figure 2D) and the incidence of nicks significantly correlates with gene activity (Figure 2E; and Supplementary Figure S7A). 

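The nickase-treated sample was hybridized to 1 array (no replicates). Its median raw IP intensity of 9200 exceeded that of the input, 8242, whereas the IP channel was dimmer than the input on both endogenous arrays. With the thresholds used for the endogenous nicks, 5 peaks were called on it. The widest lay on chromosome 3 from 148727 to 150986, in array coordinates, over SRD1 and MAK32. The remaining peaks were in URA3, SCS3, YJR115W and TOP1. All of these peaks but that in TOP1 overlapped a peak of replicate 2 (4 overlaps), and replicate 1 had 0 overlaps. Their number may be limited by the spread of the array, since the z-score of 3 corresponded to a log2 (IP/input) of 4.589. The spot filter also left out the 2061 probes with a saturated IP signal, and peaks were not called without it. With limma on all 3 arrays, 1 of 38128 probes had a higher ratio in the nickase-treated sample than in the endogenous arrays past a false discovery rate of 0.05, and without the spot filter this number rose to 4. In this limma comparison the spread between replicates came from the endogenous arrays alone, which did not correlate across probes (r = -0.02974). Single-probe peaks raised the peak count of the nickase-treated sample most, to 9.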

To assess the sensitivity and accuracy of the whole procedure, some of the samples were also digested with a frequent cutter nickase enzyme of known specificity (Supplementary Figure S8A–C; see Materials and Methods). 

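Peaks in the upper quartile of peak height were compared between the endogenous replicates, 28 in replicate 1 and 15 in replicate 2. Of these, 1 overlapped between the replicates, where 0.093 were expected at random (permutation p = 0.0919). When all 111 and 57 peaks were taken, 4 overlapped, against 0.61 expected (permutation p = 0.002), and this alternative changed the number of shared peaks most, together with single-probe peaks (4 shared). The 4 shared regions, which are also peaks of the mean, each contain promoter and inside probes, and their positions follow the array. The highest, on chromosome 3 from 91013 to 92339 at LEU2, had a mean log2 (IP/input) of 2.711 in replicate 1 and 5.927 in replicate 2. On chromosome 1, from 190077 to 191206 at YAT1, the values were 1.387 and 3.449. At WHI5 and YOR084W on chromosome 15, from 480063 to 480637, they were 1.856 and 2.818, and at YLR278C and YLR281C on chromosome 12, from 704348 to 704816, they were 1.098 and 3.297. LEU2 is deleted in BY4741, and its raw input intensity was 1.307% and 1.414% of the array median in replicates 1 and 2. The paper describes the nicked promoters of different samples as partially overlapping sets.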

Annotation of the nicked promoters in different experimental samples shows partially overlapping sets (Supplementary Figure S8D). R-loops, that can be detected by the S9.6 antibody, were absent from the TSSs and accumulated at the TTSs (unpublished data in line with (70,71)), so most probably we deteced true nicks at the TSSs. Similar, TSS-proximal accumulation of nicks was observed using wild-type cells at different metabolic conditions and alpha factor synchronized (G1) *bar1Δ* cells (Supplementary Figure S8D and data not shown). The results of the microarray analyses were confirmed in an independent ‘chip-on-beads’ experiment according to (72,73): We demonstrated enrichment of Ser5-phosphorylated (i.e. initiating and elongating; see (74)) RNAP II in the <500 bp vicinity of nicks, whereas no such an accumulation of the Ser2-phosphorylated, elongating and terminating species was observed (Supplementary Figure S9). The majority of initiating RNAP II molecules detected in the assay are considered primarily gDNA-bound.

**Figure 2.**
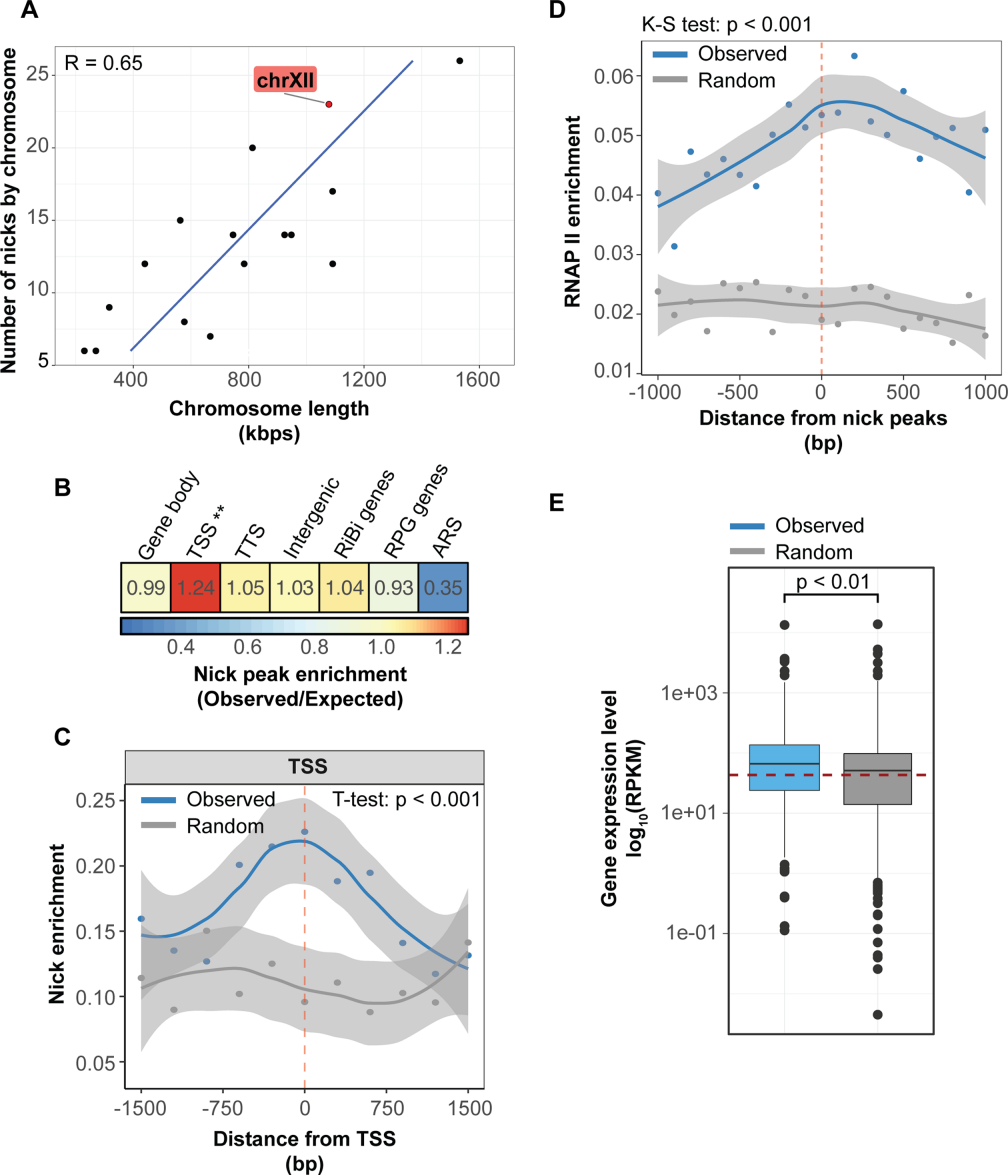
Distribution of nicks with free 3′OH ends along the gDNA of *S. cerevisiae*. (**A**) The frequency of nicks positively correlates with chromosome length. The number of nicks determined in one of the microarray experiments is shown for the *S. cerevisiae* chromosomes. R: Pearson correlation coefficient. Dots indicate the number of nicks per chromosome, chr XII is highlighted. (**B**) Distribution of nicks (peaks) within the functional categories of the *S. cerevisiae* genome (TSS: transcription start sites; TTS: transcription termination sites; RiBi: ribosome biogenesis genes; RPG: ribosomal protein genes; ARS: autonomous replicating sequences). Heatmap shows the ratio of overlapping nucleotides between observed and randomly permutated nick positions within the indicated genomic category. Significant difference was assigned with the two-tailed proportion test (**P < 0.001). (**C**) Nick signals are preferentially enriched at transcription start sites (TSSs; *n* (total gene pool) = 6664). The average binding intensity of Nick ChIP-chip signal is shown as a scatterplot for observed (blue) and randomly permutated (gray) nick peaks (±1500 base pairs). Lines represent the smoothed mean after loess normalization. Faded area shows the 95% confidence interval for predictions from the loess model. Significant difference was assigned using the two-tailed Student's *t*-test. (**D**) RNAP II tends to accumulate over nick peaks in *S. cerevisiae*. The average binding intensity of RNAP II is shown for observed (blue) and randomly permutated (gray) nick peaks (+/- 1000 base pairs). Lines represent the smoothed means after loess normalization. Faded area shows the 95% confidence interval for predictions from the loess model. Significant difference was assigned using the Kolmogorov–Smirnov (K–S) test (two-tailed). (**E**) Nick-associated genes show elevated mRNA expression. Proportional box plots show the expression levels (RPKM) of nick-associated genes (blue; *n* = 215) and of random genes (gray; *n* = 215). Red dashed line represents the genome-wide median mRNA levels. Significant difference was assigned using the Mann–Whitney rank sum test.

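Signals were averaged around ORF starts estimated from the array itself, as the midpoint between the outermost probe inside a gene and the next probe. This gave 5021 ORF starts and 5005 ORF ends, and 99.94% of the gene strands were as in the reference. In the mean of the endogenous arrays, log2 (IP/input) was 0.1952 (SE 0.009866) in the 300 bp bin centred 300 bp upstream of ORF starts, 0.1593 (SE 0.009446) at the starts and 0.077 (SE 0.00974) 300 bp downstream. At 1200 bp upstream and downstream it was 0.08217 and 0.04756. Replicate 1 had its highest value, 0.2183 (SE 0.007584), in the bin 300 bp upstream. Replicate 2 had 0.1773 (SE 0.01867) there, below its values of 0.2167 at 900 bp upstream, 0.2187 at the starts and 0.2385 at 300 bp downstream, and its lowest value was 0.07329 at 900 bp downstream. The signal at ORF starts exceeded that of the outer flanks by 0.097 in the mean of the arrays (permutation by circular shift, p = 0.0002). The same difference was 0.1122 in replicate 1 (permutation p = 0.0001), 0.07309 in replicate 2 (permutation p = 0.0007) and 0.09911 in the nickase-treated sample (permutation p = 0.0001, the smallest that the shifts can give). Each of the 3 differences was more than 3 times the SD of the shifted values, which was 0.009642, 0.01989 and 0.02239. Among the alternatives, normexp background correction raised the difference most, to 0.1282, and leaving out replicate 1 lowered it most, to 0.07309. From Figure 2C the paper concludes that nick signals are enriched at TSSs.

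**Figure D3:**
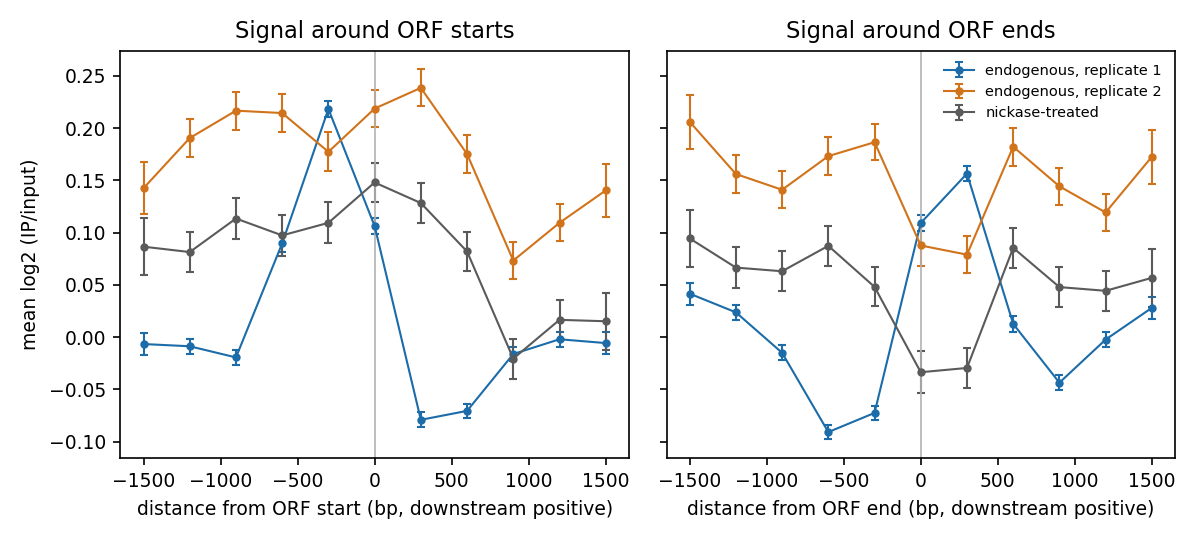
Mean log2 (IP/input) in 300 bp bins around ORF starts (left) and ORF ends (right), with the distance in bp on the horizontal axis, for both endogenous replicates and the nickase-treated sample. Points are means over probe and gene pairs with standard errors as bars, and replicate 1 is highest 300 bp upstream of ORF starts (0.2183), whereas replicate 2 is highest 300 bp downstream (0.2385) and lowest 900 bp downstream (0.07329).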

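The position of the signal relative to genes was also compared directly between promoters and downstream regions. Promoter probes exceeded downstream probes by 0.0946 on the log2 scale in the mean of the endogenous arrays (permutation p = 0.0001, the smallest that the circular shifts can give). The difference was -0.02872 in replicate 1 (permutation p = 0.0952), 0.2134 in replicate 2 (permutation p = 0.0001) and 0.251 in the nickase-treated sample (permutation p = 0.0001). Downstream probes in turn differed from probes inside genes by 0.3693 in replicate 1 and by -0.2041 in replicate 2, both with a permutation p of 0.0001. Probes inside ribosomal protein genes, 307 probes in 127 genes, were higher than other probes inside genes by 0.1229 in the mean (permutation p = 0.0063), by 0.2659 in replicate 1 (permutation p = 0.0001) and by -0.03935 in replicate 2 (permutation p = 0.625). These tests belong to a family of 28 comparisons, in which a p of 0.0001 becomes 0.0002 after Benjamini-Hochberg adjustment. The excess of promoter probes over probes inside genes was 0.177 in the mean, and leaving out replicate 1 moved it most, to 0.009241. From the accumulation at promoters, the paper proposes that the nicks are related to transcription rather than to replication.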

Collectively, these data suggest that endogenous nicks are distributed along the chromosomes in a non-random manner, accumulating at RNAP II promoters, strongly suggesting that they are transcription- rather than replication-related.

### Distribution of endogenous nicks within chromosome XII of *S. cerevisiae* defines ∼100 kb loops

In agreement with the microarray data, the overall manifestation of endogenous nicks detected by two dimensional gel ectrophoresis (described in Supplementary Figure S10) was similar for the 16 *S. cerevisiae* chromosomes (Figure 3A). Moreover, the nick distribution within the three *S. pombe* chromosomes, as revealed either by S1 digestion or urea/heat-denaturation, was also similar (Supplementary Figure S11), indicating that the nick-generating mechanisms may be closely related in these two genetically distant model organisms. Interestingly, chr XII (carrying the rDNA cluster) also exhibited a similar fragmentation pattern, suggesting that sequence-unrelated factors determine the incidence of ss breaks. Indeed, the DNA fragments detected on Southern blots by an rDNA specific probe showed a size distribution similar to that of the total gDNA (Figure 3B and C). Sizing was performed using CHEF, yielding a more accurate picture of fragment length distribution than FIGE (used in (25,26,33,36–38)). The ds fragment size range was between 20 and 200 kb, with the median of distribution at ∼100 kb. Thus, every ∼10th of rDNA units of identical sequence harbors nicks on any of the DNA strands. Collectively, these data suggest that sequence-related factors alone do not determine where the nicks are generated.

**Figure 3.**
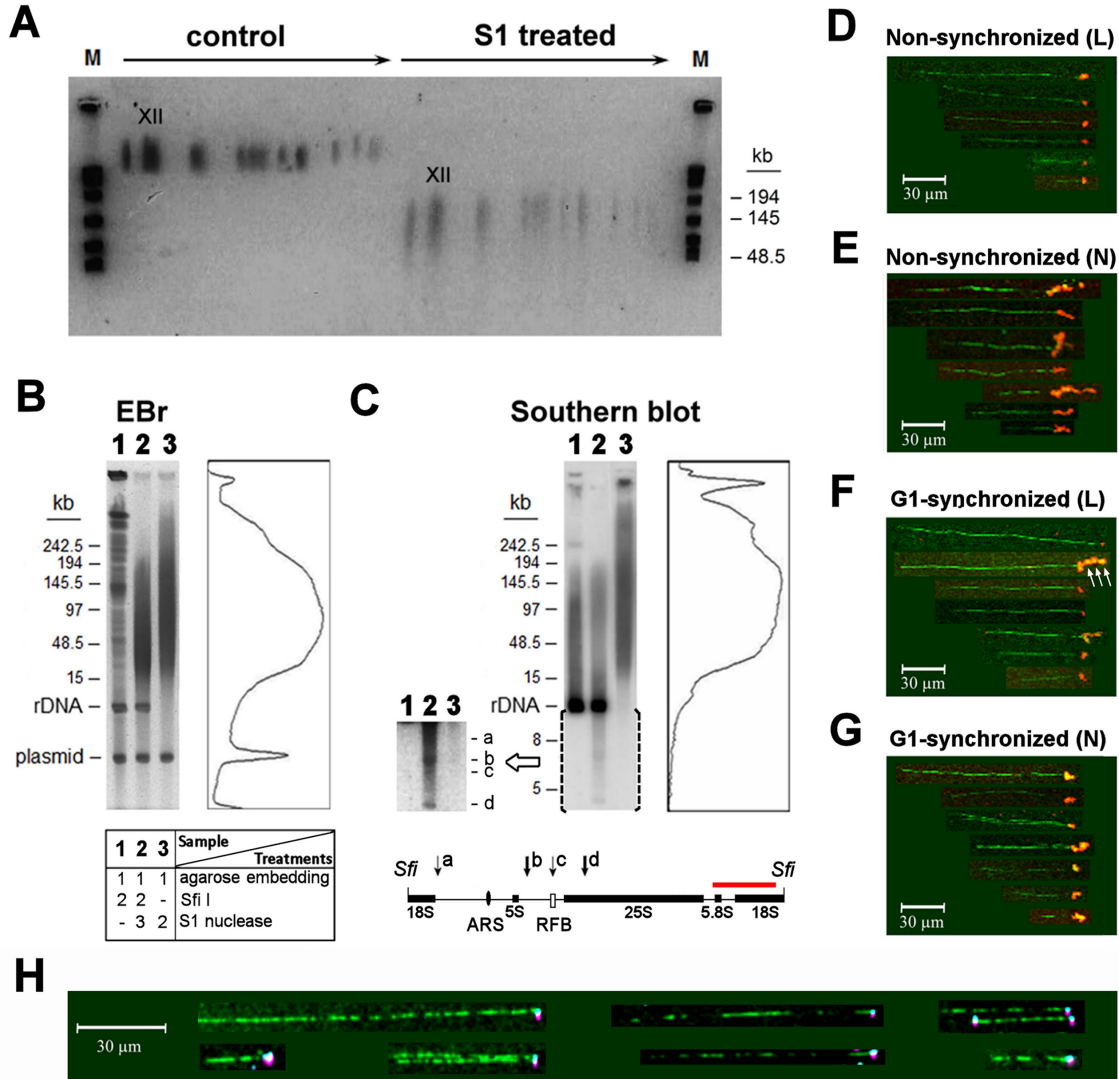
Endogenous nicks delimit loop-size intervals in chromosome XII of *S. cerevisiae*. (**A**) Two-dimensional gel electrophoretic analysis of S1 sensitive sites in *S. cerevisiae* chromosomes. Deproteinized chromosomal DNA molecules resolved by CHEF (first dimension) were digested with S1 nuclease (or treated with S1 buffer as a control), then further separated in the second dimension by FIGE. The arrows point from the large to the small chromosomes. The order of chromosomes from left to right is IV, XII (marked), VII/XV, XIII/XVI, II, XIV, X, XI, V/VIII, IX, III, VI, I. (B, C) CHEF and Southern blot analysis of rDNA specific S1 sensitive sites in the deproteinized DNA of agarose embedded WDHY199 spheroplasts. (**B)** EBr-stained CHEF gel after electrophoresis of the Sfi I and/or S1 digested samples in a representative experiment using the same strain. Lanes: 1. Sfi I digestion; 2. Sfi I and S1 digestion; 3. S1 digestion. The densitometric size distribution of gDNA fragments after S1 nuclease digestion (in lane 3) is shown right to the gel. The table underneath the agarose gel image shows the order of treatments. (**C**) Southern hybridization using an rDNA specific probe. The bracketed section left to the blot shows an enhanced exposure. The sketch below the blot shows positions of rDNA fragments a-d on the rDNA map. These fragments were derived by S1 digestion of the Sfi I digest (panel C, lane 2), as detected by the probe (red). The size distribution of rDNA after S1 nuclease digestion (panel C, lane 3) is shown right to the blot. The rDNA fragments appeared as a 9.1 kb band upon Sfi I digestion that cuts once in every unit (panels 3B and C, lanes 1–2). The 2-micron plasmid, a small multi-copy selfish DNA element of the strain ((134); labeled as ‘plasmid’) served as an internal negative control confirming that the hybridization signals were rDNA specific. (D–G) Molecular combing of nick-translated chr XII. Biotinylated nucleotides were incorporated by limiting (L), or standard/non-limiting (N) nick-translation into the gDNA of agarose embedded non-synchronized (panels D and E), or G1-synchronized (panels F and G) BY4741 cells, before separation of the chromosomes by CHEF. (**D**) chr XII from non-synchronized cells after limiting nick-translation; (**E**) chr XII from non-synchronized cells, after non-limiting/standard nick-translation; (**F**) chr XII from G1-synchronized cells, after limiting nick-translation (white arrows point to several juxtaposed labeled rDNA units); (**G**) chr XII from G1-synchronized cells after non-limiting, standard nick-translation. Biotin label was visualised using AlexaFluor 647-conjugated anti-biotin antibody (red). Note that the stretches of labeled DNA are folded to form large, bright spots. (**H**) Labeling of R-loops on combed *S. cerevisiae* chr XII DNA. The RNA:DNA-hybrids were detected by the S9.6 antibody (pink), and the displaced, ss DNA was stained using Cy3B-conjugated SSBP (cyan; prepared and labeled as described previously (75)). DNA molecules were stained with YOYO-1 (green). Images were assembled from the fields-of-view analyzed. For statistics see Supplementary Tables S1, S3 and S5.

Endogenous nicks could also be detected in chr XII by molecular combing, as shown in Figure 3D–H. The nicks, revealed by enzymatic labeling of the free 3′OHs, were present in the DNA of G1-synchronized cells, excluding DNA replication as a main source of nick formation. In agreement with the results of whole genome combing experiments (Figure 1C), the stretches of labeled DNA observed in standard, non-limiting nick-translation conditions indicated that ss discontinuities were detected (Figure 3E and G). The quantitative evaluation of the labeling frequencies in the case of gDNA and chr XII is presented in Tables S1, S3 and S5. Remarkably, very few combed chr XII fragments carried label on both ends (Supplementary Table S5). Molecules carrying several labeled sites separated from each-other at ∼10 kb distances were also observed in the case of limiting nick-translation (arrows in Figure 3F). Nicks appear to be less frequent in chr XII than in the whole gDNA, perhaps because smaller fragments bordered by neighboring nicks within a single rDNA unit (see Figure 6) have been lost during combing. We also found that DNA molecules derived from G1 synchronized cells contained nick-labeled spots less frequently than those of asynchronous/non-perturbed cells (Supplementary Table S3), as a result of the absence of Okazaki fragments in G1. Surprisingly, S9.6 labeling was also prevalent at the fragment ends of chr XII (Figure 3H). The identity of R-loops was further confirmed by their co-localization with recombinant, bacterial single-strand binding protein (SSBP, (75); Figure 3H).

### Mapping of the nicks within the rDNA units of chromosome XII demonstrates accumulation at discrete RNAP II-related sites

To map the arrangement of nicks within the rDNA cluster, we employed restriction endonucleases that cut only once in each rDNA unit (Figure 4A) followed by Southern blotting. The cleavages in the other parts of the gDNA produced high molecular weight fragments that remained in the compression zone of the gels (e.g. Figure 4B lane 1). The nicked sites were determined after S1 nuclease digestion or urea/heat-denaturation, when the rDNA units were cut out by Sfi I (Figure 3B), Sma I (Figure 4 and Supplementary Figure S12), and Mlu I or Hind III (Supplementary Figure S12). The nicks present in the rDNA units gave rise to discrete bands (Figure 4C and D, lanes 2 and 3; summarized in Figure 4E). Many restriction endonucleases may artefactually nick the DNA at sequences differing from the recognition site with only one base pair (19,20). To distinguish the genuine endogenous nicks from off-target nicking by restriction enzymes, the S1 nuclease and the restriction enzymes were applied in alternating sequence (for an illustration of the rationale see Supplementary Figure S13). Based on the comparison of the two cleavage patterns (exemplified by lanes 2 and 3 of Figure 4C and D), off-target nicks (labeled by an asterisk in Figure 4 and Supplementary Figure S12) created by restriction endonucleases were eliminated from the maps of endogenous nicks. This problem was avoided when Sfi I was used, since this enzyme generated no artefactual nicks within the rDNA units (see Figure 3B-C and compare lanes 2 and 3 in Supplementary Figure S14). The arrangement of nicks in each strand of the rDNA was also investigated by using strand-specific ss probes (Figure 4 and Supplementary Figures S12 and S14) following urea/heat-denaturation of rDNA units into differentially migrating complementary strands (as in (57,76)). Nicks that were mapped by S1 nuclease (i.e. when restriction enzyme digestion was preceded by S1 treatment), and those that were also observed in the urea/heat-denaturing electrophoretic experiments, were considered genuine, preformed nicks, not caused by restriction enzyme digestion, or by locally denatured regions of the ds DNA. The positions of endogenous breaks are represented on the rDNA maps of Figures 4E and 6, and in Supplementary Figures S12 and S14. Some nicks were detected both on the sense and antisense strands by single strand specific probes, although ds breaks were not detected within the rDNA units without S1 digestion (Figure 4C and D, fragment ‘f’; compare lane 1 with lanes 4 and 5). Such nicks may have occurred either in one or in the other strand in the different rDNA units, or, alternatively, arranged within the affected units close enough to be mapped to the same position using the ss probes, but distant enough so that the two strands can be kept together.

**Figure 4.**
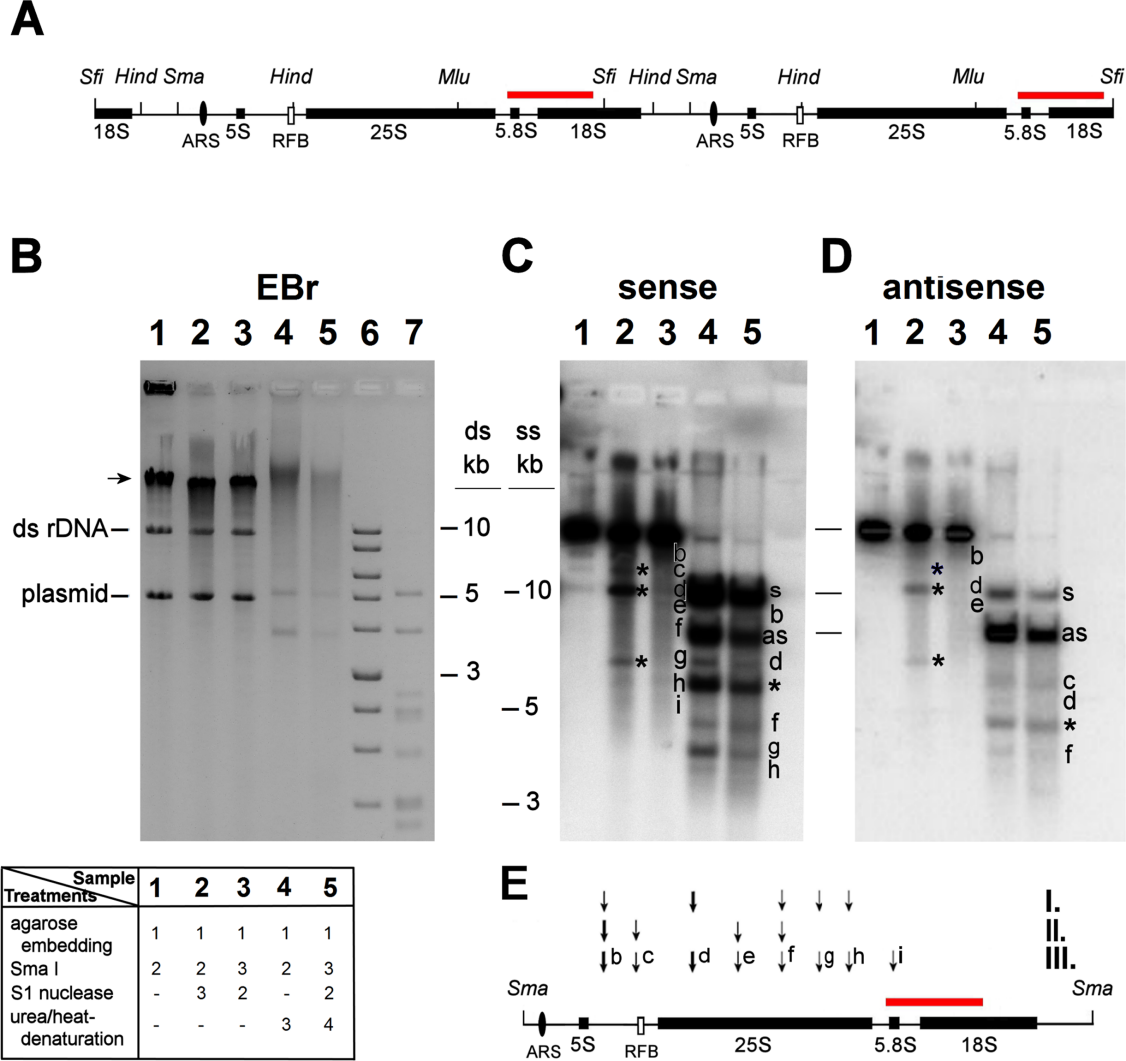
Nicks accumulate at discrete sites within the rDNA units. Deproteinized WDHY199 spheroplasts were analyzed by Southern blotting using strand specific rDNA probes. (**A**) Restriction map of two contiguous rDNA units. The black boxes indicate the 25S, 18S, 5.8S and 5S exons. ARS and RFB are illustrated by a black oval and a white rectangle, respectively. The hybridization position of the Southern probes is indicated by a red bar. Sfi: Sfi I; Hind: Hind III; Sma: Sma I; Mlu: Mlu I. Note that Sfi I, Sma I and Mlu I are rare cutting restriction endonucleases. (**B**) EBr stained gel containing gDNA after: Sma I cleavage (lane 1); Sma I cleavage followed by S1 nuclease digestion (2); S1 nuclease digestion followed by Sma I cleavage (3); Sma I cleavage followed by urea/heat-denaturation (4); S1 nuclease digestion, then Sma I cleavage, then urea/heat-denaturation (5). The order of treatments is summarized by numbers in the table underneath the agarose gel image. Lanes 6 and 7 contain non-denatured and denatured 1 kb marker, respectively. Arrow: compression zone; plasmid: 2-micron plasmid (134); ds rDNA: 9.1 kb non-denatured rDNA units. (C and D) Southern hybridizations with sense (**C**), and antisense (**D**) strand-specific probes. ‘s’ and ‘as’ indicate the separately migrating 9.1 kb sense and antisense strands of denatured rDNA units, respectively. Note that the difference in electrophoretic migration between the two strands of same size is due to their different base composition which leads to different overall conformational characteristics even in the presence of the denaturing agent (see (57)). The signal intensities were consistently stronger in the case of the electrophoresed ss than ds DNA, possibly because hybridization of the ss probe to ss target sequences is more efficient than to ds target sequences. ‘b-i’: fragments derived from endogenous nicks revealed by S1 nuclease digestion or urea/heat-treatment; *: artefactual fragments generated by the nicking activity of Sma I. (See Supplementary Figure S13 for the consequences of ‘off-target’ nicking.) (**E**) The scheme summarizes the location of nicks at one rDNA unit. The arrows indicate the positions of nicks (‘b-i’) mapped in the rDNA. I.: nicks detected with the sense strand-specific probe in denatured, ss rDNA samples (lanes 4 and 5); II.: nicks detected with the antisense strand-specific probe in denatured, ss rDNA samples (lanes 4 and 5); III.: nicks converted to ds breaks with S1 nuclease, detected with either sense or antisense strand-specific probes in non-denatured, ds rDNA samples (lane 3). One representative blot of at least three independent experiments is shown.

Taken together, these data show that endogenous nicks accumulate at discrete sites along the rDNA units, except for a ∼2 kb region encompassing the ARS (see Figure 6). In line with the reduced incidence of nicks in the ARS-containing region, the position of the ss breaks was indistinguishable when α-factor-, or nocodazole-synchronized, G1 and G2/M phase arrested cells, respectively, were studied (Supplementary Figure S14), suggesting that the endogenous nicks occur independently from, and persist through DNA replication.

The arrangement of nicks was insensitive to RNase HI or RNase A treatment of the plugs (Supplementary Figure S12 and data not shown), indicating that cleavages by S1 nuclease at the ss DNA of the R-loops in rDNA (77,78) do not contribute to the cleavage patterns observed in Southern hybridisations. In support of this conclusion, the localization of R-loops and nicks along the rDNA unit diverged from each-other in IGS1 and IGS2 regions (see below).

In order to enhance sensitivity and also to distinguish the nicks revealed by S1 digestion or urea/heat-denaturation from the constitutive, Fob1-dependent nicks carrying Top1- blocked 3′ termini at the RFB (17), we mapped endogenous ss nicks in the rDNA units by incorporating biotinylated nucleotides into free 3′OHs of gel-embedded samples by nick-translation followed by rSW blotting ((58); see flow-chart in Supplementary Figure S15). The localization of the nicks was made possible by using limiting nick-translation conditions (see the optimization in Supplementary Figure S6). Note also that the method has a wide dynamic range and is highly sensitive (see Supplementary Figure S16). The distribution of nicks with free 3′OH ends along the rDNA units was not uniform (Figure 5A). Remarkably, biotin-dUTP incorporation was barely detected in the fragments carrying the ARS sequences of rDNA. This observation is consistent with the results of the Southern hybridization experiments (Figure 4) and excludes rDNA replication firing from the primary causes of nick formation. Moreover, we noticed that three of the rDNA fragments that showed the highest incidence of nicks (Figure 5A, fragments ‘a’: 757 bp, ‘c’: 1165 bp, ‘e’: 982 bp) contain RNAP II promoter sequences (i.e. *C-PRO, E-PRO* and the promoter of *TAR1* gene, respectively (79–83)). Detection of R-loops with S9.6 staining on the same blots (Figure 5B) revealed strong coincidence with the nicks in several segments of the rDNA units. However, R-loops were completely absent from fragments ‘b’ (2061 bp) and ‘c’ (1165 bp), in line with (78). Thus, the high level of nick labeling in the 1165 bp fragment cannot be attributed to free 3′OHs of RNA origin, i.e. the elongation of R-loops by the DNA polymerase used for nick-translation could not contribute to the nick signals. This conclusion is in line with the results of the combing experiments shown in Supplementary Figure S1.

**Figure 5.**
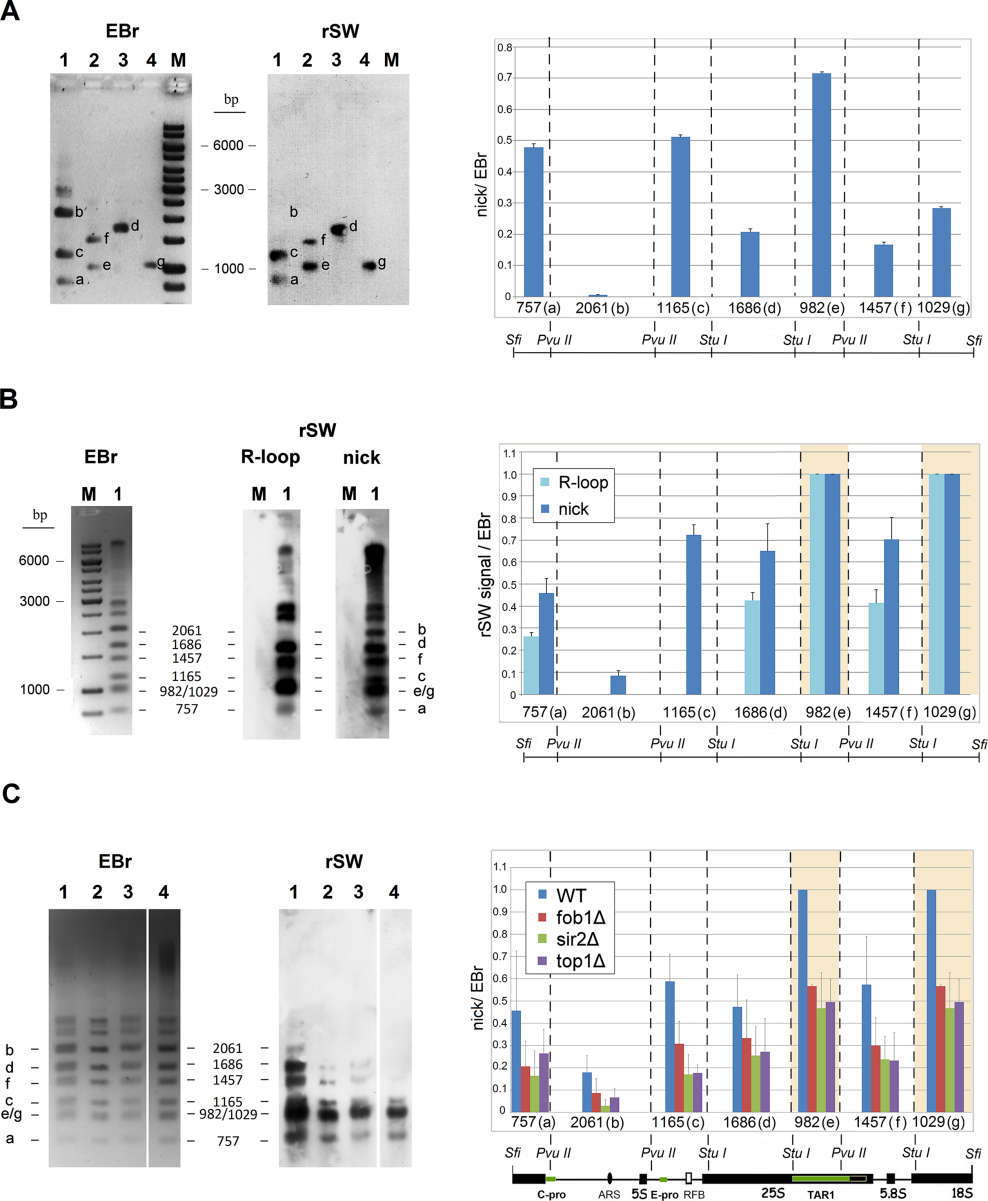
Nicks are unevenly distributed within the rDNA units, do not coincide with R-loops at the intergenic spacers and their incidence correlates well with rDNA silencing. (**A**) Reverse Southwestern blot (rSW) analyses of free 3′OHs in *S. cerevisia*e (WDHY199) rDNA units (see also Supplementary Figure S15). Agarose embedded, deproteinized gDNA was nick-translated in limiting conditions, digested with Sfi I and the fragments were separated by gel electrophoresis. The 9.1 kb rDNA units were cut out from the agarose gels and further digested with Stu I. After the next round of gel electrophoresis, the Stu I fragments (lane 1: 3983 bp; lane 2: 2419 bp; lane 3: 1686 bp; lane 4: 1029 bp) were cut out and further digested with Pvu II. M: 1 kb marker. Left sub-panel: EBr stained gel. Right: rSW anti-biotin staining of the blot. a-g: Pvu II generated bands of Stu I fragments. Histogram: fragment size (bp) and map position of the fragments are represented on the X-axis and on the map below, respectively, and labeling intensities (nick/EBr ratio: Biotin signal intensities of the fragments normalized to their corresponding EBr signal intensities) are shown on the Y-axis. (**B**) rSW analyses of free 3′ OHs and R-loops in *S. cerevisiae* (BY4741) rDNA units. Agarose-embedded and deproteinized gDNA samples were analyzed as in A. Immunostaining of blot was performed sequentially with the S9.6 antibody (sub-panel rSW, R-loop), then with an anti-biotin antibody (sub-panel rSW, nick). Lane 1, wild-type cells; M: 1 kb marker. EBr: EBr-stained gel. a–g: Pvu II and Stu I double-digest fragments of the rDNA units. For the description of X- and Y-axis see (A). S9.6 and biotin signal intensities of the fragments were each normalized relative to their corresponding EBr signal intensities. The band with the highest biotin/EBr or S9.6/EBr signal ratio on the gel was set to 1 on the relative scale. Note that the 982 bp and 1029 bp fragments migrated very closely together on the gel, so they were labeled as e/g and their cumulative intensities (marked by shaded areas) were determined. (**C**) rSW analyses of free 3′OHs in the rDNA of the *S. cerevisiae* WT (BY4741) and isogenic mutants *fob1*Δ, *top1*Δ, and *sir2*Δ. The agarose embedded, deproteinized DNA samples were analysed as in A. The size and position of restriction fragments (a–g) are labeled. Lane number, corresponding coloured bars in the histogram, and corresponding strain: 1, blue bars, WT; 2, red bars, *fob1*Δ; 3, green bars, *sir2*Δ; 4, purple bars, *top1*Δ. All the lanes shown are from the same gel. The X- and Y-axis are as in (A). For description of fragments e/g see (B). Bar charts in (A)–(C) represent mean values ± SEM obtained from three independent experiments. Positions of the fragments in (A)–(C) are mapped over the SfiI-rDNA unit (for a more precise mapping of fragment positions see Figure 6).

Finally, to further investigate if nick formation could be modulated by mutations affecting transcription, we compared the incidence of nicks along the rDNA units in strains with constitutively defective rDNA silencing (mutants *top1Δ, sir2Δ* and*fob1Δ*). Importantly, malfunctioning of rDNA silencing (an rDNA specific phenomenon central to the cooperation of RNAP II and I (83,84)) led to a decrease of nicking in the rDNA units in all of the three mutant strains (Figure 5C).

## DISCUSSION

Here we report that endogenous, non-random single-strand discontinuities/nicks are scattered along the *S. cerevisiae* genome. The nicks are distributed at ≤ 200 kb distance apart from each other on each strand, so as to yield ∼70–100 kb ds fragments upon further breakage at these predilection points. These findings extend our earlier reports on loop-size DNA fragmentation (25,36,37,85) as: (i) The nick-character of the breaks was corroborated by their independent distribution on the two DNA strands and in molecular combing experiments. (ii) By excluding superhelical tension as a factor eliciting the breaks, what further confirmed their endogenous nature. (iii) By determining the distribution of the nicks along both the whole gDNA and the rDNA in WT and *S. cerevisiae* mutants. The loop-size periodicity was recapitulated in the rDNA cluster, implicating sequence-unrelated factors in their generation/maintenance. The coincidence of the nicks with strategic sites of transcription regulation along the whole genome, including the rDNA cluster, is in line with the hypothesis that these nicks may be related to the promoter-proximal breaks of mammalian models (reviewed in ref. (39)). The analogy with the latter observations is supported by the association of nick incidence with active promoters, which is contrasted with the lack of nick accumulation in ARS regions. The demonstrated potential of gDNA for ds breakage at predilection points defined by nicks raises questions concerning the generally assumed ds character of the breaks detected in mammalian cells. The co-occurrence of nicks and R-loops in a fraction of gDNA and in certain regions but not in others of the rDNA units is pertinent to the role of these structures in genomic instability.

### Evidence for the endogenous character of the nicks

Several possible mechanisms for the artefactual generation of strand discontinuities in our experimental circumstances have been excluded in earlier publications (25,26,33,36,85), and the role of superhelical tension has been ruled out in this paper (Supplementary Figure S5). Our microarray experiments that were conducted using fixed cells also support this notion. Further strong arguments are provided by the non-random localization of nicks found by several methods in this study. Mapping of the nicks within the rDNA units by Southern blot analyses of denatured chr XII DNA samples revealed several strand-specific breaks, at discrete sites. On the other hand, the IGS2-ARS-containing 2 kb region was poor in breaks (Figures 4-6). The relative lack of breaks in the ARS regions (as shown in gDNA by microarray experiments (Figure 2), and within the rDNA cluster by Southern hybridization and rSW (Figures 4 and 5, respectively) provides compelling evidence that some genomic regions are spared of nicking. rSW is a highly sensitive method that detects nicks carrying 3′OH in a particular region, so all the breaks within the restriction fragment are detected regardless of their exact position. Since this method was applied to detect nicks in a naturally amplified locus, the nearly complete absence of nicks from IGS2 in some experiments (e.g. Figure 5A) suggests that the level of random nicking in our setup is usually very low. The facts that the epigenetic state of both IGS1 and IGS2 is heterochromatic (86,87) and IGS1 harbors much more nicks than IGS2, argue that the site-specific nicks reported here cannot be attributed to nonspecific nucleases acting in open chromatin regions. The low level of nicks in the rARS region in spite of the fact that one fifth of the rDNA units are engaged in replication during a single cell cycle also suggests that accessibility is not the decisive factor in the generation of the nicks. The fact that the incidence of nicks is linked to transcriptional processes (see Figures 2E, 5C and Supplementary Figure S9) supports the notion that the nicks are of physiological function and origin. The *S. pombe* genome, distant from that of the bakers’ yeast in evolution, also harbours endogenous nicks at loop-size intervals, in line with our hypothesis that the promoter-proximal, gene activity-dependent DNA breaks observed in mammalian cells and those described herein are related.

**Figure 6.**
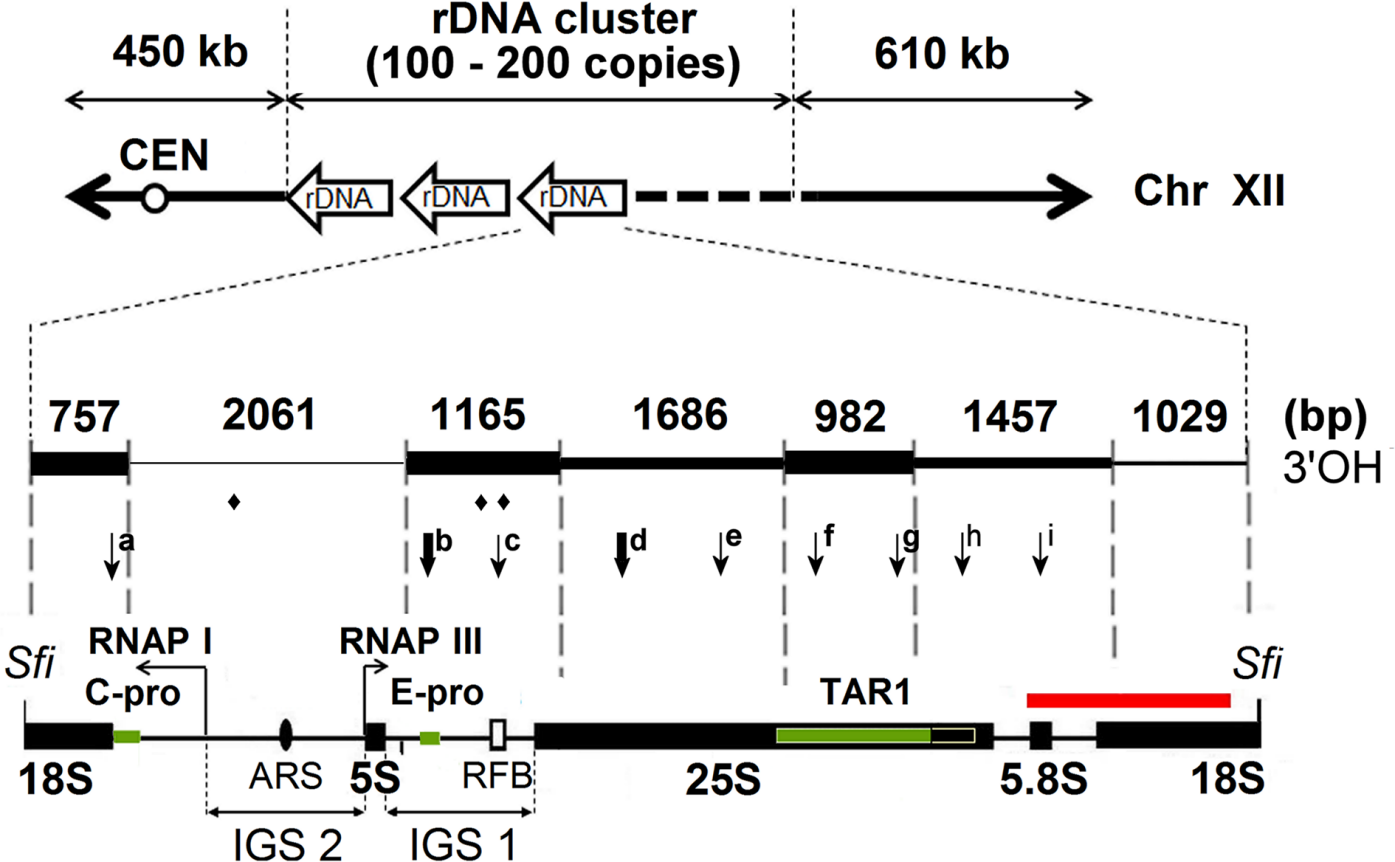
Overview of endogenous strand-breaks mapped within the rDNA unit. Black boxes indicate the 25S, 18S, 5.8S and 5S exons of the 9.1 kb rDNA unit. Black arrows show transcription from the RNAP I and III promoters. ARS and RFB are illustrated by a black oval and a white rectangle, respectively. CEN: centromere. Sfi: SfiI cleavage sites. The green bars show RNAP II promoters. Horizontal arrows show the direction of transcription from the RNAP I and III promoters. Arrows directed downward show the ss breaks detected in this work. Thick and thin arrows indicate the positions of strongly and weakly discernible breaks, respectively. The intervals of different thickness above the arrows indicate the 3′OH labeling intensity observed within the different restriction fragments in the rSW experiments (see Figure 5). Breaks labeled with rhombus (♦) were reported in (17,104,135). The position of the (strand-specific) Southern probe is indicated by a red horizontal bar. The numbers above the map show the size of the corresponding restriction fragments.

Collectively, our data suggest that the nicks detected in our assays exist before cell lysis, i.e. they are present in the gDNA, including the rDNA, of live cells, and become manifest as ds breaks only after lysis under conditions that allow unfolding and diffusive motility of chromosomal DNA.

### The incidence of nicks is connected with transcriptional processes

Accumulation of the nick signal at RNAP II promoters and the finding that active gDNA promoters preferentially harbor nicks (Figures 2, 6 and Supplementary Figure S7A) imply that the ss breaks appear in the context of a RNAP II-related transcriptional activity. According to Supplementary Figure S9, they are associated with initiation rather than elongation.

In the rDNA cluster, some of the DNA breaks that mapped at the locus coincide with the RNAP II promoters embedded in the rDNA units (see Figure 6). The finding that nicks with free 3′OH ends co-localize with RNAP II promoters also within the rDNA is surprising, because nucleoplasmic gDNA gene transcription and the RNAP II related nucleolar transcriptional processes are fundamentally different. Whereas the RNAP II controlled transcriptional processes at bulk gDNA lead mainly to the synthesis and concomitant processing of protein coding primary mRNA transcripts, RNAP II appears to transcribe mostly noncoding RNA in the nucleolus (except for *TAR1*; see below). The RNAP II promoters in the rDNA are *E-PRO, C-PRO* and *TAR1* (see Figure 6). *E-PRO*, a bidirectional promoter, resides in the rDNA units close to the RFB and has a role in the regulation of rDNA amplification via its noncoding RNA products (54,79). Another bidirectional RNAP II promoter, *C-PRO* (a member of the Cryptic Unstable Transcripts; CUTs), lies in the IGS2 region and its biological role is presently unknown. CUTs represent 200–500 b noncoding RNAs that are rapidly degraded in an Nrd1-dependent pathway and are the major products of pervasive transcription (88–90). *TAR1* (Transcript Antisense to Ribosomal RNA), is embedded into the 25S exon on the antisense strand, is expressed at very low levels and encodes a protein which is localized in the inner membrane of mitochondria (80,91). The levels of transcripts originating from the IGS promoters is low in WT cells, due to rDNA silencing. In this process, the highly active transcriptional activity of RNAP I at the 35 S rDNA leads to the suppression of RNAP II activity at the IGSs (83,84,92–95). Silencing appears to be the direct consequence of histone deacetylation by Sir2. The Sir2 enzyme-containing protein complex is recruited to Fob1 (in a Top1-dependent manner (17,84)) and also to the Pol I promoter (96).

In view of the fundamental differences between RNAP II functions in rDNA and in the rest of the genome, the role and regulation of nick generation may be very different in the two locations. Indeed, opposite to their prevalence at active promoters in the bulk of gDNA, the nicks accumulate at the sluggish RNAP II promoters in rDNA and avoid the much more active RNAP I and RNAP III promoters. The strikingly similar behaviour of three mutants (*top1Δ, sir2Δ, fob1Δ*) affecting the same pathway of regulation of rDNA silencing (84,96,97) strongly argues for a scenario where nicks play a role in transcriptional regulation also in the rDNA. However, the molecular interpretation of the links between nick incidence and transcriptional regulation awaits a better understanding of the intertwined and still mysterious regulation of RNAP I and RNAP II activities at the rDNA locus (82,90,93,94), involving the antagonistic activity of RNAP I and II (94) on the one hand, and the contribution of RNAP I transcription to the maintenance of RNAP II silencing (96) on the other.

Thus the nicks detected in our assays are associated with the transcriptional regulation involving RNAP II also at the rDNA locus. On the other hand, the nicks appear not to be related to DNA replication, since they occur in G1- and G2/M synchronized cells alike (see Supplementary Figure S14) and do not accumulate in the ARS-containing regions (see Figures 2, 4, 5 and 6).

### Possible molecular mechanisms of nick generation

Detection of breaks having free 3′OH end formally rules out the role of Top1 in their generation, since this enzymatic reaction would yield covalent enzyme-DNA complexes, i.e. Top1ccs (98,99).

In yeast, Top1 and, often interchangeably, Top2 play important roles both in initiation and elongation of transcription (100–103). In addition to its general role in resolving superhelical stress during transcription that would give rise to random nicks, Top1 is responsible for the generation of two site- and strand-specific, persistent nicks (coinciding with ‘c’ in Figure 6) at the rRFB (17,104). The presence of these known, Top1- and further, possibly Top3-related nicks that are also localised at the RFB (17,104) (see ♦, ♦♦ in Figure 6), may be mainly responsible for the observation that few combed chr XII molecules were detected carrying label on both ends, as opposed to combed gDNA (see Supplementary Table S5). The nicks detected via their free 3′OH in the rSW experiments must be Top1-unrelated. Indeed, analysis of the three rDNA silencing deficient strains revealed nicks at the same localization, albeit at reduced incidence (see Figure 5C). In view of the 5′-tyrosine linkage in the cleavage complex formed by these enzymes, it is much more likely that Top2 (or perhaps Top3) is responsible for the generation and maintenance of the breaks at the rDNA (detected both by Southern hybridizations and the rSW procedure) in sites ‘a-b’ and ‘d-i’ of Figure 6. We note, however, that the involvement of Top1 cannot be ruled out unambiguously, since this enzyme may be released from the Top1cc state by e.g. Tdp1 (Tyrosyl-DNA Phosphodiesterase 1; (105)) which would generate free 3′OHs available for labeling. Free 3′OH ends can also be generated in the course of base excision repair. However, neither the preferential generation of such lesions during RNAP II elongation (106), nor their faster repair at nucleosome depleted regions (107) correlate with our observations. On the other hand, in normal mammalian cells and conditions without exposure to mutagens or any other forms of stress, repair factors appear to function at the promoter-proximal, Top2-induced transient lesions that accompany transcriptional activation (39,108). A scenario where the DNA breaks observed herein could be generated by Top2 would be highly attractive: Top2ccs with a single nicked DNA strand (such as those mapped in human colon cancer cells (9)) could tether the bases of loops in concert with topological relaxation with its concomitant nucleosome destabilizing effect (67). Addressing the possible role of Top2 (or Top3) directly would not be trivial since these enzymes are essential for growth in budding yeast (109,110), have multiple roles in transcriptional regulation (15), and any break made by Top2 before the transfer of a conditional mutant to restrictive conditions is expected to persist even after the enzymes are down-regulated, inhibited, subjected to heat-reversal, or upon inactivation (111–114). The findings that in the bulk of gDNA Top2 contributes to the assembly of the RNAP II preinitiation complex (102,103), whereas the depletion of Top2 appears to unslilence RNAP II related ncRNA transcription in rDNA (77), fit the correlation between nick incidence and RNAP II promoter activity in gDNA on the one hand, and between nicking in rDNA and rDNA silencing on the other.

### The nicks may be transient

The ∼70–100 kb average size of the ds fragments bordered by endogenous nicks was measured by different approaches: (i) electrophoretic sizing of large fragments (also by CHEF, to avoid the focusing artefact of FIGE (115)), and (ii) by microscopic observation of the DNA fragments generated via stretching-induced breaking (116) at nicks in the molecular combing experiments. On the other hand, the distribution of 3′OH-labeled nicks mapped along the gDNA on microarrays coincided with the promoters of active protein coding genes in general. 

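Of the 65 peaks of the mean of the endogenous arrays, 40 (61.54%) contained at least 1 promoter probe, whereas promoter and divergent promoter probes made up 22.7% of the probes analysed. A downstream probe was present in 10 of the peaks, and 15 held only probes inside genes. In replicate 1, 85 of 111 peaks (76.58%) contained a promoter probe, and in replicate 2, 24 of 57 (42.11%). A peak spans several probes, so these shares are not directly comparable with the share of probes. The expression of the genes was not analysed here. Requiring a z-score of 4 lowered the ratio of observed to random promoter overlap from 1.994 to 1.526 (permutation p = 0.258).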

Since these comprise the majority of yeast genes (117), the TSSs potentially harboring nicks may be ∼2 kb apart from each-other, assuming that sampling was random. 

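The 220 highest peaks of each endogenous replicate, single probes included, were compared to see how far the same regions recur. Between the replicates 8 peaks overlapped, against 1.24 expected at random (permutation p = 0.001, the smallest that 1000 placements can give). The placements were at any position, whereas peaks begin and end at probes, so the expected number may be too low. Across all probes the replicates had a Pearson r of -0.02974, which moved to -0.1755 with loess normalization. With limma, 20 of 39776 probes had a log2 (IP/input) above 0 over the replicates past a false discovery rate of 0.05. This number was 0 with normexp, 0 with loess and 38 without the spot filter. The paper reasons that an endogenous nick at a given position is present only in a minor subpopulation of cells.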

It follows that any particular endogenous nick detected in the microarray experiments along the genome must be present only in a minor subpopulation of cells at the time of fixation and nick-labeling, in line with Supplementary Figure S8D. The size of this subpopulation is determined by the sensitivity of nick detection and by biological reasons related to the mechanism of nick generation.

The promoter-proximal association of Top2 has been documented in (102,103,118). If Top2 was responsible for the generation of the nicks observed in our assays, stochasticity could arise in two ways: (i) the active promoters transiently interact with a limited pool of enzymes in a competitive manner, or (ii) each active promoter is permanently Top2-associated, but the enzyme at any particular promoter spends a small part of its catalytic cycle in the Top2cc state, when the relative duration of this time window would determine the average distance of nicks present in the DNA at any given time point. In summary, we propose that the generation of nicks may be a random process preferentially involving active RNAP II promoters.

### Higher-order organization of the chromatin and the distribution of nicks

The generation of nicks occurs only in every ∼10th unit of the rDNA on the average (Figure 3B and C), excluding sequence related factors from the primary determinants of nick generation on the one hand, and demanding topological interpretation on the other. Chromatin loops ranging from 20–300 kb have been described in *S. cerevisiae* (119–126). The differences in the size estimates may be due to the differences of the experimental systems, the varied experimental criteria of loop definition and the dynamic features of chromatin determining the loop subpopulations sampled by the particular method. The distribution of nicks, as revealed by independent methods, is in the middle of this wide range. Hence we asked if higher-order organizational features of the chromatin, a question of special interest in the case of the repetitive rDNA locus, would coincide with nick distribution. In view of the obvious demand for superhelical stress dissipation and means of disentanglement in the case of looped domains (127), their anchorage, be it a transient event, e.g. involving topoisomerases, would stand to reason.

Only ∼50% fraction of the 100–150 rDNA units is transcriptionally active (83,95), with extensive variations depending on the actual metabolic conditions of the cells (86). The loop-size defined by the constitutive Top1ccs involved in rDNA silencing (17) has not yet been reported. The silenced units are thought to be packaged into regular nucleosomes while the transcriptionally inactive IGS1 and IGS2 regions of active rDNA units exhibit complex features (86). Since the distribution of silenced and active units appears to be random (95), the periodicity of nick accumulation in every 10th unit, based on independent assays (see Figure 3 and Supplementary Table S3), cannot be readily accounted for by the 1:1 dichotomy of active and silenced units. The incidence of active replication origins (1:5) more closely corresponds to the average incidence of nicks, even without considering ARS clustering (48). However, in view of the lack of accumulation of nicks in the ARS regions and their presence at the promoters also in G1 cells (data not shown), this imperfect correlation may not be meaningful. Known manifestations of the higher-order organization of the locus include IGS1-IGS2 looping via interaction between RFB and ARS involving RNAP II (128), and the formation of mutually exclusive promoter-terminator loops by the rDNA genes controlled by the different RNA polymerases (49). Whether these interactions occur within a single unit or involve inter-repeat looping, as pointed out in (127), is an open question.

Thus, the incidence of nicks detected in the rDNA cluster does not seem to exactly coincide with any of the periodicities observed so far. Determination of these relationships will perhaps be made possible by superresolution or electronmicroscopic localization of nicks relative to the other known structural and functional elements of the rDNA units.

### Implications for genomic instability

Our electrophoretic and molecular combing data both suggest that endogenous nicks are present on the two strands of gDNA in a non-apposed manner, i.e. in an arrangement what is expected to maintain ds chromosomal continuity when the DNA is kept and handled within agarose plugs. By analogy to observations made in the combing experiments that involve considerable stretching of the DNA molecules (116), endogenous ss breaks likely serve as predilection points for the loop-size ds fragmentation of the gDNA observed upon cell lysis in the absence of embedding, due to shearing forces (e.g. see Supplementary Figure S2A, lane 8). This interpretation is in line with early observations made on shear-induced ds breakages of nicked T5 phage DNA molecules (129). Thus, detection of DSBs in experimental conditions devoid of embedding may in fact reveal endogenous ss breaks.

The mechanical vulnerability of the DNA at nicks demonstrated herein may reflect a similar susceptibility to mechanical breakage in living cells. Furthermore, demonstration of the endogenous character of these breaks entails the presence of highly recombinogenic free ends (including free 3′OH termini) *in vivo*. In view of the possibility that the breaks are caused by Top2, it is worth mentioning that in mammalian cells, promoter proximal Top2β, in addition to being implicated in transcriptional regulation (39), has been incriminated as a crucial player in chromosomal translocations leading to cancer (39,130–132). A further intriguing connection with our findings is represented by recent observations implicating Top2 in the aging of *S. cerevisiae* (109).

Co-localization of nicks and R-loops could be observed both in the bulk of gDNA and in rDNA. According to our rSW experiments, 7 kb out of the 9.1 kb rDNA unit harbored both entities. The fact that the IGS1 and IGS2 regions are devoid of R-loops is in line with the transcriptional silencing of these regions and correlate with earlier S9.6-ChIP-seq data (78). In agreement with the rSW results, R-loops were frequently detected at the combed chr XII ends (see Figure 3H), similarly to the endogenous nicks. In view of the fact that R-loops contain a ss region (demonstrated by their SSBP staining, see Figure 3H), these structures may be also prone to mechanical breakage upon combing. These are potentially important observations in view of the genomic instability accompanying R-loop misregulation (21,22,70,133).

## DATA AVAILABILITY

Microarray datasets generated and analyzed in this study have been submitted to Gene Expression Omnibus (GEO), with the following accession number: GSE110218.

## Supplementary Material

gky743_supplemental_files Click here for additional data file.

# Supplementary material for: Endogenous single-strand DNA breaks at RNA polymerase II promoters in Saccharomyces cerevisiae
**Source:** Nucleic Acids Res. 2018 Aug 24;46(20):10649–68. doi: 10.1093/nar/gky743
**Supplement:** gky743_supplemental_files

## Supplementary Data for

### Endogenous single-strand DNA breaks at RNA polymerase II promoters in *Saccharomyces cerevisiae*

Éva Hegedüs<sup>1</sup>, Endre Kókai<sup>2</sup>, Péter Nánási<sup>1</sup>, László Imre<sup>1</sup>, László Halász<sup>3</sup>, Rozenn Jossé<sup>4</sup>, Zsuzsa Antunovics<sup>5</sup>, Martin R. Webb<sup>6</sup>, Aziz El Hage<sup>7</sup>, Yves Pommier<sup>4</sup>, Lóránt Székvölgyi<sup>1,3</sup>, Viktor Dombrádi<sup>2</sup> and Gábor Szabó<sup>1</sup>

## **Contents:**

### **Supplementary Materials and Methods**

1. Cultivation of *S. cerevisiae* and *S. pombe*
2. Synchronization of *S. cerevisiae* cells in G1 and G2/M phases
3. Ethidium bromide treatment of spheroplasts
4. Preparation of agarose plugs containing *S. pombe* chromosomes
5. Extraction of gDNA from agarose plugs and from cell suspensions
6. Gel electrophoretic techniques
7. Preparation of biotin-labeled PCR products
8. Optimization of dNTP/ddNTP ratio for limited nick translation using nickase digested PCR products
9. Global chip-on-beads assay

### **Supplementary Tables**

- Table S1: Frequency of labeled fibers among combed DNA molecules
- Table S2: Frequency of fiber termini with nick or R-loop labeling
- Table S3: Nick density measured in combed gDNA and chr XII DNA of non-synchronized and G1 synchronized cells
- Table S4: Fiber lengths statistics of nick-labeled gDNA and of  $\lambda$  DNA
- Table S5: Percentage of end-labeled and internally labeled fibers

### **Supplementary Figures**

- Figure S1: Detection of R-loops and nicks on combed gDNA from non-synchronized *S. cerevisiae* cells, without or with RNase treatment.

- Figure S2: Gel electrophoretic analysis of *S. cerevisiae* gDNA demonstrates nicks arranged on the two DNA strands in a non-apposed manner
- Figure S3: S1 nuclease sensitive sites at loop-size intervals in the *S. pombe* genome.
- Figure S4: Work-flow of urea/heat-denaturing gel electrophoresis
- Figure S5: Effect of the superhelical state of gDNA on the incidence of ss discontinuities
- Figure S6: Optimization of dNTP/ddNTP ratio for nick translation in limiting conditions
- Figure S7: Nick incidence correlates with gene expression at TSSs and is not related to TTSs.
- Figure S8: Nick ChIP-chip analyses of endogenous nicks and exogenous nicks.
- Figure S9: Global chip-on-beads analyses of nick – RNAP II colocalization.
- Figure S10: Scheme of two-dimensional gel electrophoretic analyses
- Figure S11: Two-dimensional gel electrophoretic analyses of nicks in *S. pombe* chromosomes
- Figure S12: Mapping of DNA breaks within the rDNA locus using single-stranded rDNA probes.
- Figure S13: Dependence of the apparent fragment size on the order of treatments during detection of nicks in the rDNA units
- Figure S14: Mapping of DNA breaks within the rDNA locus in G1- and G2/M-synchronized cells
- Figure S15: rSW blot procedure for detection of nicks in rDNA units
- Figure S16: Calibration of rSW procedure

## Supplementary References

## Supplementary Materials and Methods

### *Cultivation of S. cerevisiae and S. pombe*

The *Saccharomyces cerevisiae* strains used in this study (Table 1) were grown as previously described [1]. Briefly, yeast cells from a single colony were inoculated and grown under non-selective conditions in liquid YPD medium (1% yeast extract, 2% bactopecton, 2% glucose, pH 5) at 30°C, to a concentration of  $\sim 2 \times 10^7$  cells/ml (logarithmic phase, OD<sub>600</sub>=1). The viability of cells from log phase was found  $\sim 100$  % by colony forming, i.e. normal, non-apoptotic yeast cells were used in our studies. The *Schizosaccharomyces pombe* L972h<sup>-</sup> (wild-type) cells were grown in liquid YEL (0.5% yeast extract, 3% glucose, pH 5) at 30°C to a concentration of  $\sim 5 \times 10^6$  cells/ml (in log phase).

### *Synchronization of S. cerevisiae cells in G1 and G2/M phases*

❖ *G1 phase*: The *S. cerevisiae bar1Δ* mutant cells (BY4741 background) were grown to OD<sub>600</sub>=0.7, then cells were incubated in the presence of  $\alpha$ -factor (50 ng/ml final concentration, Sigma) for 1.5 hours at 30°C. The synchronization was controlled under the microscope.

❖ *G2/M phase*: BY4741 cells were grown to OD<sub>600</sub> = 1, then incubated for 1.5 hours in the presence of nocodazole (20  $\mu$ g/ml final concentration; Sigma). The synchronization was controlled by flow cytometry.

### *Ethidium bromide treatment of spheroplasts*

Preparation, S1 digestion and urea/heat-treatment of the agarose-embedded *S. cerevisiae* gDNA were carried out as previously described [1], but all solutions were supplemented with ethidium bromide (EBr) to change the superhelical state of gDNA embedded into agarose plugs, at a final concentration of 0, 0.5, 1, 2.5, 5, 10, 25, 50  $\mu$ g/ml. All procedures were performed in the dark. The EBr entered the intact *S. cerevisiae* cells within a few minutes, as detected by fluorescence microscopy.

### *Preparation of agarose plugs containing S. pombe chromosomes*

*S. pombe* cells were harvested and washed twice in 50 mM EDTA (pH 8.0), then resuspended in CPES buffer (25 mM citric acid, 0.12 M Na<sub>2</sub>HPO<sub>4</sub>, 20 mM EDTA, 1.2 M sorbitol) containing 15 mg/ml lysing enzyme (Sigma). The spheroplasting process was

controlled under the microscope using the SDS test. Samples were mixed with an equal volume of 1.5 % LMP agarose dissolved in 0.9 M sorbitol/0.125 M EDTA. Aliquots were allowed to harden in sample molds at 4°C for 5 minutes. Each plug contained  $\sim 1.5 \times 10^7$  cells. The plugs containing yeast spheroplasts were digested with 0.5 mg/ml Proteinase K (Thermo Fisher Scientific) in lysing solution (0.5 M EDTA, 10 mM Tris-HCl, 1% SDS, pH 8.0) at 55°C for 2 days, then washed with TE and treated by 0.75  $\mu$ M PMSF at 37°C for 10 minutes in order to inactivate residual proteinase activity. Finally, the plugs were washed with TE and stored in the same buffer at 4°C.

#### *Extraction of gDNA from agarose plugs and from cell suspensions*

Agarose plugs containing deproteinized *S. cerevisiae* spheroplasts were soaked in 1×TAE (40 mM Tris-acetate, 1 mM EDTA, pH 8.0) and incubated at 65°C to melt the agarose and digested with  $\beta$ -agarase enzyme (Promega) at 42°C for 16 hours according to the manufacturer's instructions. DNA was purified by phenol-chloroform extraction and isopropanol precipitation as described below.

DNA preparation from *S. cerevisiae* cell suspensions was carried out as previously described [1, 2]. Briefly, *S. cerevisiae* cell cultures were fixed by adding ethanol to 50% and EDTA to 25 mM final concentration and incubation at –20°C overnight. The fixed cells were washed with TE and incubated in digestion buffer (1 M sorbitol, 10 mM Na<sub>2</sub>HPO<sub>4</sub> (pH 7.2), 10 mM EDTA, 1%  $\beta$ -mercaptoethanol and 2 mg/ml lyticase enzyme (Sigma-Aldrich)) at 37°C for 30 minutes. The resulting spheroplasts were harvested and incubated in lysis buffer (200  $\mu$ g/ml Proteinase K, 0.5% SDS, and 50 mM EDTA, pH 8.0) at 54°C for 30 minutes. Then 0.4 volume of 5 M K-acetate was added and the sample was placed on ice for 20 minutes then centrifuged at 12,000 g for 30 minutes at 4°C. The nucleic acids in the supernatant were precipitated with an equal volume of isopropanol. The pellet was incubated with 0.2 mg/ml RNase A (Thermo Fisher Scientific) in TE at 37°C for 30 minutes. DNA was precipitated with 0.5 volume of 7.5 M ammonium acetate and 1.5 volume of isopropanol. The pellet was rinsed with 70% ethanol, dried and dissolved in TE.

#### *Gel electrophoretic techniques*

❖ *Conventional gel electrophoresis:* Non-denaturing and urea/heat-denaturing gel electrophoresis were performed in 1.2% agarose (from Seakem) gel in 1×TAE for 15 hours at 45 V in the cold room. For urea/heat-denaturing, both the agarose gel (urea-agarose gel) and

running buffer was supplemented with 1 M urea. The agarose plugs were preincubated with 8 M urea/TE for 40 minutes at room temperature, then heat-denatured for 5 minutes at 80°C.

❖ *Field inversion gel electrophoresis (FIGE)*: Non-denaturing and urea/heat-denaturing FIGE were carried out as previously described [1], using an MJ Research PPI 200 Power Inverter apparatus. The gels were run at 6 V/cm in the cold room, using running parameters set to maximize separation in 50 – 400 kb range. For urea/heat-denaturing, the agarose plugs were preincubated with 8 M urea/TE for 40 minutes at room temperature, then heat-denatured for 5 minutes at 80°C. In the case of alkaline denaturation, the plugs were soaked in alkaline solution (50 mM NaOH, 1 mM EDTA) for 20 minutes at room temperature and then the DNA fragments were run in 1 % urea-agarose gels (containing 1 M urea) in 1×TAE containing 1M urea. After gel electrophoresis, the gels were stained with 0.5 µg/ml ethidium bromide (EBr) for 30 minutes and destained in water for 1 to 2 h.

❖ *Contour-clamped homogeneous electric field electrophoresis (CHEF)*: 1% agarose gels were prepared in 0.5 × TBE (45 mM Tris-borate, 1 mM EDTA, pH 8.3). Separation of chromosomal DNAs of *S. cerevisiae* was carried out using CHEF Mapper XA Pulse Field Electrophoresis System (Bio-Rad Laboratories, Inc., Hercules, California, USA) with 60 s initial and 90 s final switch time for 24 hours at 6 V/cm at 14 °C with an included angle of 120° in 0.5× TBE buffer. To resolve loop-size fragments it was programmed for a switch time of 1s to 25 s for 24 hours at 6 V/cm at 14 °C with an angle of 120°. After gel electrophoresis, the gels were stained with EBr and destained in water, as described above. Separation of chromosomal DNAs of *S. pombe* was carried out in 1% agarose gel prepared in 0.5×TBE using CHEF Mapper XA Pulse Field Electrophoresis System (Bio-Rad Laboratories) with 5.400 s initial and 5.400 s final switch time for 70 hours and then 100 s initial and 4.700 s final switch time for 50 hours at 1.2 V/cm at 14 °C with an included angle of 120° in 0.5× TBE buffer.

❖ *Two-dimensional gel electrophoresis*: Chromosomal DNA molecules of *S. cerevisiae* and *S. pombe* were separated from each other in 1 % agarose gels (prepared in 0.5×TBE) by CHEF Mapper XA PFGE system (Bio-Rad Laboratories, Inc.) in the first dimension. A whole lane containing the separated chromosomes was cut out, S1 treated and run in a perpendicular dimension by FIGE, or the bands containing the individual chromosomes were cut out, subjected to urea/heat-denaturation and analyzed by FIGE on urea-gels. This work-flow is similar to what was reported in [3, 4].

### *Preparation of biotin-labeled PCR products*

PCR was performed in 50 µl of 1×reaction buffer (10 mM Tris-HCl, 50 mM KCl, 0.08 % Nonidet P-40, pH 8.8) supplemented with 3 mM MgCl<sub>2</sub>, containing 280 ng template DNA (*S. cerevisiae* gDNA), 20 pmol of both primers (sense: 5'-ATGATTAGAGGTTT-3', IDT; antisense: 5'-biotin-TCCGGGGTGATAAGCTGTTA-3', IDT), the triphosphates (dATP, dTTP, dGTP and dCTP; Promega Life Sciences) at 0.25 mM concentration, and 2.5 U Taq polymerase (Thermo Fisher Scientific) per reaction, yielding 712 bp ds PCR products carrying biotin on the 5' end. The PCR reactions were performed in an Hybaid thermal cycler and run with a temperature profile of 2 minutes at 94°C, 40 seconds at 60°C and 40 seconds at 72°C followed by 35 cycles of 80 seconds at 94°C, 40 seconds at 60°C and 40 seconds at 72°C. The 35 cycles were followed by 10 minutes at 72°C.

### *Optimization of dNTP/ddNTP ratio for limited nick translation using nickase digested PCR products*

Long PCR reaction was performed in 50 µl of 1×long PCR buffer supplemented with 1.5 mM MgCl<sub>2</sub>, containing 300 ng *S. cerevisiae* gDNA (prepared as described in Materials and Methods), 20 pmol of the rDNA primers (sense: 5'-GGG GAT CGA AGA TGA TCA GA-3', IDT; antisense: 5'- TCC GGG GTG ATA AGC TGT TA-3', IDT), the four triphosphates dATP, dTTP, dGTP and dCTP (Promega Life Science) at 0.25 mM concentration per reaction, and 1.25 U of the Long PCR Enzyme mix (Thermo Fisher Scientific). PCR reactions were performed in an Hybaid thermal cycler and run with a temperature profile of 5 minutes at 95°C, then 10 cycles of 20 seconds at 95°C, 30 seconds at 60°C and 3 minutes at 68°C, followed by 15 cycles of 20 seconds at 95°C, 30 seconds at 60°C and 7 minutes at 68°C. The cycles were followed by 10 minutes incubation at 68°C. The PCR products were purified by PCR quick-spin PCR Product Purification Kit (Intron).

9 µg of the 3282 bp PCR product was digested with 100 U/ml Nb.Bpu10I nickase enzyme, cutting at a single site (see inset), in 1× Buffer R (10 mM Tris-HCl (pH 8.5), 10 mM MgCl<sub>2</sub>, 100 mM KCl, 0.1 mg/ml BSA), at 37°C, for 30 minutes, then supplemented with TE to 500 µl. Nb.Bpu10I digested PCR products were mixed with an equal volume of 1.5 % LMP agarose prepared in 1×DNA polymerase I buffer, placed into sample molds and allowed to solidify resulting in 900 ng PCR product /100 µl plug. Agarose plugs containing Nb.Bpu10I digested PCR products were nick translated using 150 U/ml DNA polymerase I (Thermo Fisher Scientific) in 1×DNA polymerase I buffer containing the dNTP mix (dTTP,

dATP, dCTP and dGTP) and the ddNTP mix (ddATP, ddTTP, ddCTP and ddGTP) applied at the concentrations indicated in the Figure legend, and incubated for 30 minutes on ice to equilibrate before 20 minutes of the polymerization reaction conducted at 37°C. The urea/heat-denatured samples were run in an 1.2 % urea-agarose gel.

#### *Global chip-on-beads assay*

❖ *Preparation of nuclei:* The pellet of 400 ml log phase culture of *S. cerevisiae* cells was resuspended and fixed in 10 ml freshly prepared 4% paraformaldehyde dissolved in 1×PBS, rotating the cells for 10 minutes at room temperature. After quenching in 2.5 M glycine and washing twice with 50 mM Tris-HCl (pH 7.5) /30 mM DTT, the cells were treated with 2 mg/ml lyticase dissolved in 0.9 M sorbitol/0.125 M EDTA/10 mM DTT at 37 °C for 30 minutes. The spheroplasts were washed twice with 10 ml ice-cold 0.9 M sorbitol/0.125 M EDTA, lysed in 4 ml ice-cold buffer N (30 mM HEPES pH 7.6, 3 mM DTT, 25 mM Na<sub>2</sub>SO<sub>4</sub>, 5 mM MgCl<sub>2</sub>, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 7.2 mM spermin, 1 mM PMSF) and disintegrated using a Dounce homogenizer on ice for 60 min.

❖ *Nickase treatment and nick translation:* The nuclei were washed three times in ice cold 1×PBS/EDTA (1×PBS, 5 mM EDTA) followed by washing in nickase buffer (10 mM Tris-HCl pH 8.0, 50 mM NaCl, 10 mM MgCl<sub>2</sub>, 1 mg/ml BSA). Random nicks were introduced into the DNA of control samples using the frequent cutter Nt.CviPII nickase enzyme (recognition site: CCD; New England Biolabs Inc., Ipswich, Massachusetts, USA) at a final enzyme concentration of 0.5 U/ml. Limited nick translation of the samples harboring only endogenous nicks and of the nickase treated control was performed as described in Materials and Methods.

❖ *Fragmentation of chromatin, microbead capture:* The nick-translated samples of nuclei were resuspended in 700 µl IP lysis buffer (50 mM HEPES-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate) and disintegrated using a FastPrep-24™ 5G bead beater (MP Biomedicals, Santa Anna, California, USA) at default setting for *S. cerevisiae*, applying 200 µl glass beads/sample. Disintegration of the nuclei was checked under the microscope. After removal of the beads, the samples were sonicated with a Bioruptor Plus instrument (Diagenode, Denville, New Jersey, USA) for 3 cycles (1 cycle: 30 sec ON, 30 sec OFF, for 5 minutes) and spun down in an Eppendorf centrifuge at maximum speed at 4°C for 5 minutes. The supernatants were transferred into a clean Eppendorf tube and

the fragment size was determined by gel electrophoresis in a proteinase K treated aliquot (~500 bp in the experiment shown in supplementary Figure S9). The streptavidinated Dynabeads (Thermo Fisher Scientific, Waltham, Massachusetts, USA) were blocked with 1% BSA dissolved in 1×PBS/EDTA and washed three times with 1×PBS/EDTA. 60 000 beads were added to the sonicated chromatin and rotated at 4°C overnight. The beads were washed with 1×PBS/EDTA and embedded into agarose in an 8-well chamber (Ibidi, Martinsried, Germany) as described in [5].

❖ *Immunofluorescence labeling*: The agarose embedded Dynabeads were washed twice with ice cold lysis buffer, twice with lysis buffer supplemented with 360 mM NaCl, twice with ice cold washing buffer (10 mM Tris-HCl pH 8.0, 250 mM LiCl, 0.5% Na-deoxycholate, 1mM EDTA), finally twice with ice cold 1×PBS/EDTA. Indirect immunofluorescence labeling was performed using rabbit polyclonal anti-RNAP II Ser2-P (Abcam, Cambridge, UK; 1 mg/ml) or rabbit polyclonal anti-RNAP II Ser5-P (Abcam, Cambridge, UK; 1 mg/ml) diluted in 200 µl 1×PBS/EDTA/1% BSA at 4°C, overnight. The antibodies were applied to the wells at a titer of 1:400. After labeling with the primary antibodies, the beads were washed with ice cold 1×PBS/EDTA three times for 10 minutes. Labeling with the secondary antibody were performed in 200 µl 1×PBS/EDTA on ice for two hours, using Alexa fluor 488 (A488) conjugated goat anti-rabbit IgG (Thermo Fisher Scientific, Waltham, Massachusetts, USA; 2 mg/ml). The secondary antibody was used at a titer of 1:800, diluted in 1×PBS/EDTA. After labeling, the agarose embedded beads were washed with ice cold 1×PBS/EDTA three time and stained with 200 µl 12 µg/ml propidium-iodide (PI; in 1×PBS/EDTA) on ice for 30 minutes. After washing, the fluorescence intensity distributions were recorded using a laser scanning cytometer (LSC; see below).

❖ *Determination of background fluorescence*: Following the first LSC measurement, the agarose embedded Dynabead samples were equilibrated with DNase I buffer (10 mM Tris-HCl pH 8.0, 0.1 mM CaCl<sub>2</sub>, 2.5 mM MgCl<sub>2</sub>) and digested with DNase I at a final concentration of 5 µg/ml in 300 µl DNase I buffer at 37°C for 60 minutes. After enzymatic treatment, the agarose-embedded beads were washed with 500 µl ice cold 1×PBS/EDTA and measured again by LSC in a second run, performed on the same beads. After correction for the average fluorescence of empty beads, the mean fluorescence intensity remaining after DNase digestion was subtracted from the mean of the first LSC run, to correct for the background fluorescence.

❖ *Automated microscopy*: Automated microscopic imaging was performed using an iCys instrument (iCys® Research Imaging Cytometer; CompuCyte, Westwood, Massachusetts, USA). A488 and PI were excited using a 488 nm Argon ion laser. The fluorescence signals were collected via an UPlan FI 40× (NA 0.65) objective. A488 was detected through a 530/30 nm filters, PI was detected through a 650/LP nm filter. Each field was scanned with a step size of 0.5  $\mu$ m. Data evaluation and hardware control were performed with the iCys 7.0 software for Windows XP.

## Supplementary Tables

| Sample  | Labeling   | Synchronization<br>in G1 phase | Mean of<br>labeled<br>fibers (%) | SD of<br>labeled<br>fibers (%) | Statistics<br>related to |
|---------|------------|--------------------------------|----------------------------------|--------------------------------|--------------------------|
| gDNA    | R-loop     | -                              | 47.4                             | 11.7                           | Fig. S1C                 |
|         | TdT        | -                              | 58.0                             | 5.4                            | Fig. S1A                 |
|         | Pol. I - N | -                              | 47.7                             | 8.4                            | Fig. 1C                  |
|         | Pol. I - L | -                              | 59.4                             | 6.0                            | Fig. 1A                  |
|         |            | +                              | 36.1                             | 2.2                            | Fig. 1B                  |
| chr XII | Pol. I - N | -                              | 53.4                             | 7.2                            | Fig. 3E                  |
|         |            | +                              | 29.9                             | 4.9                            | Fig. 3G                  |
|         | Pol. I - L | -                              | 19.9                             | 8.0                            | Fig. 3D                  |
|         |            | +                              | 25.5                             | 5.8                            | Fig. 3F                  |

Table S1: Frequency of labeled fibers among combed DNA molecules. Tables S1-S5 are related to Figures 1, 3 and Supplementary Figure S1. Labeled fibers were counted and divided by the total number of fibers in multiple vision fields. The table shows the means  $\pm$  standard deviations of the appropriate percentages. R-loop: S9.6 labeling; TdT: Labeling of free 3'OHs in tailing reaction by terminal deoxynucleotidyl transferase; Pol. I – N and Pol. I – L: nick translation by *E. coli* DNA polymerase I under conditions limiting (L) or not limiting (N) incorporation of the labeled nucleotide into the vicinity of the nicks. Statistics are based on ~300 fibers for each sample. (For further details see Materials and Methods of main article.)

| <b>Labeling</b> | <b>Mean of labeled ends (%)</b> | <b>SD of labeled ends (%)</b> | <b>Statistics related to</b> |
|-----------------|---------------------------------|-------------------------------|------------------------------|
| R-loop          | 33.9                            | 8.0                           | Fig. S1C                     |
| TdT             | 29.0                            | 7.1                           | Fig. S1A                     |
| Pol. I - L      | 53.4                            | 13.0                          | Fig. 1A                      |

Table S2: Frequency of fiber termini with nick or R-loop labeling. The percentages of labeled gDNA ends in a vision field after DNA combing of the samples shown in Figure S1C (R-loop), Figure S1A (TdT) and Figure 1A (Pol I – L) are represented. Labeled ends were counted and divided by the total number of DNA ends in multiple vision fields. The table shows the means and standard deviations of the appropriate percentages. Statistics are based on ~300 fibers for each sample.

| <b>Combed DNA</b>                                            | <b>gDNA</b>             |                        | <b>chr XII</b>          |                        |
|--------------------------------------------------------------|-------------------------|------------------------|-------------------------|------------------------|
|                                                              | <b>Non-synchronized</b> | <b>G1-synchronized</b> | <b>Non-synchronized</b> | <b>G1-synchronized</b> |
| Mean fragment length carrying one nick (kb)                  | 72.4                    | 97.8                   | 99.9                    | 154.6                  |
| Standard deviation of fragment length carrying one nick (kb) | 19.8                    | 25.9                   | 21.8                    | 18.2                   |
| Statistics related to                                        | Fig. 1A                 | Fig. 1B                | Fig. 3D                 | Fig. 3F                |

Table S3: Nick density measured in combed gDNA and chr XII DNA of non-synchronized and G1 synchronized cells. Nicks labeled by limited nick translation were counted and divided by the total length of DNA on multiple vision fields. Statistics are based on ~300 fibers for each sample.

| <b>Sample</b>   | <b>Polymerase labeling</b> | <b>Number of fibers measured</b> | <b>Total length of fibers measured (μm)</b> | <b>Average fiber length (μm)</b> | <b>SEM</b> | <b>Statistics related to</b> |
|-----------------|----------------------------|----------------------------------|---------------------------------------------|----------------------------------|------------|------------------------------|
| gDNA            | Limited                    | 113                              | 4066                                        | 36.0                             | 3.5        | Fig. 1A                      |
| gDNA - G1       | Limited                    | 118                              | 3764                                        | 31.9                             | 3.4        | Fig. 1B                      |
| gDNA            | Non-limited                | 114                              | 4423                                        | 39.1                             | 3.1        | Fig. 1C                      |
| λ DNA           | ---                        | 170                              | 1877                                        | 11.0                             | 4.4        | Fig. 1F                      |
| λ DNA + Nickase | ---                        | 211                              | 1175                                        | 5.6                              | 3.3        | Fig. 1G                      |

Table S4: Fiber lengths statistics of nick-labeled gDNA and of λ DNA. Fiber lengths were measured and for the calculation of average fiber lengths the total lengths were divided by the total numbers of fibers in multiple vision fields. The table shows the means and SEM of the average lengths.

| <b>Sample</b> | <b>Polymerase labeling</b> | <b>% of fibers labeled at one end</b> | <b>% of fibers labeled on both ends</b> | <b>% of fibers labeled internally</b> | <b>Statistics related to</b> |
|---------------|----------------------------|---------------------------------------|-----------------------------------------|---------------------------------------|------------------------------|
| gDNA          | Limited                    | 37.8                                  | 21.7                                    | 8.3                                   | Fig. 1A                      |
| gDNA - G1     | Limited                    | 27.2                                  | 8.7                                     | 6.8                                   | Fig. 1B                      |
| gDNA          | Non-limited                | 35.7                                  | 11.2                                    | 3.4                                   | Fig. 1C                      |
| chr XII       | Limited                    | 19.9                                  | 0                                       | 2.1                                   | Fig. 3D                      |
| chr XII       | Non-limited                | 50.9                                  | 2.5                                     | 5.0                                   | Fig. 3E                      |

Table S5: Percentage of end-labeled and internally labeled fibers. Fibers labeled on one or both ends were counted and divided by the total number of fibers counted. Labeling of free 3'OHs was performed by *E. coli* DNA polymerase I under conditions limiting or not limiting incorporation into the vicinity of the nicks. All internally labeled fibers were also labeled on at least one end.

## Supplementary Figures

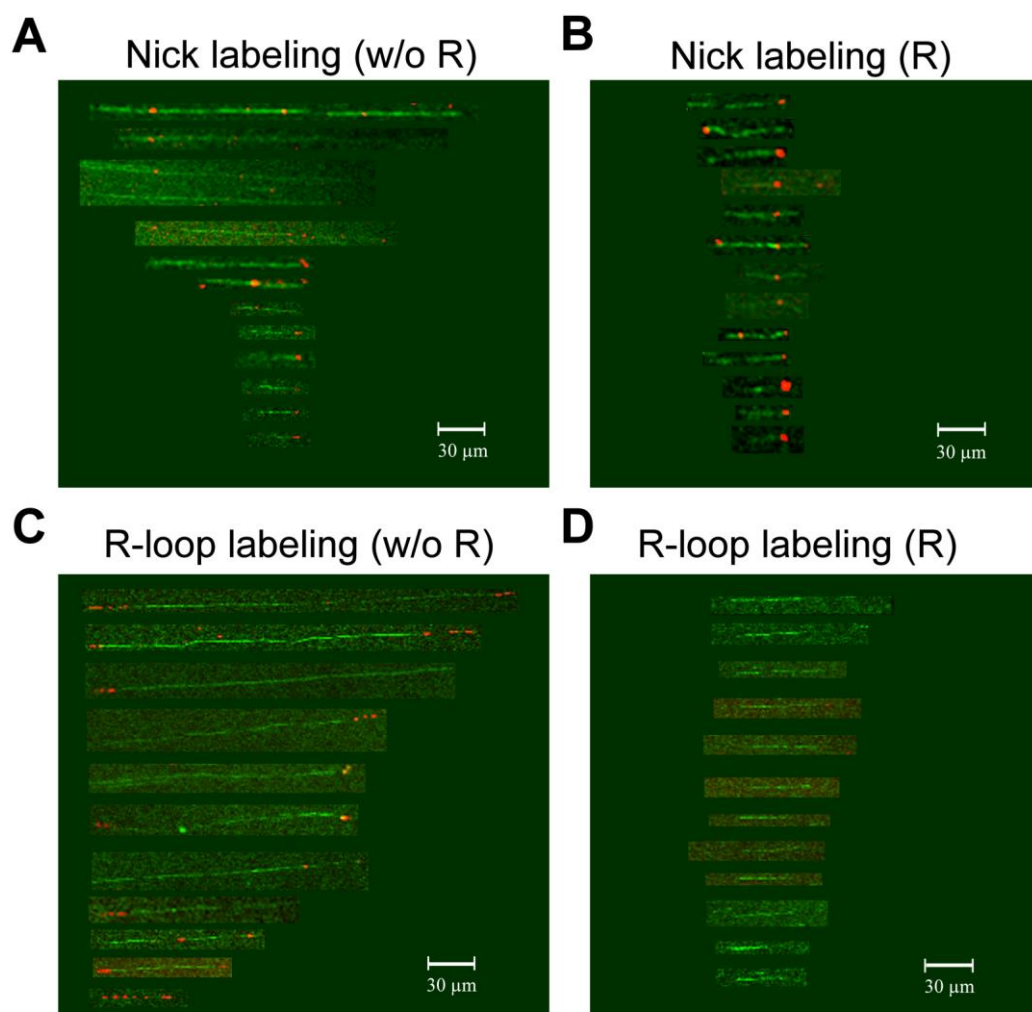

Figure S1 (related to Figure 1): Detection of R-loops and nicks on combed gDNA from non-synchronized *S. cerevisiae* cells (BY4741), without or with RNase treatment. Biotinylated nucleotides were incorporated by TdT into agarose-embedded gDNA. Plugs were further incubated either without (w/o R) or with a combination of RNases (R) to remove any tails that could be primed by free 3'OHs of RNA hybridized to DNA (see Materials and Methods in main text). Primary antibodies were anti-biotin (for nick labeling) or S9.6 (for R-loop labeling). The secondary antibody was AlexaFluor 647-conjugated anti-mouse IgG (red) in both cases. DNA molecules were stained with YOYO-1 (green). **(A)** nick-labeled combed gDNA without RNase digestions; **(B)** nick labeling of combed gDNA after digestion with the combination of RNases (i.e. RNase A, then RNase HI, then human RNase H2; see Materials

and Methods in main text); **(C)** R-loop labeling of combed gDNA without RNase digestions; **(D)** R-loop labeling of combed gDNA after digestion with the combination of RNases. Fluorescent labeling of nicks and R-loops were carried out in separate gDNA samples that originated from the same cell sample.

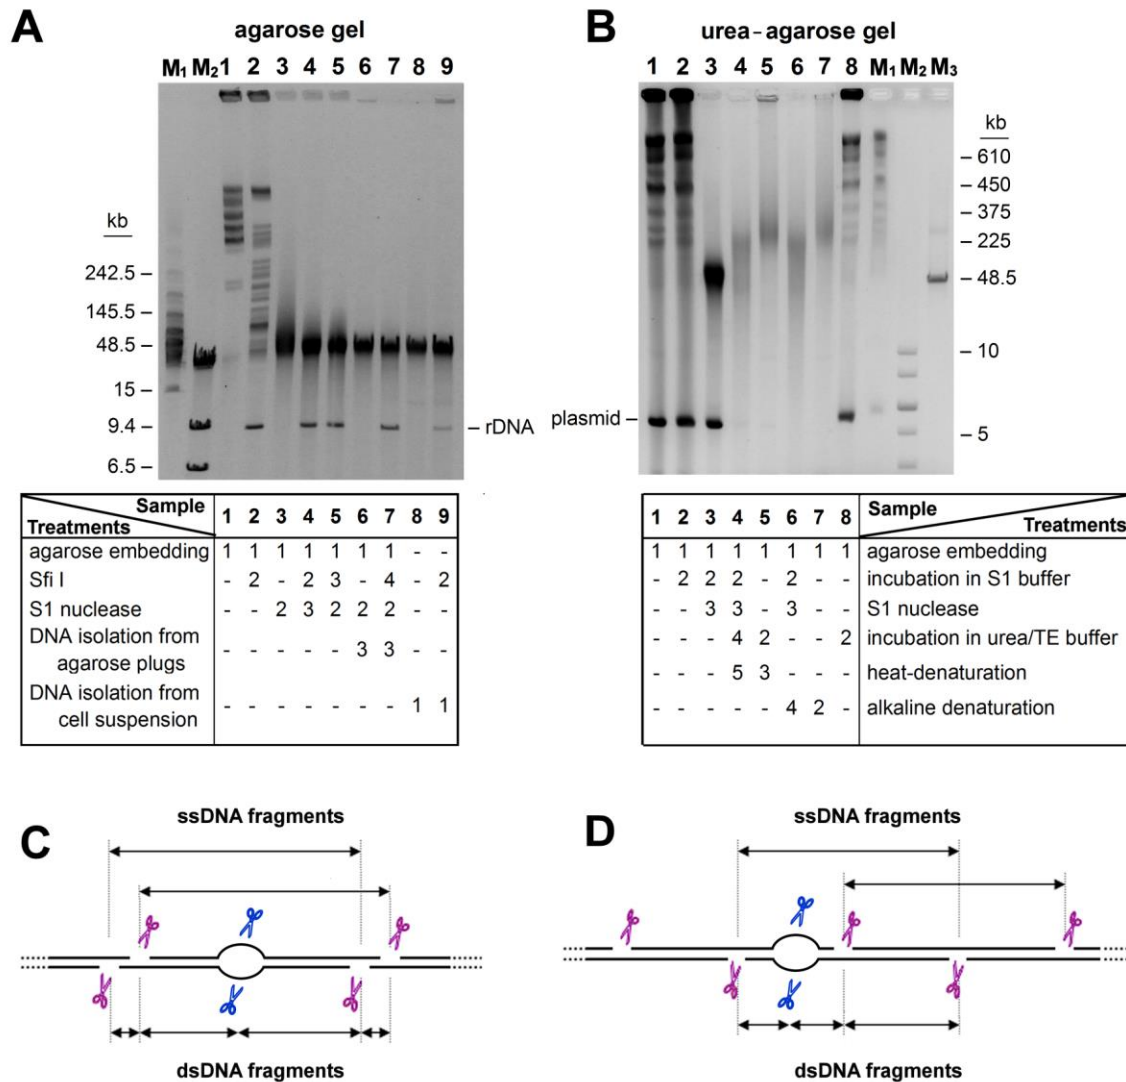

Figure S2: Gel electrophoretic analysis of *S. cerevisiae* gDNA demonstrates nicks arranged on the two DNA strands in a non-apposed manner. (A) Discontinuities and ss stretches were converted to ds breaks in agarose-embedded or isolated gDNA of WDHY199 *S. cerevisiae* cells using S1 nuclease and the cleavage products were analyzed on non-denaturing agarose gels. The gels were run in FAGE mode resolving also the higher molecular weight DNA fragments of gDNA. Lanes: M<sub>1</sub>. Midrange marker (undenatured); M<sub>2</sub>. Hind III-digested  $\lambda$  DNA (undenatured); 1. non-treated, agarose-embedded gDNA; 2. agarose-embedded gDNA cleaved with Sfi I; 3. gDNA digested with S1 nuclease in agarose plugs; 4. Sfi I cleavage followed by S1 nuclease digestion of gDNA in agarose plugs; 5. S1 nuclease digestion

followed by Sfi I cleavage of gDNA in agarose plugs. In lanes 6-7 the gDNA was digested with S1 nuclease in the plug, then either extracted from the plug (lane 6), or extracted from the plug then cleaved with Sfi I (lane 7). In lanes 8-9 the gDNA was extracted from ethanol fixed cells without embedding, without (lane 8), or with (lane 9) further cleavage with Sfi I. The table below the panel shows the order of treatments. **(B)** Urea/heat- or alkaline denaturation and analyses of the ss DNA on urea-agarose gels to detect ss breaks in WDHY199 *S. cerevisiae* gDNA by FIGE. Lanes: 1. undenatured gDNA; 2. undenatured gDNA after incubation of the agarose plugs in S1 buffer; 3. undenatured gDNA after S1 nuclease digestion; 4. urea/heat-denatured, S1 digested gDNA; 5. urea/heat-denatured gDNA; 6. alkaline-denatured, S1 nuclease-digested gDNA; 7. alkaline-denatured gDNA; 8. gDNA incubated in urea buffer; M<sub>1</sub>. Pulse marker (225-2200 kb; undenatured); M<sub>2</sub>. 1 kb marker (undenatured); M<sub>3</sub>.  $\lambda$  DNA (undenatured). FIGE was carried out in urea-agarose gel resolving ss and ds fragments in the 5-1000 kb range. Plasmid: 2-micron plasmid. The table below the panel shows the order of treatments. **(C-D)** Possible arrangements of nicks along chromosomes. Scissors represent S1 nuclease used to transform nicks (pink) and other ss regions (blue) into ds fragments before denaturation. The double-headed arrows represent the categories of fragments anticipated according to the two scenarios considered. If nicks are present at loop-size intervals close to each other on the complementary strands, denaturation without S1 digestion and following S1 digestion would both yield approximately loop-size ss fragments. If nicks were present independently from each-other on the two strands, the ss fragment size would be ~twice larger without S1 digestion than after S1. The presence of S1 sensitive ss regions would blur these differences only if they were present at a comparable frequency and arranged independently from the nicks. The picture seen in panel B is best described by model D.

In the case of agarose-embedded samples the individual chromosomes were resolved without any sign of fragmentation or degradation (panel A, lane 1). Digestion of the agarose-embedded gDNA with the rare-cutter Sfi I with a single recognition site within the rDNA units allowed the simultaneous visualization of these 9.1 kb fragments; nonspecific DNA degradation was not revealed in this internal control (panel A, lane 2). When the deproteinized DNA of agarose-embedded cells were digested with S1 nuclease, ds fragments of ~50 kb average size were observed ( panel A, lane 3). A sharp 9.1 kb rDNA band appears in the S1 plus Sfi I digested samples ( panel A, lanes 4 and 5) independently of the order of

treatments, demonstrating the lack of any significant non-specific DNA degradation by S1. At the concentration of the S1 nuclease used, nickase generated nicks were completely converted into ds breaks in similar conditions (data not shown). When gDNA was isolated from suspensions of *S. cerevisiae* spheroplasts, the size of the DNA fragments obtained gave a peak around 50 kb ( panel A, lanes 8-9), that is below the size of the smallest *S. cerevisiae* chromosome.

After heat treatment in the presence of 8 M urea (see Materials and Methods and [6]), the size of ss gDNA fragments was higher for the DNA sample which was denatured without prior S1 digestion relative to the ss fragments of the denatured, S1-predigested sample (compare lane 4 and 5 in panel B). Thus, endogenous nicks arranged in a disjoint manner on the complementary strands might serve as predilection points for S1 cleavage (see [7] and panels C-D for further explanation). The 2-micron plasmid [8], in denatured state, ran out of the gel (compare lanes 1-3 and 8 with 4-7 in panel B), since small ss fragments migrate faster in urea-agarose gels [9]. Urea or heat alone could not reveal or cause discontinuities (see [9] and panel B, lane 8). Alkaline denaturation gave similar results as urea/heat-denaturation (; panel B, compare lanes 6-7 with lanes 4-5). Thus, the fragmentation of the DNA in alkaline conditions cannot be attributed to the presence of ribonucleotides in gDNA [10]. Note also that the agarose plugs were not melted during alkaline denaturation, so no mechanical breaks could have occurred.

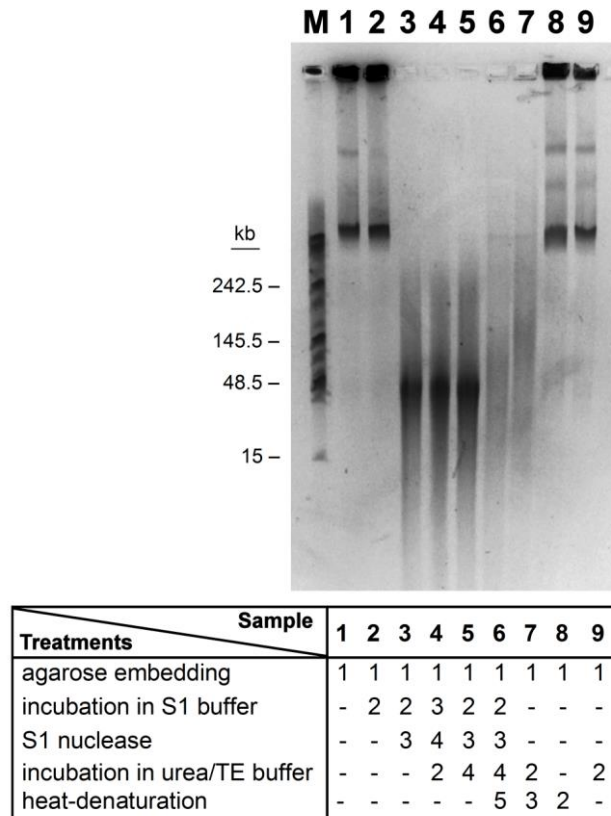

Figure S3: S1 nuclease sensitive sites at loop-size intervals in the *S. pombe* genome. FAGE analysis of agarose-embedded gDNA of *S. pombe* cells (strain L972h<sup>-</sup>). The different treatments of gDNA and the sequence of order within each treatment are summarized in the table underneath the gel. Lanes: M: Midrange marker (undenatured). 1. non-treated gDNA (control); 2. gDNA equilibrated in S1 buffer ; 3. S1 nuclease-digested gDNA; 4. gDNA pre-incubated in urea/TE buffer and then digested with S1 nuclease; 5. S1 digested gDNA equilibrated in urea/TE buffer; 6. urea/heat-denaturation of S1 digested gDNA; 7. urea/heat-denaturation of gDNA; 8. heat-denaturation of gDNA, without pre-incubation in urea/TE buffer; 9. gDNA incubated in urea/TE buffer.

The genome of *S. pombe* cells also harbor S1 nuclease sensitive sites at loop-size intervals. These also appear to be nicks arranged on the complementary strands in a non-apposed manner (see also arguments in conjunction with Figure S2).

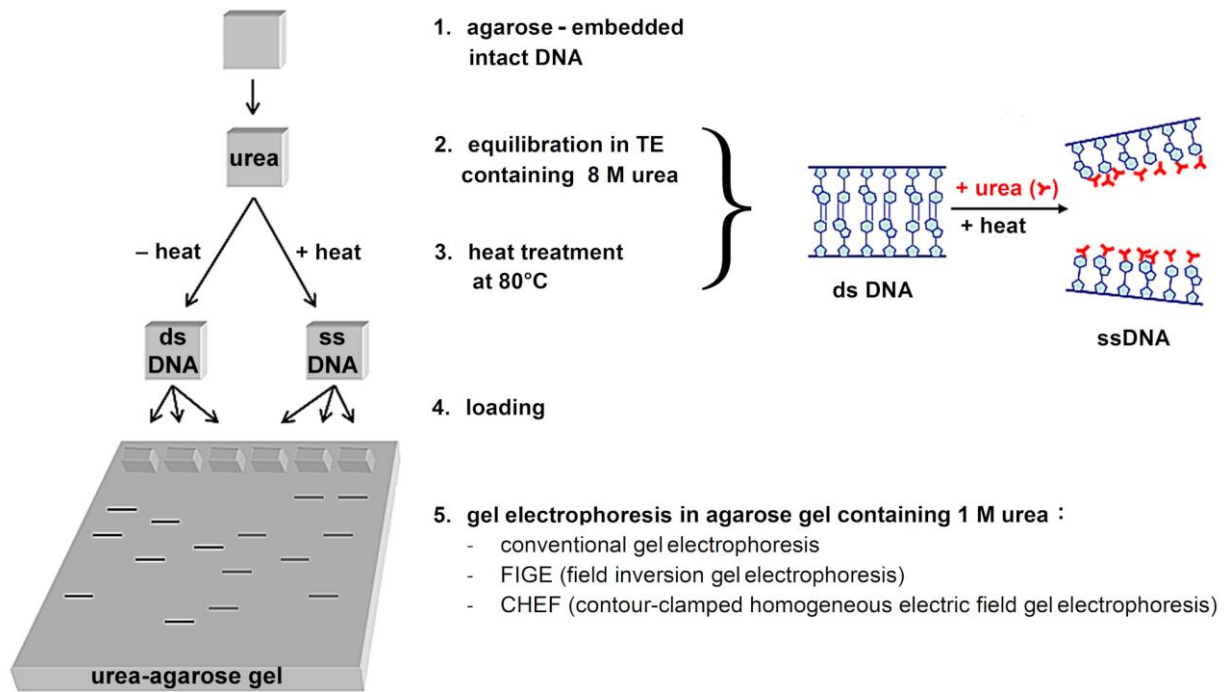

Figure S4: Work-flow of urea/heat-denaturing gel electrophoresis (related to Figure 5). For the detailed description of the experimental procedure see [9].

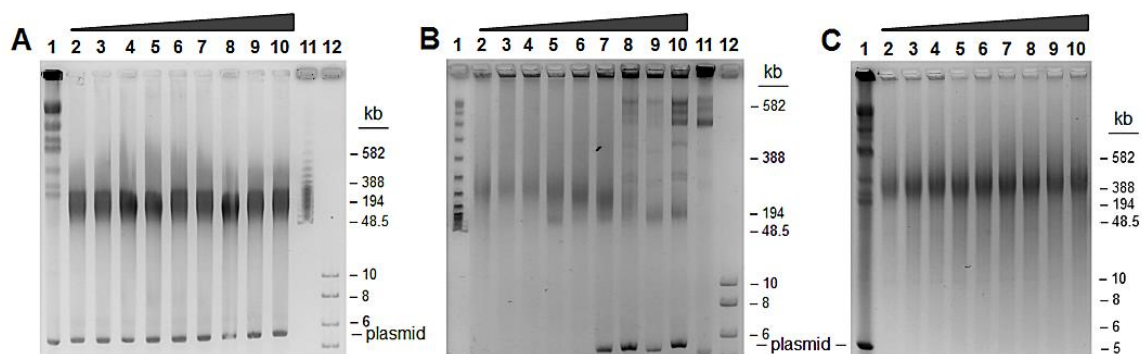

Figure S5: Effect of the superhelical state of gDNA on the incidence of ss discontinuities. Agarose plugs containing WDHY199 spheroplasts were treated with increasing concentrations of EBr and after lysis, the deproteinized, agarose-embedded DNA samples were digested with S1 nuclease (A), or urea/heat-treated at 80°C or 95°C in the presence of EBr (B and C, respectively). **(A)** FIGE analysis of gDNA of EBr-treated cells. Lanes: 1. gDNA from untreated spheroplasts (control); 2-10. gDNA of spheroplasts incubated in the presence of 0, 0.5, 1, 2.5, 5, 10, 25, 50, and 100 µg/ml EBr, respectively, then digested with S1 nuclease; 11. Pulse marker (50-1000 kb; undenatured); 12. 1 kb marker (undenatured). **(B)** Urea-agarose FIGE analysis of gDNA of EBr-treated spheroplasts. Lanes: 1. undenatured Pulse marker; 2-10. gDNA of spheroplasts incubated in the presence of 0, 0.5, 1, 2.5, 5, 10, 25, 50 and 100 µg/ml EBr, respectively, after urea/heat-denaturation at 80°C; 11. undenatured gDNA; 12. undenatured 1 kb marker. **(C)** Urea-agarose FIGE analysis of gDNA of EBr-treated spheroplasts. Lanes: 1. undenatured gDNA; 2-10. gDNA of cells incubated in the presence of 0, 0.5, 1, 2.5, 5, 10, 25, 50 and 100 µg/ml EBr, respectively, after urea/heat-denaturation at 95°C.

The dependence of  $T_m$  on fragment length was calculated based on the phenomenological model in [11]. Using that algorithm, the predicted melting point of a 25 bp random sequence would be ~68°C, while for a 15 bp random sequence it would be ~59°C. If such short intervals delimited the nicks on the complementary strands, and the melting temperature would be raised by about 10°C in the presence of EBr [12], denaturation at 80°C would still be allowed.

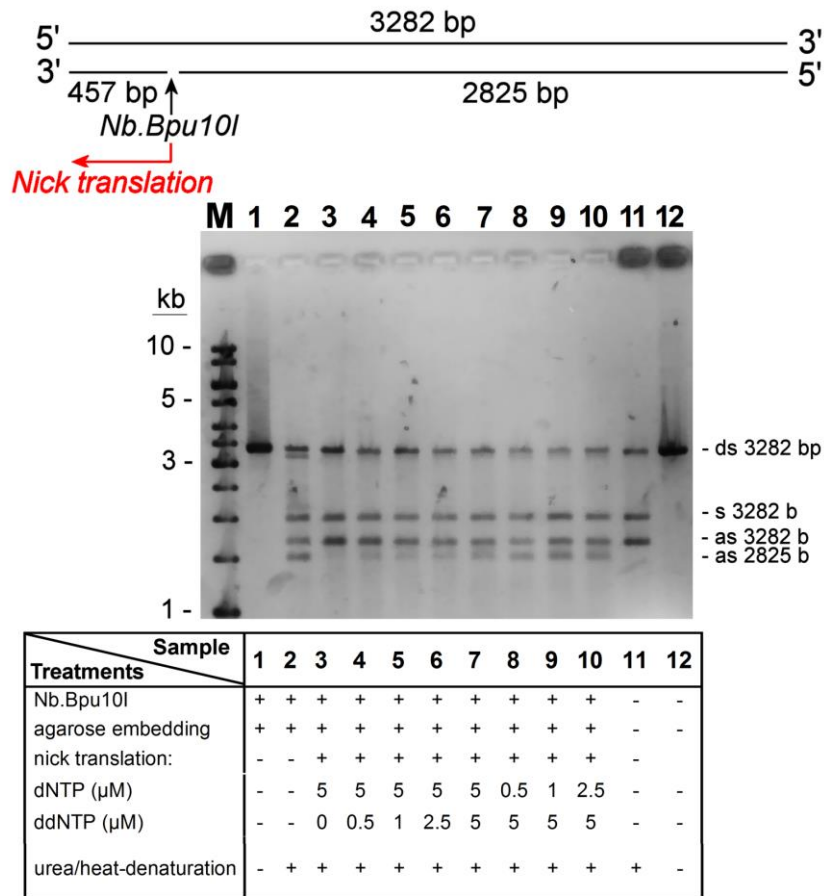

Figure S6: Optimization of dNTP/ddNTP ratio for nick translation in limiting conditions. EBr-stained gel. Lane M: 1 kb marker (undenatured); lanes 1-2: *Nb.Bpu10I* digested, agarose-embedded 3282 bp long PCR product, before (1) and after (2) urea/heat-denaturation; lanes 3-10: urea/heat-denatured, *Nb.Bpu10I* digested and agarose-embedded PCR products after nick translation using the nucleotide concentrations given in the table. Lanes 11-12: mixture of 500 ng urea/heat-denatured (11) and 500 ng non-denatured (12) PCR product without agarose-embedding. ds: double stranded PCR products; s: sense strand of the PCR products; as: antisense strand of the PCR products. Notes: The complementary strands of the PCR product run separately due to their different nucleotide composition [9]. The 457 bp fragments were allowed to run out of the gel. Both urea/heat-denaturation and *Nb.Bpu10I* digestion were partial so as to be able to visualize all the components of the reaction. The ratio of dNTP/ddNTP used in lane 9 was considered optimal and used throughout labeling in limited conditions.

**A**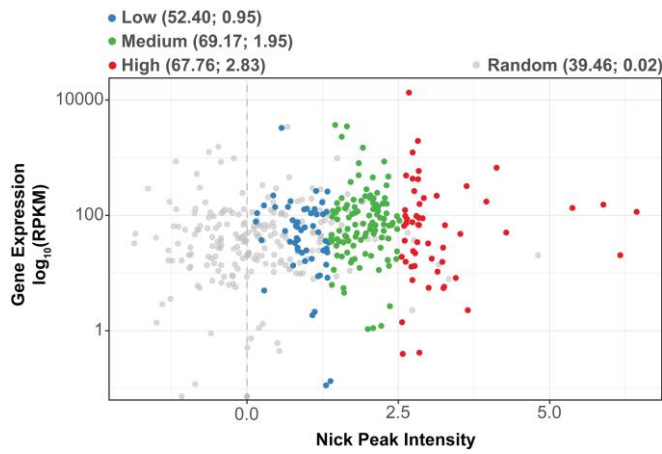**B**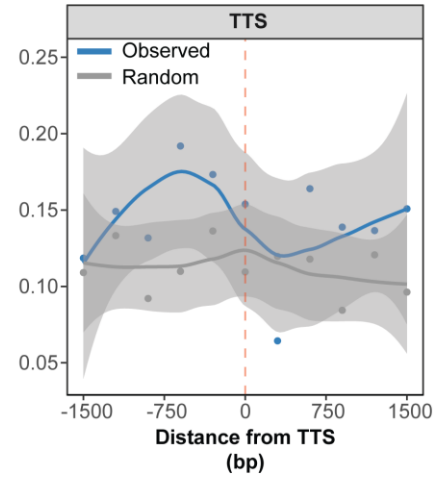

Figure S7 (related to Figures 2, S8 and S9): Nick incidence correlates with gene expression at TSSs but is not related to TTSs. **(A)** Scatterplot showing the correlation between nick peak intensity (X-axis) vs. gene expression (Y-axis) of the closest gene. Nick ChIP-chip binding sites were grouped into three categories based on intensity (i.e. ChIP enrichment): low (blue), medium (green) and high (red). The median RPKM of the three categories are in parenthesis. Gray points represent random genomic regions. **(B)** Nicks are not enriched at transcription termination sites (TTSs;  $n$  (total gene pool) = 6664). The average binding intensity of nick ChIP-chip signals is shown as a scatterplot for observed (blue) and randomly permuted (gray) nick peaks ( $\pm 1500$  base pairs). Lines represent the smoothed mean after loess normalization. Faded area shows the 95% confidence interval for predictions from the loess model. Significant difference could not be assigned using two-sided Student t-test.

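Around the 5005 ORF ends estimated from the array, the mean of the endogenous arrays had a log2 (IP/input) of 0.0958 (SE 0.01022) at the ends and 0.1123 (SE 0.009417) in the bin 300 bp downstream. The signal at ORF ends exceeded the outer flanks by 0.01405 (permutation by circular shift, p = 0.261). This average combined differences of opposite sign, 0.09044 in replicate 1 (permutation p = 0.0001, the smallest that the shifts can give) and -0.06748 in replicate 2 (permutation p = 0.0039). In the nickase-treated sample the difference was -0.09549 (permutation p = 0.0003). Leaving out either replicate therefore moved the value most. The paper concludes from Supplementary Figure S7B that nicks are not enriched at TTSs.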

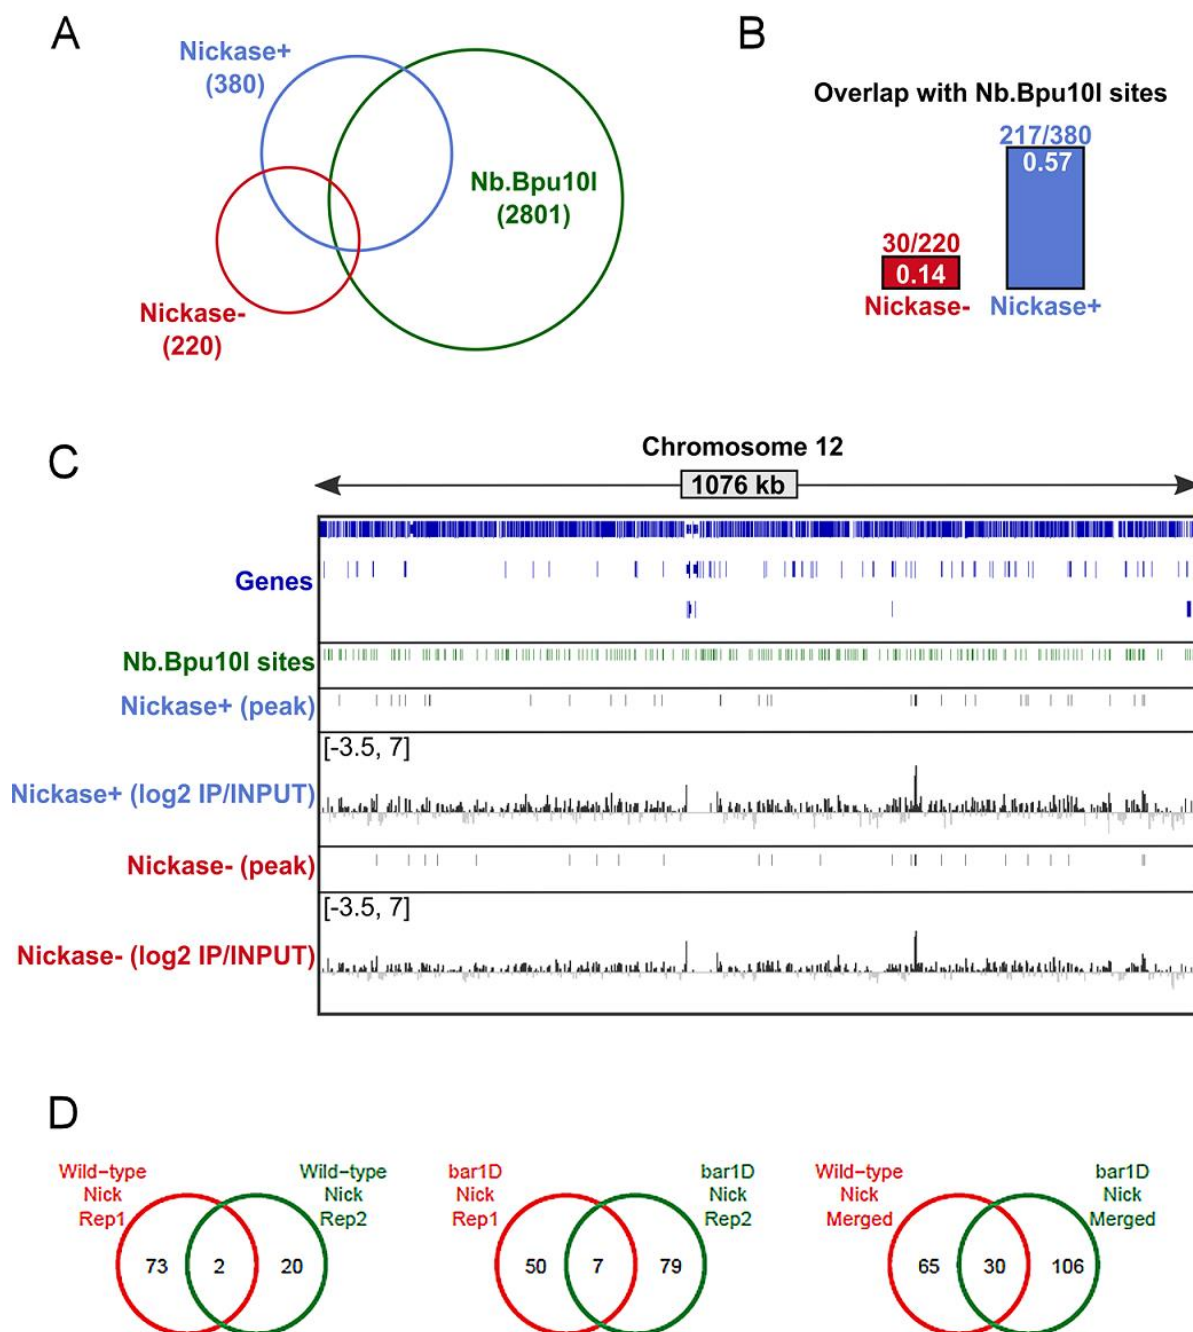

Figure S8 (related to Figures 2, S7 and S9): Nick ChIP-chip analyses of endogenous nicks and exogenous nicks. **(A)** Proportional Venn diagram showing the overlapping nick sites with predicted Nb.Bpu10I (nickase) recognition sequences (green) in control (Nickase-; red) and

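The proportion of peaks at Nb.Bpu10I sites was computed over the peaks with a probe inside a gene, counting a peak when such a gene has a site in its ORF. In the nickase-treated sample 2 of 5 such peaks (40%, 95% Wilson interval 11.76 to 76.93) were in a gene with a site. These include the peak in URA3, a gene deleted in BY4741. As a base rate, 11894 probes inside genes were in genes with a site and 18161 in genes without. For the mean of the endogenous arrays 13 of 43 peaks were (30.23%, Wilson interval 18.6 to 45.11). The odds ratio was 1.538 (Fisher's exact test, p = 0.642), and with 5 peaks in the nickase-treated sample a difference of this size was not detectable. A z-score of 4 moved the odds ratio most, to 0 (0 of 2 nickase-treated peaks against 5 of 10 endogenous, Fisher's exact test, p = 0.47), and single-probe peaks gave 0.7608 (Fisher's exact test, p = 1). The 380 and 220 highest peaks, the numbers of peaks shown in Supplementary Figure S8A, were also taken. The shares then were 53.46% of 260 peaks (Wilson interval 47.39 to 59.43) in the nickase-treated sample and 35.34% of 116 (27.24 to 44.39) in the endogenous mean, with an odds ratio of 2.101 (Fisher's exact test, p = 0.00121). The paper concludes that overlap with the cleavage sites is higher in the nickase-treated sample.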

Nb.Bpu10I nickase-treated (Nickase +; blue) chip samples. **(B)** The proportion of nicks that overlaps with Nb.Bpu10I cleavage sites is significantly higher in the nickase + than nickase - sample (two-proportion z test,  $p < 0.0001$ ). **(C)** Representative genome browser tracks showing the distribution of nicks and Nb.Bpu10I cleavage sites along chr XII. Tracks from top to bottom, Genes: protein coding ORFs along chromosome XII, NbBpu10I sites: position of Nb.Bpu10I cleavage sites predicted from the distribution of 5'-CCTNAGC-3' recognition motifs, Nickase + (peak): nicks identified in nickase-treated samples, Nickase + ( $\log_2$  IP/INPUT): ChIP signal of the nickase-treated sample. Nickase- (peak): position of endogenous nicks identified in control (no nickase) samples. Nickase- ( $\log_2$  IP/ INPUT): ChIP signal of the control (no nickase) sample. Minimum and maximum ChIP signal intensities are indicated within brackets. **(D)** Comparison of two replicates of two independent biological samples (REP1 and REP2) of Nick ChIP-chip experiments carried out in *S. cerevisiae* strains wild-type (BY4741) and the isogenic *bar1Δ* mutant, which was G1-synchronized (see Materials and Methods). The counts represent the number of nick peaks in the upper quartiles of nick signal intensities.

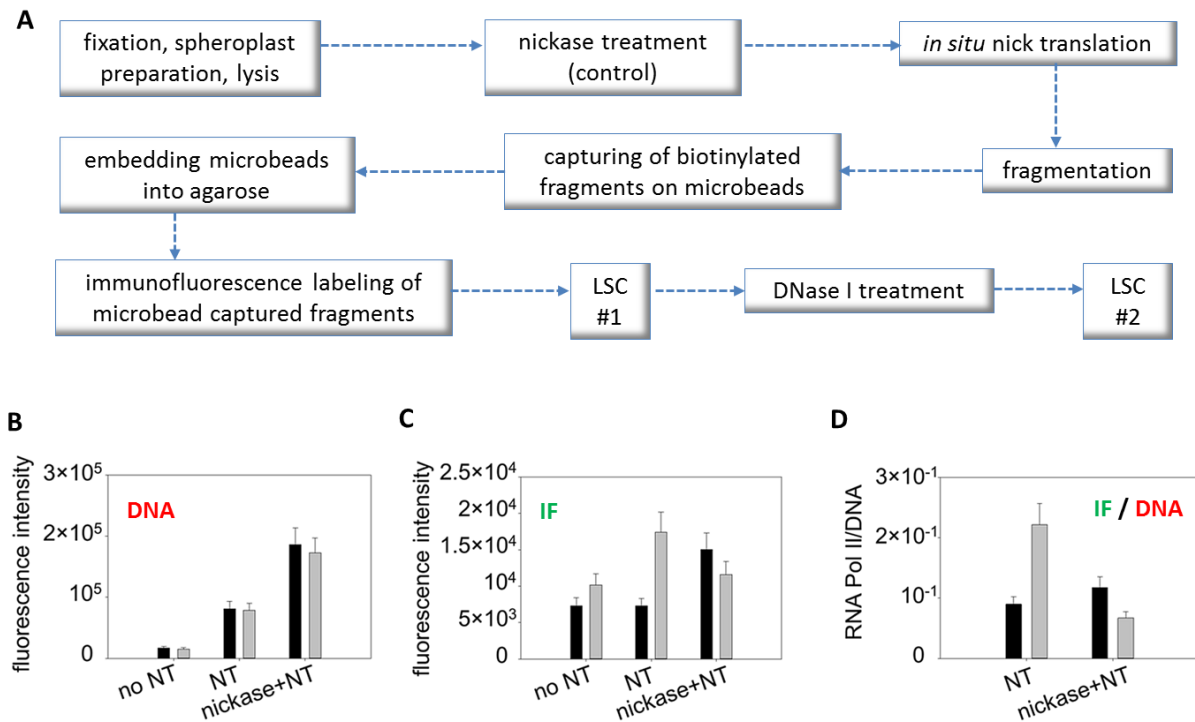

Figure S9 (related to Figures 2, S7 and S8): Global chip-on-beads analyses of nick – RNAP II colocalization. **(A)** Flow-chart of the experiment. LSC: laser scanning cytometry. **(B)** Mean EBr fluorescence intensity (DNA) of microbead-captured chromatin fragments without nick translation (no NT), and nick-translated chromatin fragments without (NT) or with nickase treatment (nickase+NT). Fragments were labeled either with RNAP II Ser2-P- (black columns), or RNAP II Ser5-P- (grey columns) specific antibodies. The differences between the first and the second LSC measurements (LSC#1-LSC#2; see Supplementary Materials and Methods) were plotted on the Y-axis. **(C)** Mean immunofluorescence (IF) intensities of the same samples as in panel B. **(D)** Mean immunofluorescence intensities of panel C normalized to the mean DNA amount captured by the microbeads shown in panel B (IF/DNA). Error bars represent SD of ~2000 beads measured by LSC. One representative of two independent measurements is shown in the Figure. The DNA-normalized RNAP II immunofluorescence is similar in the samples with and without nickase treatment in the case of Ser2-P, while the Ser5-P signals are much higher when the endogenous nicks were labeled only.

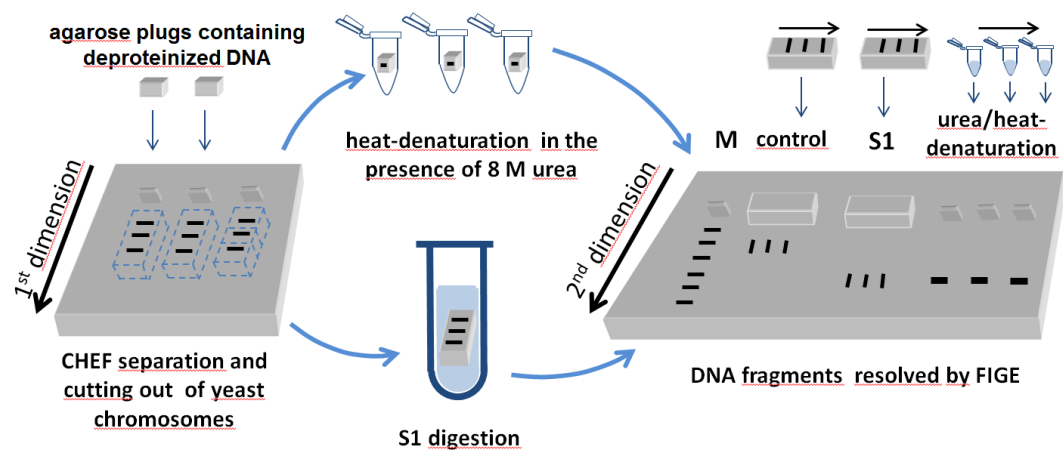

Figure S10 (related to Figures 3 and S11): Scheme of the two-dimensional gel electrophoretic analyses. For a detailed description of the experimental procedure see Supplementary Materials and Methods.

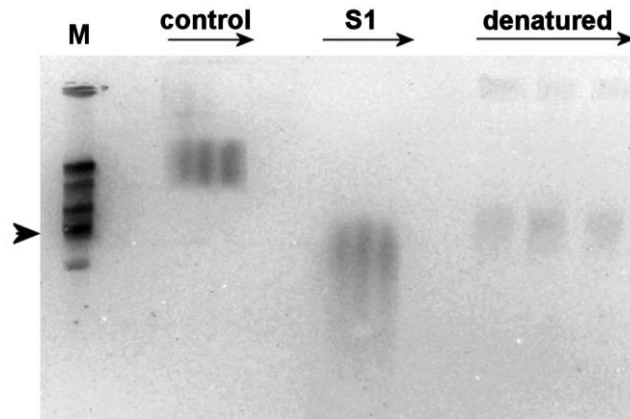

Figure S11 (related to Figures 3 and S10): Two-dimensional gel electrophoretic analyses of nicks in *S. pombe* (strain: L972 h-) chromosomes. Chromosomal DNA molecules (3.5 - 5.7 Mb) were first resolved by CHEF (not shown in the image), then the bands containing the individual chromosomes were cut out and either treated with S1 nuclease (labeled 'S1') or were urea/heat-denatured without S1 digestion (labeled: 'denatured'). Electrophoresis in the 2nd dimension (shown in the image) by FIGE was conducted in denaturing conditions. M: Midrange marker, undenatured. The arrow head points at the 48 kb DNA band. The horizontal thin arrows point from the large to the small chromosomes (chr I, II and III, from left to right).

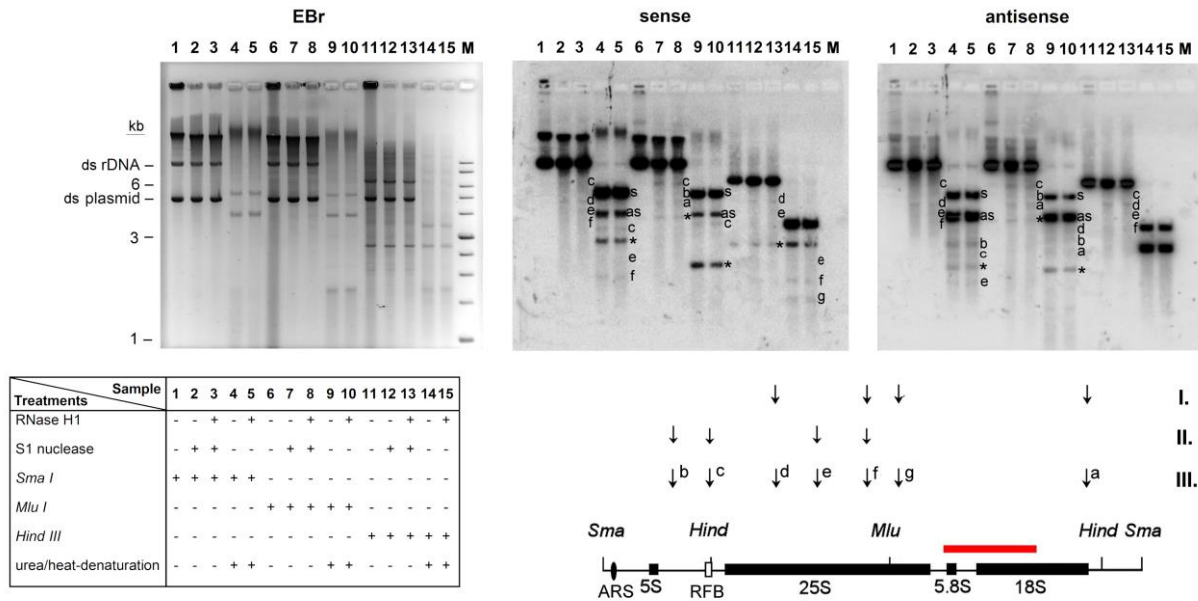

Figure S12 (related to Figures 4, S13 and S14): Mapping of DNA breaks within the rDNA locus using single-stranded rDNA probes. Southern blot analyses of agarose-embedded gDNA derived from WDHY199 *S. cerevisiae* spheroplasts. EBr stained gel (left panel), sense probe-hybridized (middle panel), and antisense probe-hybridized blots (right) of agarose-embedded samples containing gDNA after restriction endonuclease digestion and S1 nuclease treatment and/or urea/heat-denaturation (as summarized in the table). Lanes: 1. Sma I cleavage; 2. S1 nuclease digestion then Sma I cleavage; 3. RNase H1, then S1 nuclease digestion, then Sma I cleavage; 4. urea/heat-denaturation after Sma I cleavage; 5. RNase H1 and Sma I digestion, then urea/heat-denaturation. 6. Mlu I cleavage; 7. S1 nuclease digestion then Mlu I digestion; 8. RNase H1, then S1 nucleaase digestion, then Mlu I cleavage; 9. urea/heat-denaturation after Mlu I digestion; 10. urea/heat-denaturation after RNase H1 and Mlu I digestion. 11. Hind III cleavage; 12. S1 nuclease digestion, then Hind III cleavage; 13. RNase H1, then S1 nuclease digestion, the Hind III cleavage; 14. urea/heat-denaturation after Hind III digestion; 15. urea/heat-denaturation after RNase H1 and Hind III digestion. M: 1 kb marker (undenatured); ds plasmid: non-denatured 2-micron plasmid; ds rDNA: non-denatured 9.1 kb rDNA units. s and as: separately migrating 9.1 kb sense and antisense strands of denatured rDNA units. a-g: fragments derived from endogenous nicks after S1 nuclease digestion or urea/heat-treatment; \*: artefactual fragments generated by the nicking activity of the given restriction endonuclease. Scheme: Location of nicks in rDNA. I.: nicks detected

with the sense strand-specific probe in denatured, single-stranded rDNA samples; II.: nicks detected with the antisense strand-specific probe in denatured, single-stranded rDNA samples; III.: nicks converted to double strand breaks with S1 nuclease in non-denatured, double-stranded rDNA samples, detected with either sense or antisense strand specific probes. The scheme was constructed as in Figure 4 to indicate the mapped positions of nicks (a-g) in rDNA.

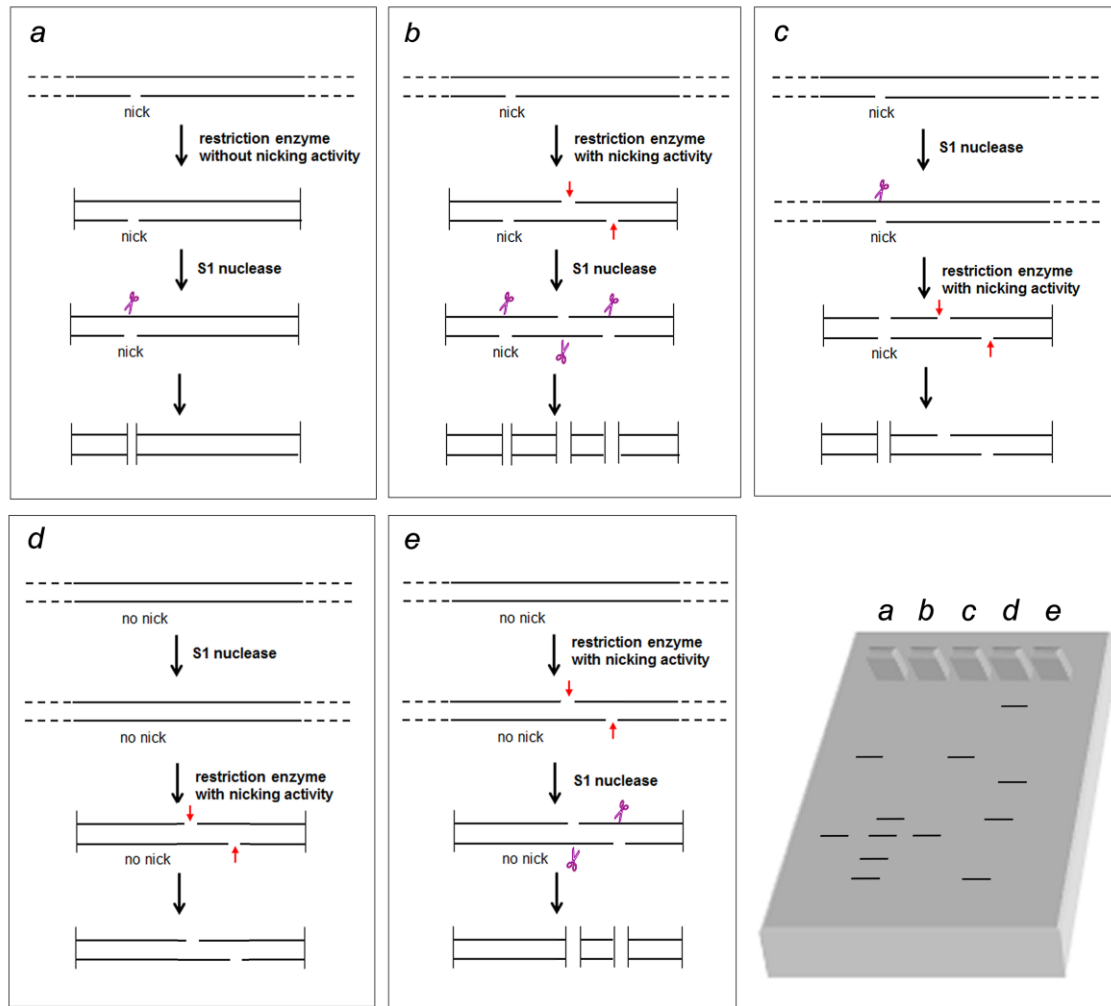

Figure S13: Dependence of the apparent fragment size on the order of treatments during detection of nicks in the rDNA units (related to Figures 4, S12 and S14). Endogenous nicks can be detected when digestion with the restriction enzyme without off-target nicking activity (e.g. Sfi I) is followed by S1 nuclease treatment (**a**), or when S1 nuclease treatment is followed by digestion with the restriction enzyme either with or without off-target nicking activity (**c**). Importantly, artefactual nicks generated by restriction enzymes with off-target activity can be transformed into DSBs upon S1 nuclease treatment (**b** and **e**). In the absence of endogenous nicks, the rDNA remains intact when S1 nuclease treatment is followed by the restriction enzyme either with or without off-target nicking activity (**d**). Red arrow: Off-target nicking by restriction enzyme. Scissors: S1 nuclease. The gel image shows the approximate migration of DNA bands expected after gel electrophoresis in each possible scenario (a-e).

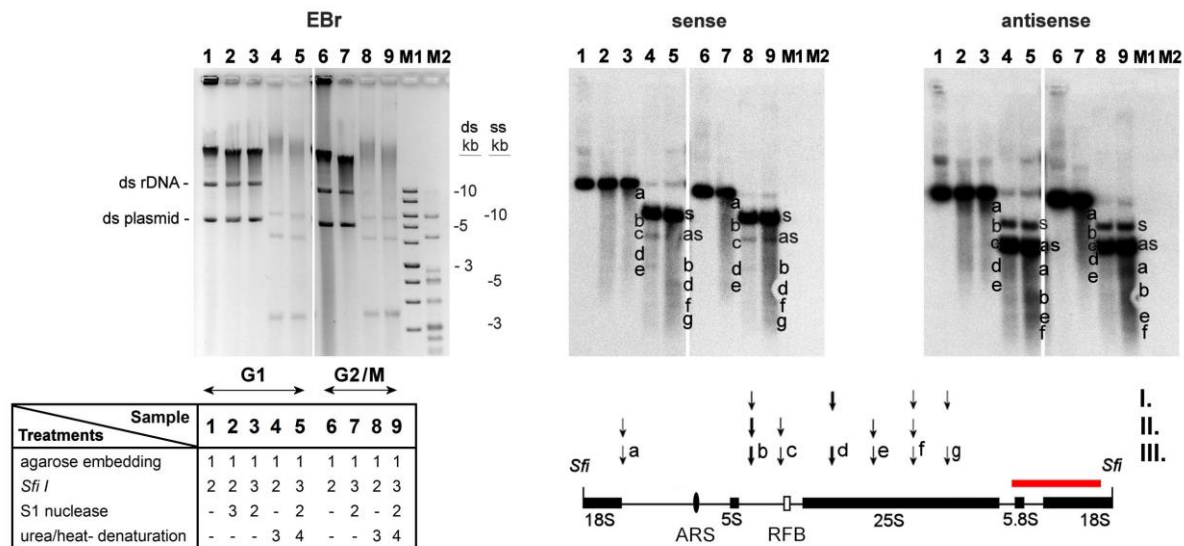

Figure S14 (related to Figures 4, S12 and S13): Mapping of DNA breaks within the rDNA locus in yeast cells synchronized in G1 or G2/M phases of the cell cycle. The rDNA of deproteinized G1-synchronized *bar1Δ* and G2/M-synchronized BY4741 spheroplasts was analyzed by Southern blotting using strand specific rDNA probes. Left panel: EBr stained gel containing gDNA. The different treatments of gDNA and the sequence of order within each treatment are summarized in the table underneath the gel. Lanes: 1. and 6. *Sfi* I cleavage of gDNA from G1- and G2/M- cells, respectively; 2. *Sfi* I cleavage, then S1 nuclease digestion of gDNA from G1 cells; 3. and 7. S1 nuclease digestion, then *Sfi* I cleavage of gDNA from G1 and G2/M cells, respectively; 4. and 8. *Sfi* I cleavage, then urea/heat-denaturation of gDNA from G1 and G2/M cells, respectively; 5. and 9. S1 nuclease digestion, then *Sfi* I cleavage, then urea/heat-denaturation of gDNA from G1 and G2/M cells, respectively; M1 and M2. undenatured and denatured 1 kb marker, respectively. Plasmid: 2-micron plasmid; ds rDNA: non-denatured rDNA units; s and as: separately migrating sense and antisense strands, respectively, of the denatured rDNA units. Middle and right panels: Southern hybridizations using sense and antisense strand specific probes, respectively. a-g: fragments derived from endogenous nicks after S1 nuclease digestion or urea/heat-treatment. Scheme: Location of nicks in rDNA. I.: nicks detected with the sense strand-specific probe in denatured, single-stranded rDNA samples; II.: nicks detected with the antisense strand-specific probe in denatured, single-stranded rDNA samples; III.: nicks converted to double strand breaks with S1 nuclease detected with either sense or antisense strand specific probes in non-denatured,

double-stranded rDNA samples. The scheme was constructed as in Figure 4 to indicate the mapped positions of nicks (a-g) in rDNA.

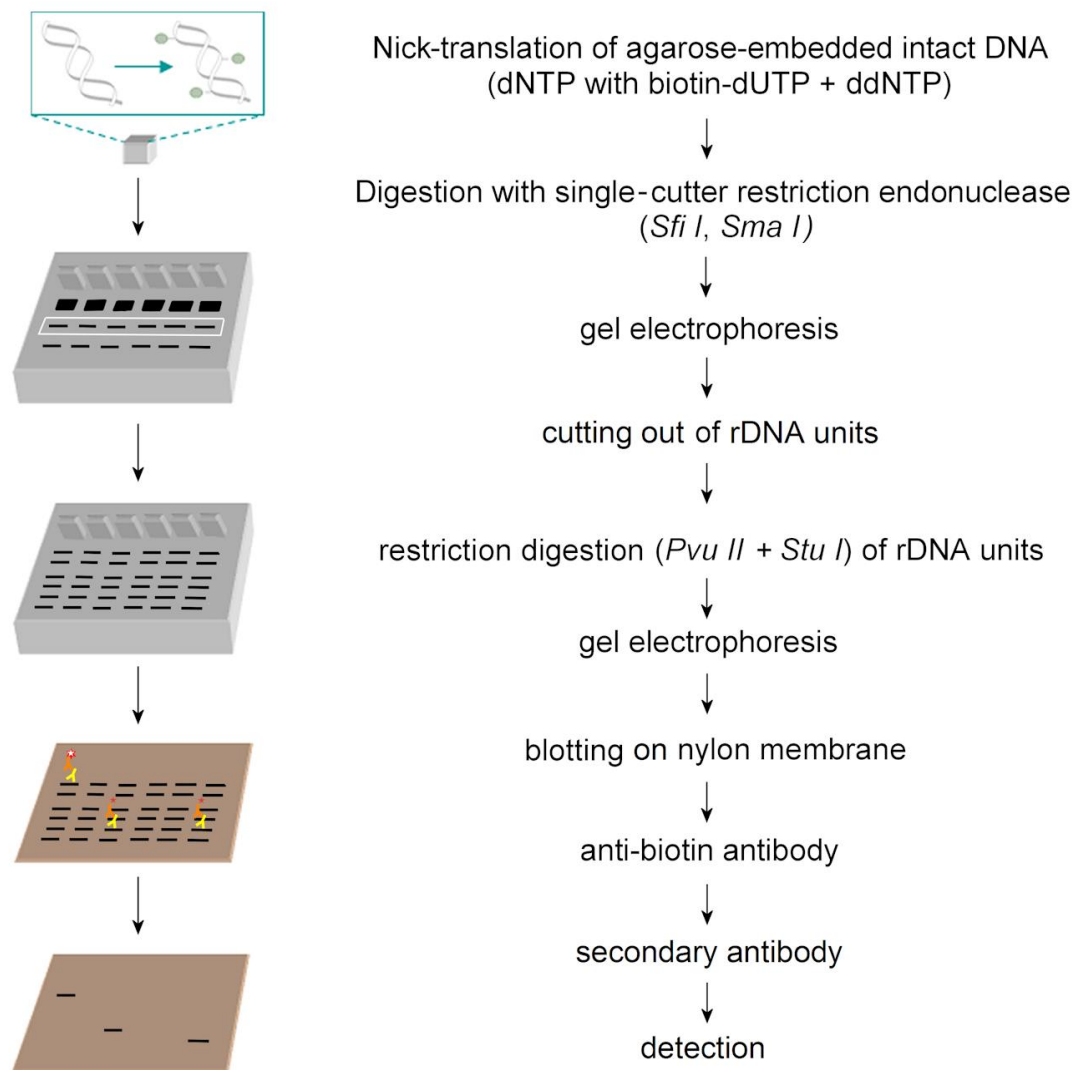

Figure S15 (related to Figures 5 and S16): rSW blot procedure for detection of nicks in rDNA units. For description of experimental procedure see Materials and Methods. Although the spatial resolution of the rSW method is limited by the restriction enzyme recognition sites present in the target sequence, the signal intensities give a quantitative assessment of the antibody recognized molecular entities. Moreover, the method provides an independent perspective on the incidence and location of nicks. Importantly also, it is devoid of the potential bias that could be associated with the amplification process preceding ChIP-seq analyses. A further advantage of the rSW method is that different features of the samples can be investigated on the same membrane and compared as each other's internal control (e.g. see Figure 5B for mapping of both nicks and R-loops on the same blot).

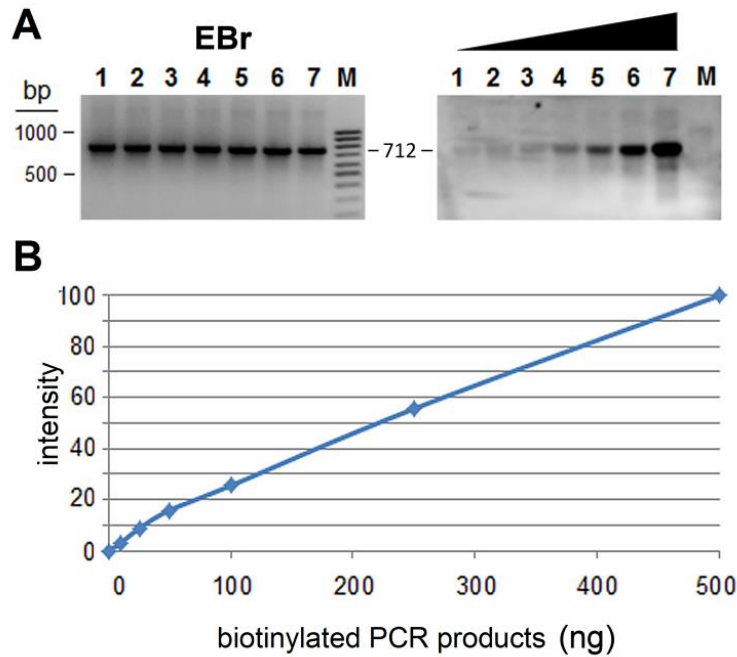

Figure S16 (related to Figures 5 and S15): Calibration of the rSW procedure. Identical amounts (500 ng) of a 764 bp PCR product containing biotinylated molecules at different ratios were analyzed on an 1 % agarose gel. The amount of biotinylated DNA molecules in the samples were 0 ng (lane 1), 10 ng (lane 2), 25 ng (lane 3), 50 ng (lane 4), 100 ng (lane 5), 250 ng (lane 6) and 500 ng (lane 7). Marker: 1 kb ladder (M). **(A)** Left sub-panel: EBr stained gel. Right sub-panel: rSW signal detected with anti-biotin antibody. **(B)**. densitometric evaluation. X-axis represents the amounts of biotinylated PCR products in ng. Y-axis represents rSW (biotin/EBr) signal intensity.

## Supplementary References

1. Szekvolgyi, L., et al., *Nick-forming sequences may be involved in the organization of eukaryotic chromatin into approximately 50 kbp loops*. Histochem Cell Biol, 2006. **125**(1-2): p. 63-73.
2. Goyon, C. and M. Lichten, *Timing of molecular events in meiosis in Saccharomyces cerevisiae: stable heteroduplex DNA is formed late in meiotic prophase*. Mol Cell Biol, 1993. **13**(1): p. 373-82.
3. Lewinska, A., B. Miedziak, and M. Wnuk, *Assessment of yeast chromosome XII instability: single chromosome comet assay*. Fungal Genet Biol, 2014. **63**: p. 9-16.
4. Brugere, J.F., et al., *In-gel DNA radiolabelling and two-dimensional pulsed field gel electrophoresis procedures suitable for fingerprinting and mapping small eukaryotic genomes*. Nucleic Acids Res, 2000. **28**(10): p. E48.
5. Imre, L., et al., *Nucleosome stability measured in situ by automated quantitative imaging*. Sci Rep, 2017. **7**(1): p. 12734.
6. Materna, T., et al., *Electrophoretic separation of both single- and double-stranded nucleic acids in the same urea-containing agarose gel*. Anal Biochem, 1998. **255**(1): p. 161-3.
7. Hegedus, E., et al., *Heteroduplex analysis using flow cytometric microbead assays to detect deletions, insertions, and single-strand lesions*. Cytometry A, 2008. **73**(3): p. 238-45.
8. Chan, K.M., et al., *The 2 micron plasmid of Saccharomyces cerevisiae: a miniaturized selfish genome with optimized functional competence*. Plasmid, 2013. **70**(1): p. 2-17.
9. Hegedus, E., et al., *Separation of 1-23-kb complementary DNA strands by urea-agarose gel electrophoresis*. Nucleic Acids Res, 2009. **37**(17): p. e112.
10. Clausen, A.R., J.S. Williams, and T.A. Kunkel, *Measuring ribonucleotide incorporation into DNA in vitro and in vivo*. Methods Mol Biol, 2015. **1300**: p. 123-39.
11. Khandelwal, G. and J. Bhyravabhotla, *A phenomenological model for predicting melting temperatures of DNA sequences*. PLoS One, 2010. **5**(8): p. e12433.
12. Vardevanyan, P.O., et al., *Study of ethidium bromide interaction peculiarities with DNA*. Exp Mol Med, 2001. **33**(4): p. 205-8.

How the deposited data were processed for this re-analysis (not part of the article)

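Nicks with free 3′OH ends were measured by Nick ChIP-chip in S. cerevisiae BY4741 on 3 Agilent whole genome arrays. Endogenous nicks were measured on 2 arrays (replicates 1 and 2), and 1 array held DNA digested with the nickase Nb.Bpu10I. On every array the Cy3 channel is the input and the Cy5 channel the anti-biotin IP. The mapping of arrays to conditions was taken from the sample labels and the methods.

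The authors deposited, for every spot, the raw mean intensity, the local background and a background-corrected (processed) intensity in both channels, as written by Feature Extraction 9.5.1.1. The processed intensities are background subtracted, detrended across the slide and scaled by a dye factor for each array, and they are not normalized between arrays. The deposited log10 ratio of each spot equals the ratio of the processed intensities for 99.81%, 99.54% and 99.58% of the spots of replicate 1, replicate 2 and the nickase-treated sample. The methods name COCAS for peak calling and sacCer3 for the transcription units, without thresholds. No peak list was in the files analysed here.

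From the processed intensities, log2 (IP/input) was computed, repeated probes were averaged, and each array was centred on the median of its nuclear probes. Control spots, spots flagged in either channel as saturated or non-uniform, and spots with an input not well above background were left out. Of 41480 nuclear probes, 40020, 41098 and 39286 were kept in replicate 1, replicate 2 and the nickase-treated sample. An array has no read depth. Its precision is set by intensity and by the spread of the log2 ratios, whose scaled median absolute deviation was 0.5226, 1.301 and 1.53.

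A robust z-score was computed for each array from its median and scaled median absolute deviation. A peak was a run of probes less than 1000 bp apart with a z-score of 1.5 or more, at least 2 probes long and with at least 1 probe at 3 or more. Enrichment was the number of nucleotides of a category overlapped by peaks, divided by the mean over 1000 random placements of the same peaks on the same chromosome, with a two-sided p. The number of peaks shared by 2 arrays was compared with 1000 random placements in the same way, with a one-sided p for more overlaps than at random. These placements were at any position, and placement at probes was not run for the overlaps. Peaks begin and end at probes, so the overlaps expected at random may be too few and the p too small. Profile and class differences were tested with 10000 circular shifts of the signal along the genome, and the correlation with chromosome length with 100000 permutations. Shares are given with 95% Wilson intervals and compared with Fisher's exact test. Benjamini-Hochberg adjustment was made over the 5 enrichment categories and over the 28 class, profile and gene comparisons. Probes were also tested with limma (lmFit and eBayes) at a false discovery rate of 0.05.

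The array coordinates are of another assembly than the R64 reference (on chromosome 10, 83.6% of the probes inside genes lie in the R64 gene of the same name). For that reason the design's fallback was used, and promoter, inside and downstream were taken from the class that the array gives each probe. The territory of a probe reached midway to its neighbours and at most 500 bp. ORF starts and ends for the profiles were estimated from the array, and the estimated ORF lengths differed from the reference by a median of 96 bp in absolute value. The reference was used for properties that do not depend on coordinates, joined by gene name: the number of CCTNAGC sites in the ORF, its GC content and length, and the list of 137 ribosomal protein genes. The comparison of genes with and without a site was defined after the files had arrived and after a first look at class means, array correlations and peak counts, but before its own values were seen.

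Named genes followed a rule written before the files arrived: the 10 highest peaks of the endogenous mean that were also called in both replicates, and the 5 probes with the largest nickase-treated minus endogenous difference at a site. Only 4 peaks met the first part, and the second part was applied to probes in genes with a site.

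The alternatives were other thresholds, single-probe peaks, normexp background correction (offset of 50), loess normalization, no spot filter, a fixed number of peaks, other windows and placements, and leaving out each endogenous replicate. Enrichment at ARSs and overlap with individual Nb.Bpu10I sites were left out because the array and the reference differ in assembly. A join limited to the chromosomes without a shift was not tried. A correction for probe GC content was left out because the probe sequences were not in the files analysed here.

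The scripts ran on Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and on R 4.3.3 with limma 3.58.1 and data.table 1.17.8. They were tested on simulated data. All 100 planted peaks were recovered with 5 other peaks, and the mirror image of the rule called 11 depleted regions. In each kind of permutation test 3 of 100 null sets had a p below 0.05. Limma recovered 200 of 200 planted probes with 1 other probe. A planted class difference of 0.5 was recovered as 0.4605.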

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

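The arrays hold 295 mitochondrial probes, which the paper does not report on. Their mean log2 (IP/input), relative to the median of the nuclear probes, was 0.367 in replicate 1, 3.472 in replicate 2 and 2.037 in the nickase-treated sample, with standard errors over probes of 0.06442, 0.1314 and 0.129. These values were flagged because they are a signal in data the paper did not analyse. The input of these probes was faint, with a median raw intensity of 207, 143 and 341 in the 3 arrays. When the mitochondrial probes of replicate 2 were compared with the nuclear probes nearest to them in input intensity, the difference dropped from 3.342 to 0.5979. The low input may thus be a source of the signal, but the input is also the denominator of the ratio, so that matching on it cannot decide. In replicate 1 the input of these probes was faint as well (207, against an array median of 19870), yet their mean ratio was 0.367. The GC content of genes is a less likely source, since across nuclear genes the ratio of replicate 2 rose with GC content (Spearman rho = 0.2766), while mitochondrial DNA is rich in AT. Both predictions were written before the test values were seen. A remaining difference of 0.5979 was not tested further, and the design has no condition that would give a biological explanation a test.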

How the results depend on the processing

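The main choices, the alternatives and the rule for named genes were written before the processed files arrived. Windows of 300 bp around ORF starts and ends were among these main choices, and the fallback to probe classes replaced them. Their use around ORF starts and ends estimated from the array was added afterwards. The comparisons of genes with and without a Nb.Bpu10I site were also added afterwards. So was the setting that leaves out probes with an input under 5% of the array median, after the peaks had been seen. Of 141 alternatives over 23 results, 13 weakened the result, 6 strengthened it, 6 reversed it and 31 moved a count or a value. The remaining 85 were counted as leaving the result as it was. That count includes leaving out replicate 1 or replicate 2 for the mean correlation of the nickase-treated with the endogenous arrays. Those alternatives moved this correlation from 0.3889 to 0.7738 and to 0.00396, so they did change it. The TSS profile difference and the difference between genes with and without a site kept their direction and significance under every alternative. The mean correlation of the nickase-treated with the endogenous arrays (0.3889) moved little with the normalization and the filter, but it is the average of 0.00396 for replicate 1 and 0.7738 for replicate 2 and so depends on which replicate is kept.

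A z-score of 4 in place of 3 lowered the peak counts from 65 to 13 (mean), from 111 to 9 (replicate 1), from 57 to 7 (replicate 2) and from 5 to 2 (nickase-treated), and left 1 peak per 915.9 kb. It also weakened the correlation with chromosome length (0.2957) and the enrichment at TSSs (1.526), in gene bodies (0.8689) and in intergenic regions (1.502). It moved the share of peaks in genes with a site to 0% in the nickase-treated sample and 50% in the endogenous mean, and reversed the odds ratio to 0.

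Single-probe peaks raised the counts to 268 (mean), 241 (replicate 2) and 9 (nickase-treated), or 1 peak per 44.43 kb, with 4 shared upper-quartile peaks. They strengthened the TTS enrichment (2.073) and reversed the odds ratio (0.7608). Taking the highest 380 and 220 peaks strengthened the odds ratio to 2.101, because it replaces 5 nickase-treated peaks by 260 with a gene.

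Normexp lowered the counts to 28 (mean), 4 (replicate 1), 13 (replicate 2) and 0 (nickase-treated), or 1 peak per 425.2 kb, and shared peaks to 0. It weakened the enrichment at TSSs (1.495), in gene bodies (0.8988) and in intergenic regions (1.452), and turned the TTS profile difference to -0.0001028. The offset of 50 is added to both channels and lowers the ratios of faint spots most.

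Windows of 150 bp around ORF starts and ends gave lower ratios at TSSs (1.485, permutation p = 0.0719) and TTSs (1.861, permutation p = 0.002). Windows of 300 bp gave 1.338 (permutation p = 0.112) and 1.622 (permutation p = 0.004). At TTSs the ratio thus fell from 1.968, while its permutation p fell from 0.0919. Loess moved the correlation of replicates 1 and 2 to -0.1755, and omitting the spot filter moved it to -0.01693. The limma counts moved from 20 endogenous probes to 0 (normexp), 0 (loess) and 38 (no filter), and from 1 nickase-treated probe to 0 (normexp), 2 (loess) and 4 (no filter). Leaving out low input moved the nickase-treated count to 2 and the shared peaks to 0. Taking all peaks gave 4 shared peaks.

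Across the 2 fits that each left out an endogenous replicate, the peak count ranged from 57 to 111 and the incidence from 1 per 107.3 kb to 1 per 208.9 kb. Enrichment ranged from 1.471 to 2.734 at TSSs, from 0.9346 to 2.42 at TTSs, from 0.3973 to 0.9171 in gene bodies, from 1.366 to 2.676 in intergenic regions and from 0 to 4.773 at ribosomal protein genes. The TTS profile difference ranged from -0.06748 to 0.09044 and the promoter class difference from 0.009241 to 0.3406. In each of these the higher enrichment or difference outside gene bodies comes from replicate 1.

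The replicate block was not run because the endogenous and nickase-treated groups share fewer than 2 replicate numbers. Not run were the ARS enrichment, the overlap of peaks with individual Nb.Bpu10I sites, the sites detected and the site-based signal difference. Their alternatives, extended peaks among them, were not run either. The array coordinates are of another assembly than the reference, and a join limited to the chromosomes without a shift was not tried. Removal of a trend on probe GC content was not run for any result, since the probe sequences were not in the files analysed here. With normexp no nickase-treated peak was left, so its share and odds ratio have no value. The spread of replicate 2 and of the nickase-treated array limits the peaks, as a probe needs a log2 ratio of 3.903 and 4.589 there to reach a z-score of 3, against 1.568 in replicate 1.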

Differences from the paper's values

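The paper's number of endogenous nick peaks is 215, and 65 peaks were called on the mean of the endogenous arrays. Of the alternatives set before the files arrived, single-probe peaks came nearest to the paper's number, with 268 on the mean. On single arrays, single-probe peaks numbered 161 in replicate 1 and 241 in replicate 2. The nicks in Figure 2A of the paper were counted on 1 array, so the mean of 2 arrays is not a like comparison. The stricter threshold gave 13, normexp gave 28, and leaving out replicate 1 or replicate 2 gave 57 or 111. For the nickase-treated sample the paper shows about 380 peaks in Supplementary Figure S8A, read by eye, and 5 were called. None of the alternatives set before the files arrived closed this gap (2 with the stricter threshold, 9 with single-probe peaks, 0 with normexp).

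The paper's incidence of endogenous nicks is 1 in 70 kb, and the peaks called here give 1 in 183.2 kb. Single-probe peaks of the mean (44.43 kb) and leaving out replicate 2 (107.3 kb) came nearest to the paper's value. The paper took its incidence from Figure 2A, which counts the nicks of 1 array. The incidence of single-probe peaks on each replicate alone was not computed. The stricter threshold (915.9 kb), normexp (425.2 kb) and leaving out replicate 1 (208.9 kb) lay further from it.

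The intergenic ratio of the paper is about 1.0 in Fig. 2B, read by eye, against 1.989 here. The stricter threshold (1.502), normexp (1.452), a fixed number of peaks (1.715), leaving out replicate 1 (1.366) and placement at probes (1.766) lowered the value. Single-probe peaks (1.942) changed it little and leaving out replicate 2 (2.676) raised it. All of these stayed above the paper's value. The category used here is the territory of the promoter and downstream probes.

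The paper shows about 2 upper-quartile peaks shared by the endogenous replicates in Supplementary Figure S8D, read by eye, and 1 was shared here. None of the alternatives set before the files arrived gave the paper's number: the stricter threshold and peak centres within 500 bp gave 1, single-probe peaks and all peaks gave 4, and normexp gave 0.

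The paper states that TSSs, in contrast to TTSs, accumulate nicks. The ratios here were 1.994 at promoters and 1.968 downstream, the latter with a permutation p of 0.0919. The downstream ratio was 2.42 in replicate 1 alone (permutation p = 0.002) and 0.9346 in replicate 2 alone (permutation p = 0.959). Of the alternatives set before the files arrived, windows of 150 bp around ORF starts and ends gave 1.485 at TSSs (permutation p = 0.0719) and 1.861 at TTSs (permutation p = 0.002), windows of 500 bp gave 1.319 (permutation p = 0.048) and 1.337 (permutation p = 0.0539), and single-probe peaks gave 1.913 (permutation p = 0.002) and 2.073 (permutation p = 0.014). Placement at probes gave 1.761 at TSSs (permutation p = 0.004) and 1.791 at TTSs (permutation p = 0.162). A fixed number of peaks gave 1.65 (permutation p = 0.00599) and 1.996 (permutation p = 0.0859). With the stricter threshold or normexp, neither ratio had a permutation p below 0.05. The profile difference was 0.097 at ORF starts (permutation p = 0.0002) and 0.01405 at ORF ends (permutation p = 0.261), where the replicates had opposite signs. Windows of 300 bp were the main choice set before the files arrived, which the fallback to probe classes replaced. Run later around the estimated ORF starts and ends, they gave 1.338 at TSSs (permutation p = 0.112) and 1.622 at TTSs (permutation p = 0.004). Leaving out probes with an input under 5% of the array median, a setting chosen after seeing the values, gave a downstream ratio of 1.081 (permutation p = 0.801) and a promoter ratio of 2.214 (permutation p = 0.002).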

Other observations

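Replicates 1 and 2 of the endogenous nicks did not correlate across probes (r = -0.02974), whereas replicate 2 and the nickase-treated sample did (r = 0.7738). The difference of these correlations was 0.8035, which restates them and is no separate test of the scanning date. The pattern follows the scanning dates, since the nickase-treated array and replicate 2 were scanned 42 days apart and replicate 1 was scanned 470 days later. With 1 array each, the date cannot be told apart from the sample. The correlation of replicate 2 with the nickase-treated array at the next probe, within 500 bp, was 0.04023, far below the same-probe value. This is consistent with a response particular to each probe rather than with fragments that span neighbouring probes. These predictions on the scanning date and on neighbouring probes were written only after the correlations had been seen. Other explanations were tested with predictions written before. The correlation stayed at 0.8205 after the input intensities were regressed out and at 0.7603 after the neighbouring spots on the slide were subtracted. Over gene means it went from 0.6282 to 0.5993 after ORF GC content was regressed out, so that none of these removed it. Neighbouring spots hardly correlated in replicate 2 (r = 0.003685) and the nickase-treated sample (r = -3.993e-05), so there was little to subtract. The GC content of the probes themselves was not available, and gene means cannot decide on it. An exchange of the nickase-treated array with an endogenous one is unlikely, since the nickase-treated minus endogenous signal was 0.665 higher in genes with a Nb.Bpu10I site. The methods describe the nickase-treated sample as a part of a sample whose untreated part was processed in parallel. If replicate 2 is that untreated part, a shared preparation could also give the correlation, which was 0.8524 in the IP channels and 0.6647 in the input channels. The labels do not say which endogenous array it is, so the pattern cannot be told apart from a shared preparation or from the scanning date, and a biological explanation was not tested.

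In replicate 1, promoter and downstream probes together exceeded probes inside genes by 0.3455 on the log2 scale. Against the probes inside genes nearest to them in input intensity the difference was 0.06892, and the log2 ratio of replicate 1 fell with the input intensity across probes (r = -0.6886). The mean ratio of genes in replicate 1 also decreased with ORF GC content (Spearman rho = -0.3126), and intergenic DNA is rich in AT. Both predictions were written before the test values were seen. A candidate explanation is therefore that low hybridization of AT-rich input raises the ratio at promoters and downstream regions alike in this array. The input is also the denominator of the ratio, so that matching on it cannot decide the question. The difference of 0.06892 that remained was not tested. The excess at ORF starts over the outer flanks was positive in all 3 arrays (0.1122, 0.07309 and 0.09911), and matching on input intensity was not done for it. In replicate 2 this excess was not a maximum at promoters, as the bin 300 bp upstream of ORF starts (0.1773) was lower than those at the starts (0.2187) and 300 bp downstream (0.2385).

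Several of the highest endogenous peaks lie in genes deleted in BY4741. The peaks at LEU2, MET15 (named MET17 on the array) and URA3 had a mean log2 (IP/input) of 4.319, 3.437 and 2.511. In replicate 2 the median raw input of their probes was 126, 102 and 95, and the highest of these is 1.414% of the array median. In replicate 1 the input was also faint, at 1.307%, 0.5219% and 1.529% of the median in the same order. The mean log2 ratio of these probes in replicate 1 was 2.832 at LEU2, 0.2166 at MET15 and -1.796 at URA3. The prediction, an input under 5% of the median, was written after the peaks had been seen. The peaks may therefore come from probes without a target in the input rather than from nicks. The IP channel was not empty, however. In replicate 2 the median raw IP of these probes was 3577 at LEU2, 1309 at MET15 and 718 at URA3, against an array median of 3840. In replicate 1 it was 1144, 64 and 78 in the same order. A faint input does not account for the IP signal, and the source of that signal was not tested. A faint input alone did not give a high ratio at MET15 and URA3 in replicate 1. All probes with an input under 5% of the array median were then left out, a setting also chosen after seeing the peaks. This changed the number of peaks of the mean from 65 to 54 and the TSS enrichment from 1.994 to 2.214. The TTS enrichment fell from 1.968 to 1.081 (permutation p = 0.801), and the shared upper-quartile peaks from 1 to 0. HIS3 kept 32.34% of the median input in replicate 2 and held none of the 10 highest peaks.

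The 24 overlaps between the 220 highest peaks of replicate 2 and the 380 highest of the nickase-treated sample compare with 1.27 expected at random. The 12 overlaps of replicate 1 compare with 2.24 (permutation p = 0.001 for both, the smallest that 1000 placements can give). Both expected numbers may be too low, because the placements were not restricted to probes. With the peak rule fixed beforehand, 4 peaks of replicate 2 overlapped nickase-treated peaks, against 0.06 expected (permutation p = 0.001). For replicate 1 the number was 0, against 0.12 expected.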
